# Young KRAB-zinc finger gene clusters are highly dynamic incubators of ERV-driven genetic heterogeneity in mice

**DOI:** 10.1038/s41467-025-64609-2

**Published:** 2025-10-30

**Authors:** Melania Bruno, Sharaf M. Farhana, Apratim Mitra, Kevin Costello, Dawn E. Watkins-Chow, Glennis A. Logsdon, Craig W. Gambogi, Beth L. Dumont, Ben E. Black, Thomas M. Keane, Anne C. Ferguson-Smith, Ryan K. Dale, Todd S. Macfarlan

**Keywords:** Genome evolution, Evolutionary biology, DNA transposable elements

## Abstract

KRAB-zinc finger proteins (KZFPs) comprise the largest family of mammalian transcription factors, rapidly evolving within and between species. Most KZFPs in human and mice have been found to repress endogenous retroviruses (ERVs) and other retrotransposons, with KZFP gene numbers correlating with the ERV load across species, suggesting coevolution. Whether new KZFPs emerge in response to ERV invasions is currently unknown. Using a combination of long-read sequencing technologies and genome assembly, we present a detailed comparative analysis of young KZFP gene clusters in the mouse lineage, which has undergone recent KZFP gene expansion and ERV infiltration. Detailed annotation of KZFP genes in a cluster on *Mus musculus* Chromosome 4 reveals parallel expansion and diversification of this locus in different mouse strains (C57BL/6 J, 129S1/SvImJ and CAST/EiJ) and species (*Mus spretus* and *Mus pahari*). Our data supports a model by which new ERV integrations within young KZFP gene clusters likely promoted recombination events leading to the emergence of new KZFPs that repress them. At the same time, ERVs also increased their numbers by duplication instead of retrotransposition alone, unraveling a new mechanism for ERV enrichment at these loci.

## Abstract (web summary)

KRAB-zinc finger proteins repress retrotransposons and rapidly evolve in mammals. Here, the authors show that ERV insertions drive the emergence and diversification of new KZFP genes in mice, revealing a co-evolutionary mechanism between retroviruses and host repressors.

## Introduction

KRAB-zinc finger proteins (KZFPs) comprise a large family of transcription factors, numbering in the hundreds in most mammalian genomes^1^. KZFPs are characterized by a variable array of tandem C2H2 zinc fingers conferring DNA binding specificity, and a Krüppel-associated box (KRAB) domain recruiting the SUMO ligase KAP1/TRIM28, that engages with several heterochromatin forming complexes to induce gene silencing^2^. While a few evolutionary old and conserved KZFPs have been shown to play essential roles in core developmental processes like embryonic development^3^, imprinting^4,5^ and meiotic hotspot determination^6,7^, the vast majority of KZFPs, both young and old, bind to and repress transposable elements (TEs)^1^. In particular, several evolutionary young and clade or species specific KZFPs have been shown to silence endogenous retroviruses (ERVs) of similar age^8,9^. This finding, together with a striking correlation between the number of zinc finger genes and the load of ERVs in different mammalian genomes, has led to a model of KZFP and ERV coevolution^10^. ERVs are the genetic remnants of retroviral integrations in the germline that when passed on through generations can lead to the rewiring of gene regulatory networks in the host genome across evolutionary time^11,12^. Whereas new ERV subfamilies can establish themselves either from new viral infections or by diversification from other ERVs, it is not known how new KZFP genes coevolve with new waves of ERV infiltration of the host genome. Genomic analyses have shown that KZFP genes evolve by gene duplications that give rise to highly repetitive KZFP gene clusters^13,14^, however, the precise evolutionary dynamics of how these clusters respond to ERV colonization to promote the emergence of new KZFP genes are still poorly understood.

The mouse lineage has been recently colonized by several murine specific ERVs^15^. Concurrently, mice and other Eumuroida species have undergone dramatic expansions of their KZFP gene repertoire, with hundreds of species-specific KZFP units. In contrast, other clades, such as Hominoidea, exhibit much less extensive expansions (Fig. 1a, Supplementary Fig. 1a). There is growing evidence that different *Mus musculus* strains and even sub-strains possess KZFP gene variants that explain diverse regulation of specific ERV families and their nearby genes^9,16–23^. Although it is known that KZFPs serve as an important regulatory layer for ERV repression, the KZFP gene clusters in mice remain relatively understudied genomic loci. This is largely due to gaps in the available genome assemblies, which hinder comprehensive analysis of these loci and obscure the full extent of KZFP gene diversity and evolution across the mouse lineage.

**Fig. 1:**
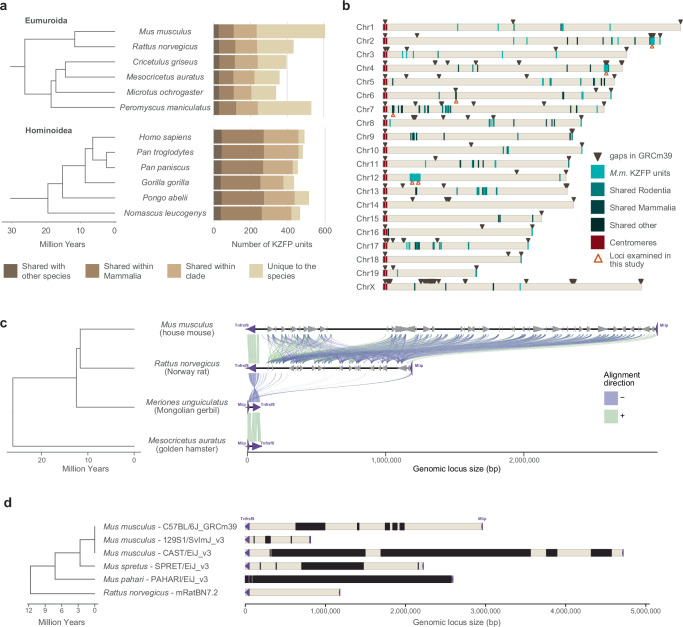
Mouse displays several evolutionary young KZFP gene clusters with partially unknown sequence. **a** Number of KZFP units (both coding genes and pseudogenes) in Eumuroida (top) versus Hominoidea (bottom) species, colored by conservation. From lighter to darker color: KZFP units unique to the individual species (compared to all species analyzed in Imbeault et al. 2017^1^); KZFP units shared with at least one other rodent (for Eumuroida) or primate (for Hominoidea) species; KZFP units shared with at least one other mammalian species besides rodents or primates; KZFP units shared with at least one other species besides mammals. The analysis extended to all species analyzed in Imbeault et al. 2017^1^ and belonging to rodent and primate clades is shown in Supplementary Fig. 1a. **b** Genomic distribution (GRCm39 assembly) of *Mus musculus* KZFP units, colored by conservation. Assembly gaps are indicated by dark arrow heads above the locus. The position of the KZFP gene clusters examined in this study is highlighted with orange arrow heads below the loci. **c** Comparison of the mouse Chr4 KZFP gene cluster locus between house mouse (GRCm39), Norway rat (GRCr8), Mongolian gerbil (Bangor_MerUng_6.1) and golden hamster (BCM_Maur_2.0). **d** Annotation of sequence gaps (black rectangles) in the Chr4 KZFP gene cluster locus in different mouse strains and species, and rat. The genes *Tnfrsf8* and *Miip* (up- and downstream of the cluster, respectively) are shown as purple arrow heads.

In this study, we leverage the power of long-read sequencing technologies to investigate the content of young mouse KZFP gene clusters and uncover dynamics of their rapid evolution and divergence. We show that the integration of ERVs new to the mouse lineage within evolutionary young KZFP gene clusters likely promoted recombination events leading to the emergence of new KZFPs that repress them. Simultaneously, ERV copies also expanded by duplication in addition to retrotransposition, revealing a previously unrecognized mechanism driving ERV enrichment at these loci.

## Results

### De novo *Mus musculus* assemblies reveal a much larger KZFP gene cluster at the end of Chromosome 4

KZFP genes are organized in genomic clusters on several chromosomes in the *Mus musculus* genome (Fig. 1b). While some KZFP gene clusters primarily comprise old genes shared across species, others, such as the double-cluster on Chromosome 12 (Chr12), harbor genes entirely unique to mice. A few clusters, like those at the end of Chr2 and Chr4, contain at least one KZFP gene shared with other rodent species while mostly encoding KZFP genes unique to mice. The KZFP cluster at the distal end of Chr4 stands out for several reasons. This KZFP gene cluster appears to be specific to the Murinae clade, likely originating in the last common ancestor of rats and mice (Fig. 1c). Despite the conserved syntenic block defined by *Tnfrsf8* and *Miip* genes flanking this locus, the cluster is absent in other closely related muroids, such as gerbils (Fig. 1c, Supplementary Fig. 1b). Comparative analysis between mouse and rat reveals that this region expanded significantly in the mouse lineage, acquiring multiple new KZFP genes. Finally, this cluster has been repeatedly implicated in studies mapping modifier loci for variably regulated ERVs across mouse strains^9,16,23^, making it an excellent model to explore the evolution and diversification of KZFP gene clusters. Extensive analyses of this locus have been hindered by persistent sequence gaps in this region even in the current GRCm39 reference assembly, the size and content of which have remained largely undefined (Fig. 1d, Supplementary Fig. 1c).

Thus, we generated de novo genome assemblies to fill the gaps in this locus and other young KZFP gene clusters for two widely used laboratory mouse strains C57BL/6 J (BL6J) and 129S1/SvImJ (129S1), by combining the high sequencing accuracy of PacBio HiFi sequencing with the ultralong reads of ONT sequencing (Fig. 2a). While our primary goal was to resolve gaps in KZFP gene cluster loci, the resulting assemblies achieved high overall quality as assessed by the Benchmarking Universal Single-Copy Orthologs (BUSCO) analysis^24^, and with several contigs spanning entire chromosomes (Fig. 2b, c, Supplementary Fig. 2a, b). To refine the assemblies, we retained and strand-corrected contigs aligned to known locations in the GRCm39 reference, removing unplaced and redundant nested contigs (Supplementary Fig. 2a, b).

**Fig. 2:**
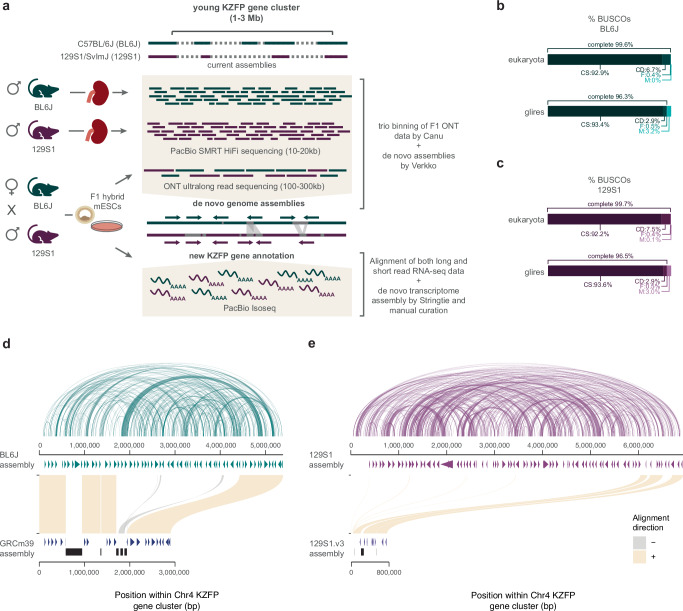
De novo assemblies for the C57BL/6 J (BL6J) and 129S1/SvImJ (129S1) reveal that the Chr4 KZFP gene cluster is much larger than previously estimated. **a** Scheme of the experimental setup and analysis to achieve the BL6J and 129S1 genome assemblies and curation of new KZFP gene annotation. **b**, **c** BUSCO statistics of BL6J (**b**) and 129S1 (**c**) de novo assemblies, after removing unplaced and redundant contigs. **d** Comparison of the Chr4 KZFP gene cluster (defined as 1 bp downstream of the *Tnfrsf8* gene and 1 bp upstream of the *Miip* gene) in de novo BL6J assembly with the reference GRCm39 assembly. Annotated genes are indicated as arrow heads. Gaps in the GRCm39 assembly are indicated in black. The arc plot on top of the de novo BL6J assembly indicates regions of self-identical sequence within the locus. **e** Comparison of the Chr4 KZFP gene cluster (defined as 1 bp downstream of the *Tnfrsf8* gene and 1 bp upstream of the *Miip* gene) in de novo 129S1 assembly with the available 129S1/SvImJ_v3 (GCA_921998555.2) assembly. Annotated genes are indicated as arrow heads; for 129S1.v3 assembly, genes from the Gencode M32 annotation lift-over are shown. Gaps in the 129S1.v3 assembly are indicated in black. The arc plot on top of the de novo 129S1 assembly indicates regions of self-identical sequence within the locus.

Focusing on the KZFP gene cluster on Chr4, we uncovered over 2.5 Mb of previously unassembled sequence in BL6J, resolving five gaps in the GRCm39 reference. This expanded the total cluster size from 2.8 Mb to 5.4 Mb and revealed new regions of high sequence similarity within this locus (Fig. 2d). De novo transcriptome assembly, combining published RNA-seq data^25^ with newly generated PacBio IsoSeq data, allowed us to curate and complete the annotation of this locus. We identified 38 previously unannotated KZFP genes and resolved the full sequence of three genes (*Zfp986*, *Zfp993*, and *Gm21411*) whose zinc finger arrays were incomplete due to sequence gaps (Fig. 2d, Supplementary Data 1).

The identification of novel sequence nearly doubling the size of this locus underscores a key limitation of interpreting genomic datasets using the GRCm39 reference assembly, where short-read mapping of ChIP-seq and RNA-seq experiments can result in artificial read pileups when reads derived from gap sequences are misaligned to the highly similar sequences available in the reference assembly (Supplementary Fig. 2c, d).

Interestingly, the Chr4 KZFP gene cluster is even larger in the 129S1 strain than in BL6J, spanning 6.9 Mb and containing 83 KZFP genes (Fig. 2e, Supplementary Data 1). Accuracy of the de novo assemblies at the Chr4 KZFP gene cluster (as well as at another double cluster on Chr12) was confirmed by inspecting the alignment of strain specific long ONT reads ( > 100 kb) over these loci in the corresponding assembly (Supplementary Fig. 3).

Complete telomere-to-telomere (T2T) assemblies for C57BL/6 J and CAST/EiJ (CAST) mouse strains have recently become available^26^, allowing us to extend our comparative analysis to a third mouse strain. Applying a similar gene annotation and curation strategy to the CAST Chr4 KZFP gene cluster, we identified 86 KZFP genes in a 6.6 Mb region (Supplementary Data 1). Importantly, despite differences in sequencing and assembly strategies, our BL6J assembly is structurally identical to the T2T C57BL/6J assembly at the Chr4 KZFP gene cluster, as well as at other young clusters (Supplementary Fig. 4). This suggests that the large differences in KZFP gene cluster size observed between the three mouse strains are due to strain specific, rather than individual, locus divergence.

### The Chr4 KZFP gene cluster has been independently expanding in different mouse strains and species

Sequence comparison of the BL6J, 129S1, and CAST Chr4 KZFP gene cluster revealed that this locus is fundamentally heterogeneous between the three mouse strains, beyond the size difference (Fig. 3a, b). While the beginning and end of the cluster are conserved, most of the locus is rearranged, with some regions of sequence similarity scrambled across the cluster and variably duplicated in the three strains. While the overall sequence comparison hints to high divergence of this locus in the three mouse strains, detailed comparison of the curated KZFP gene annotation in this cluster further revealed a disparate KZFP gene repertoire (Fig. 3c, d). Fingerprint amino acids - corresponding to the amino acids at the positions −1, +2, +3, and +6 within each zinc finger according to helical nomenclature - are major determinants of the KZFP DNA binding specificity as they directly contact the target nucleotide sequence. Thus, we focused on the arrays of fingerprint amino acids of the coding KZFP genes and identified the repertoire of distinct fingerprint arrays in the Chr4 cluster of each mouse strain (Supplementary Data 2). Several fingerprint arrays were shared across multiple KZFPs and we identified 38, 47, and 45 distinct Chr4 KZFP fingerprint arrays in the BL6J, 129S1, and CAST strains, respectively. Only a small number of fingerprint arrays were found to have an exact match across different strains, and instead, the majority of fingerprint arrays are unique to the individual strains (Fig. 3d). Even fingerprint arrays shared between strains often have different representation, with varying numbers of KZFP copies in each strain (Supplementary Data 2). Our analysis indicates that the Chr4 KZFP gene cluster has undergone parallel evolution in the BL6J, 129S1, and CAST mouse strains, marked by independent duplication events within the locus. This conclusion is further supported by the distinct patterns of self-identical sequences observed in the locus across the three strains (Fig. 3e).

**Fig. 3:**
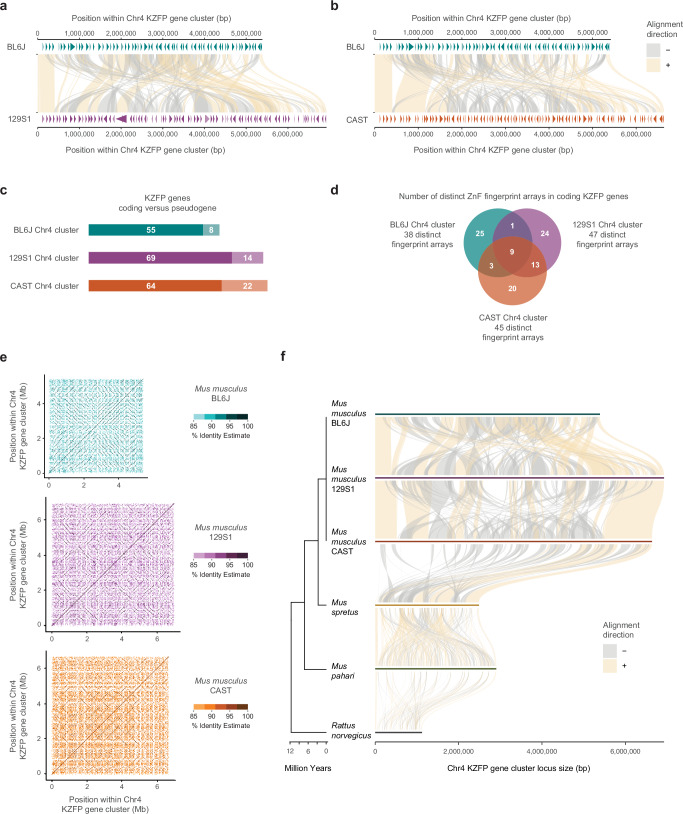
The Chr4 KZFP gene cluster is highly heterogeneous between mouse strains and species. **a** Comparison of the Chr4 KZFP gene cluster (defined as 1 bp downstream of the *Tnfrsf8* gene and 1 bp upstream of the *Miip* gene) in BL6J versus 129S1 mouse strains. Annotated KZFP genes, both coding (dark) and pseudogenes (light) after manual curation based on de novo transcriptome assembly, are displayed as arrow heads. **b** Comparison of the Chr4 KZFP gene cluster (defined as 1 bp downstream of the *Tnfrsf8* gene and 1 bp upstream of the *Miip* gene) in BL6J versus CAST (GCA_964188545) mouse strains. Annotated KZFP genes, both coding (dark) and pseudogenes (light) after manual curation based on de novo transcriptome assembly, are displayed as arrow heads. **c** Summary of KZFP gene content in the Chr4 cluster of the BL6J, 129S1 and CAST mouse strains. **d** Summary of the distinct fingerprint array content in coding KZFP genes in the Chr4 cluster of the BL6J, 129S1 and CAST mouse strains. The overlaps indicate 100% identity between fingerprint arrays. **e** Self-identity dotplots highlighting patterns of high sequence similarity within the Chr4 KZFP gene cluster in BL6J, 129S1 and CAST mouse strains. **f** Sequence comparison of the Chr4 KZFP gene cluster locus (defined as 1 bp downstream of the *Tnfrsf8* gene and 1 bp upstream of the *Miip* gene) between the three strains of *Mus musculus* with *Mus spretus*, *Mus pahari* and *Rattus norvegicus*.

Since the *Mus musculus* Chr4 KZFP gene cluster locus is much larger than the corresponding locus in rat, we investigated whether this cluster expansion is unique to *Mus musculus* or if it also occurred in other mouse species. To explore this, we generated a de novo assembly for *Mus spretus* using a partially inbred strain (SPRET2) and also extended our analysis to a de novo assembly of *Mus pahari*^27^. These assemblies completely spanned the locus corresponding to Chr4 KZFP gene cluster, as well as other KZFP gene clusters analyzed in this study, allowing comparison of gapless sequences. Sequence comparisons among *Rattus norvegicus*, *Mus pahari*, *Mus spretus*, and the three *Mus musculus* strains reveal that the independent expansion of the Chr4 KZFP gene cluster is a common feature of the mouse lineage compared to rat. However, the *Mus musculus* strains exhibit substantially larger cluster sizes than those observed in *Mus spretus* and *Mus pahari* (Fig. 3f).

### The Chr4 KZFP gene cluster rapidly expanded by large segmental duplications encompassing multiple KZFP genes

To explore modes of rapid locus expansion, we traced the regions of segmental duplications within the Chr4 KZFP gene cluster. Due to the highly repetitive nature of this locus, many short sequence stretches exhibit high similarity, as revealed by various strategies for identifying self-identical sequences (Fig. 2d, e, Fig. 3e). However, detailed annotation of the cluster’s gene content in each strain showed that several genes shared identical or highly similar fingerprint arrays (Supplementary Data 2). This raised the question of whether these genes duplicated independently or as groups. To investigate this, we compared the sequences of the whole 3’ exon (including both the portion encoding for the zinc finger array and the 3’UTR) of all KZFP genes within the BL6J cluster. This strategy enabled us to compare the underlying DNA sequence of the exon that contributes the most to the individual KZFP gene identity, while disregarding their actual coding potential. Limiting our analysis to the coding region would have biased the comparison, as truncated arrays caused by isolated point mutations would appear highly dissimilar, even though the sequences are nearly identical (Supplementary Fig. 5). This analysis allowed us to identify similarity relationships between all the KZFP genes within the BL6J Chr4 cluster (Fig. 4a). By examining the gene positions within the cluster alongside their sequence similarity, we uncovered gene blocks - groups of genes with high similarity that were located in different regions of the cluster. These gene blocks ranged in size, containing between 3 and 7 genes (Fig. 4b). Interestingly, we also found evidence of partial duplications suggestive of multiple rounds of interstitial segmental duplications.

**Fig. 4:**
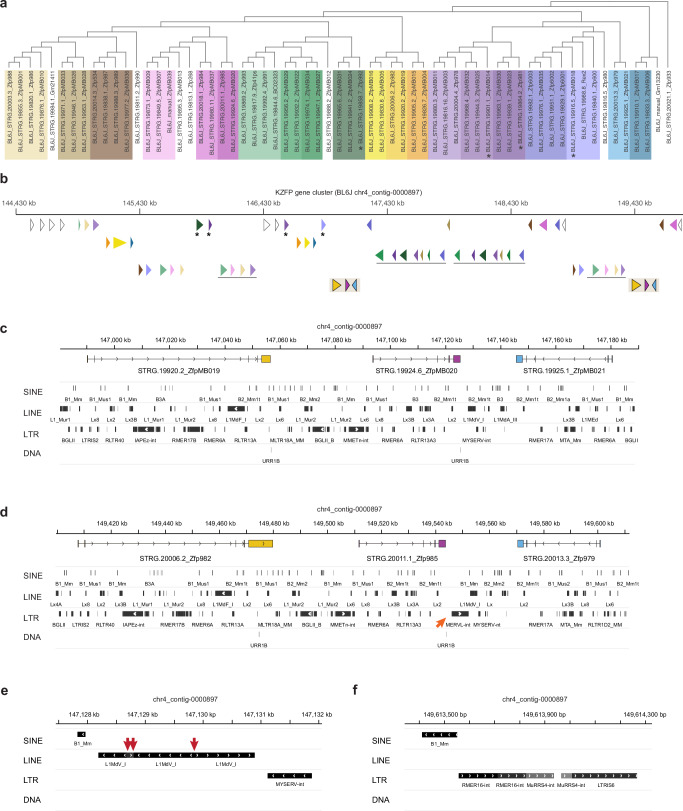
The Chr4 KZFP gene cluster expanded by large segmental duplications spanning several genes and TEs. **a** Tree based on multiple sequence alignment of the 3’exon of all the annotated KZFP genes (both coding and pseudogenes) in the BL6J Chr4 cluster. Same or similar colors highlight groups of KZFP genes with similar 3’exon sequence and clustered together in the tree. **b** Genomic position of KZFP genes in the BL6J Chr4 cluster. The genes are displayed as arrow heads and color coded according to the 3’exon sequence similarity analysis in (**a**). To enhance visibility, the annotation in distributed on multiple rows, with duplicated gene blocks on the same row. Asterisks indicate isolated KZFP genes that share sequence similarity with KZFP genes in gene block duplication. The duplicated gene block shown in (**c**, **d**) is highlighted on the bottom row. **c**, **d** IGV snapshot of the duplicated gene block highlighted in (**b**). Genes are color coded to match the annotation in (**b**). TEs are shown at the bottom. The orange arrow indicates a new MERVL-int insertion in one of the duplicated gene blocks (**d**). **e**, **f** IGV snapshot of examples of chimeric LINE (**e**) and ERV (**f**) within the Chr4 KZFP gene cluster locus. The red arrows indicate breakpoints in the directionality of the chimeric LINE (**e**).

Collectively, this analysis revealed that the Chr4 KZFP gene cluster is a highly recombinogenic locus and that large segmental duplications have been responsible for the rapid expansion of the Mus musculus locus.

### Chromosomal position and meiotic recombination are not major drivers of KZFP gene cluster expansion and heterogeneity in mouse strains

We next sought to identify features that may have contributed to the recombination and segmental duplications driving the expansion and divergence of the Chr4 KZFP gene cluster in the mouse lineage. Several molecular mechanisms can be responsible for segmental duplications^28–30^. It has been observed that recombination and segmental duplication events in human are more frequent in genomic regions close to the subtelomeres^31,32^. Given the proximity of the Chr4 KZFP gene cluster to the telomeric region, we investigated whether its chromosomal position might have played a crucial role in its recombinogenic potential. To this end, we analyzed two additional young KZFP gene clusters: one on Chr2 located at a similar distance from the telomere as the Chr4 KZFP gene cluster, and a non-telomeric KZFP gene double-cluster on Chr12 located much closer to the centromere (Fig. 1b). Like the Chr4 cluster, the KZFP gene cluster at the end of Chr2 had several gaps in both the GRCm39 reference assembly and the 129S1.v3 assembly (Supplementary Fig. 6a–c). Surprisingly, we observed that after filling the gaps, the BL6J locus is slightly smaller than initially predicted in the GRCm39 reference. A comparison of this KZFP gene cluster across mouse strains revealed that the locus is nearly identical between BL6J and 129S1 *Mus musculus* strains but shows dramatic expansion in the CAST strain (Supplementary Fig. 6d, e).

In contrast, the KZFP gene double-cluster locus on Chr12 exhibited pronounced heterogeneity among the three examined *Mus musculus* strains (Supplementary Fig. 7). Notably, this double-cluster is specific to the mouse lineage and is entirely absent in rat and other species. Interestingly, this locus not only underwent independent expansion in mice, but each of the two clusters expanded independently as well, as demonstrated by the varying sizes of the clusters in different mouse strains and species (Supplementary Fig. 7d, e). Furthermore, the CAST strain displayed evidence of recombination between the two KZFP clusters within this locus, resulting in an inversion detectable by the change in orientation of the non-KZFP genes located between the clusters. These findings indicate that the chromosomal position of the KZFP gene clusters does not necessarily dictate the recombinogenic potential of these loci: the Chr2 KZFP gene cluster, which is located near the telomere, shows little heterogeneity between BL6J and 129S1 mouse strains, while the Chr12 double-cluster, positioned far from the telomere, exhibits high heterogeneity across all three mouse strains analyzed. Moreover, inbreeding of *Mus musculus* strains also does not appear to be the primary driver of KZFP gene cluster expansion. This is demonstrated by the striking expansion of the Chr12 double-cluster in *Mus spretus*.

Since meiotic recombination can also promote the emergence of structural variants^33,34^, we next investigated whether the young KZFP gene clusters are enriched for meiotic hotspots, which could explain the frequent recombination events and locus heterogeneity observed between mouse strains. To address this, we looked at available datasets from BL6J and CAST mouse testes for PRDM9 binding, which determines the position of meiotic double strand breaks, and for DMC1 binding to single-stranded DNA (SSDS), which indicates loci undergoing DNA break repair during meiosis^35,36^ (Supplementary Fig. 8). Young KZFP gene clusters in the BL6J and CAST strains do not appear to be significantly enriched for PRDM9 binding sites or DMC1-bound single-stranded DNA accumulation during spermatogenesis, which are rather excluded from these loci, compared to adjacent genomic regions. This is consistent with low meiotic recombination frequency observed at zinc finger gene and repeat loci also in human^37^. While low-frequency meiotic recombination events cannot be entirely excluded, meiotic recombination does not appear to be a major driver of the sequence divergence observed at these loci.

### Young and divergent KZFP gene clusters harbor a high load of self-identical sequences compared to older conserved clusters

Since the KZFP gene clusters on Chr4, Chr2, and Chr12 are all young clusters, we also examined two evolutionarily older KZFP gene clusters: one located on Chr6 and the other on Chr7 in *Mus musculus*. These older clusters harbor KZFP genes that are conserved across mammals and are located on the respective chromosomes at positions similar to the Chr12 double-cluster locus (Fig. 1b). Both older clusters (Chr6 and Chr7) exhibit remarkable sequence similarity not only between the mouse strains and species analyzed but also with rat (Supplementary Fig. 9a, c). Furthermore, these older clusters display a much lower load (Chr6) or even absence (Chr7) of self-identical sequences (Supplementary Fig. 9b, d), compared to the younger KZFP gene clusters. While large stretches of high sequence similarity in the young KZFP gene clusters are likely a consequence of recently duplicated gene blocks, young KZFP gene clusters also contain an abundance of small self-identical repetitive sequences compared to the older and more conserved KZFP gene clusters.

### Young mouse KZFP gene clusters expanded together with the infiltration of mouse ERVs at these loci

Repetitive sequences and TEs have been shown to contribute to structural variations, including large deletions, segmental duplications and chromosomal rearrangements^38–40^ and previous studies have demonstrated that mouse KZFP gene clusters display TE enrichment, particularly enrichment of ERVs^14^. Thus, we hypothesized that the expansion and divergence of the young KZFP gene clusters might correlate with TE enrichment at these loci in the mouse lineage compared to rat. To address this, we compared the TE content across the genomes of rat, *Mus pahari*, *Mus spretus*, and the three *Mus musculus* strains. Genome-wide, we observed only minor differences in the overall abundance of different TE classes, with a subtle increase in LTR elements in the mouse lineage compared to rat (Supplementary Fig. 10a). However, when analyzing the TE content specifically within the Chr4 KZFP gene cluster, we found that the rat cluster is heavily enriched in LINE elements (45% of the cluster), whereas in mice, this locus acquired a higher LTR load (Supplementary Fig. 10c). A similar pattern was observed for the Chr2 KZFP gene cluster (Supplementary Fig. 10b). The LTR load was particularly striking at the Chr12 KZFP gene double-cluster locus in *Mus spretus* and in the three analyzed *Mus musculus* strains. This locus, which underwent the largest expansion in *Mus spretus*, is absent in rat and quite small in *Mus pahari*, where it displays a marked LINE-rich composition compared to *Mus spretus* and *Mus musculus* (Supplementary Fig. 10d). This trend is less prominent in the older KZFP gene clusters located on Chr6 and Chr7 (Supplementary Fig. 10e, f). Further analysis of the enrichment of individual LTR families at each examined KZFP gene cluster revealed that distinct mouse specific ERVs have colonized different young clusters, particularly in *Mus musculus* and *Mus spretus* compared to *Mus pahari* and rat (Supplementary Fig. 10g, Supplementary Data 3). In contrast, older KZFP gene clusters in mice displayed enrichment for many fewer LTR elements, which were mostly shared with rat. Finally, analysis of the individual LINE families at the Chr4 KZFP gene cluster locus revealed that the LINE families with the highest representation at this cluster in mice are conserved at the corresponding rat locus (Supplementary Data 3), suggesting that this cluster might have originated as LINE-rich region and rapidly expanded in the mouse lineage together with the infiltration of new, lineage-specific ERVs. Close inspection of the Chr4 KZFP gene cluster revealed examples of chimeric LINE and ERVs (Fig. 4e, f, Supplementary Fig. 11). These chimeric elements have been described as the result of TE mediated non-allelic homologous recombination in which the initial retrotransposition event can also be the cause of the initial DNA breaks, and often associated with the establishment of structural variants^41–43^, and we have found examples of these recombination scars at boundaries of recombined and duplicated portions of the BL6J Chr4 KZFP gene cluster (Supplementary Fig. 11). Altogether, our analysis suggests that the infiltration of new ERVs in the young KZFP gene clusters in the mouse lineage likely increased the frequency of non-allelic homologous recombination events, thus providing a possible mechanism whereby ERVs directly promote the expansion and divergence of young KZFP gene clusters.

### TE enrichment at young KZFP gene clusters is a consequence of the locus expansion by segmental duplication

Interestingly, while we observed increased content of mouse ERVs in several young KZFP gene clusters, we also found that the large duplicated gene blocks in the Chr4 KZFP gene cluster harbored copies of the TEs that had integrated prior to the segmental duplication events (Fig. 4c, d, Supplementary Fig. 11a). This suggests that the rapid gain of TE enrichment in KZFP gene clusters was driven by the segmental duplication events, rather than by retrotransposition events alone. Supporting this interpretation, we observed that despite the much smaller size of the *Mus spretus* Chr4 KZFP gene cluster locus relative to its *Mus musculus* counterpart, the overall enrichment for several ERV families remains similar between the two species (Supplementary Fig. 10g). This implies that the ERV load increased proportionally with locus expansion during duplication events in the mouse lineage. Further evidence for gain of TE enrichment independent of transposition comes from the enrichment of DNA transposons, prominent at the Chr12 KZFP double-cluster locus (Supplementary Fig. 10h, Supplementary Data 3). Because DNA transposons are mostly inactive fossil elements in mammals^44,45^ - and even the few active ones replicate via a cut-and-paste mechanism rather than copy-and-paste - their increased enrichment suggests that pre-existing copies were duplicated during segmental duplication of the surrounding genomic regions.

To better understand these patterns, we focused on the BL6J Chr4 KZFP gene cluster, identifying specific ERVs that are highly represented relative to their genome-wide distribution. Of all the annotated MLTR18A_MM elements, 25.2% were found within the Chr4 KZFP gene cluster. Similarly, a large portion of all annotated ERVs of other distinct families (18.5% for LTRIS6, 16.1% for MMTV-int, 14.8% for RLTR13D3, 13.3% for LTRIS3, and 11.2% for RLTR1D2_MM elements) were found in the same cluster. These percentages are particularly striking, given that the Chr4 KZFP gene cluster accounts for only 0.2% of the total BL6J genome. Analysis of the sequence divergence of ERV subfamilies (measured as percentage of divergence to the consensus) for which more than 2% of total annotations occur at the Chr4 KZFP gene cluster revealed that while genome-wide there is a continuum of divergence (as expected for TEs that independently accumulate mutations) the Chr4 cluster displayed several groups of ERV copies with nearly identical sequence divergence (Fig. 5a). This is distinct from the overall bimodal distribution of sequence divergence observed for some ERV families^46^, and likely reflects the segmental duplication of ERVs as opposed to independent insertions. Similar analyses in the 129S1 and CAST strains, as well as in *Mus spretus*, revealed strain-specific differences in ERV representation and distribution of sequence divergence (Supplementary Fig. 11a, Supplementary Fig. 12), underscoring the dynamic nature of these loci.

**Fig. 5:**
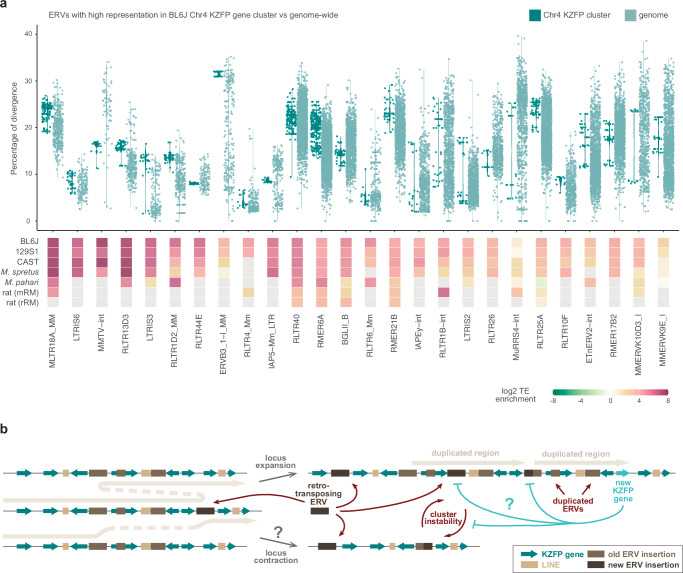
Highly represented ERVs in the Chr4 KZFP gene cluster increased their number by duplication. **a** Percentage of divergence from consensus of ERVs for which more than 2% of the total annotation occurrences are within the Chr4 KZFP gene cluster in BL6J (top), and their locus enrichment across the different *Mus musculus* strains, *Mus spretus*, *Mus pahari* and rat (bottom). ERVs are ordered based on the percentage of representation within the Chr4 KZFP gene cluster versus genome-wide in BL6J. ERV enrichment is shown as log2 of the ratio between the percentage of the KZFP gene cluster annotated as the ERV (bp) and the percentage of the whole genome annotated as the ERV (bp). Grey tiles indicate complete absence of the TE family in the corresponding locus. For rat, the enrichment using the mouse repeat annotation (mRM) and the rat repeat annotation (rRM) is shown. **b** Proposed model summarizing likely mechanisms of KZFP gene clusters expansion and diversification promoted by recombination between integrated ERVs.

Taken together, our findings suggest the following model (Fig. 5b): the integration of new ERVs within KZFP gene clusters may have increased the recombinogenic potential of these loci by promoting non-allelic homologous recombination events, driven by regions of microhomology shared between different ERVs. Repair processes leading to segmental duplications resulted in cluster expansion, possibly occasionally counterbalanced by repair events that caused cluster contraction. These two forces, operating independently and in parallel across different mouse strains, alongside species and strain specific ERV integrations, have likely driven the divergence of young KZFP gene clusters in mice. As a result, the loci now appear highly divergent, with the emergence of distinct young KZFP gene repertoires. This model would also explain how the content of ERVs and KZFP genes can increase in concert, with the KZFP gene clusters gaining more recombinogenic potential as they expand, due to the concomitant increase in repeat load. This raises an additional question: could the emergence of new KZFP genes that bind to and silence these newly integrated ERVs act as a brake on this self-reinforcing recombinogenic system?

### Several KZFPs in the BL6J Chr4 cluster target ERVs moderately enriched within the Chr4 cluster itself

To address whether there is a relationship between the ERVs that promoted KZFP gene cluster recombination and the emergence of new KZFP genes that could bind and repress them, we characterized the DNA binding properties of all the KZFPs encoded in the BL6J Chr4 cluster – with at least one amino acid difference – combining new ChIP-seq data for 42 KZFPs (including KZFPs with new or updated annotation) with previously published ChIP-seq data for 8 KZFPs^9^. Thus, we generated a TE target map for all the KZFPs encoded in the BL6J Chr4 cluster (Fig. 6a, Supplementary Data 5). 

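The new ChIP-seq data were collected in F9 cells, a mouse embryonal carcinoma line, with each culture over-expressing 1 KZFP that carried an HA tag at its C terminus. DNA bound by the tagged protein was recovered with an antibody against HA and sequenced. The peak lists of the 42 newly profiled KZFPs were analysed here, and the 8 KZFPs from published data were not. Each KZFP has 1 library, so a value for 1 KZFP carries the counting error of its peaks but no error between repeat experiments. The libraries were made in 5 batches, with 3 KZFPs in batch 1, 3 in batch 2, 13 in batch 3, 20 in batch 4 and 3 in batch 5. Each batch had 1 mixed input library as the background. The 4 controls with an empty vector belonged to batches 1, 2 and 4, so 16 of the lists came from batches without such a control of their own.
The Reporting Summary gives 19.6 M to 90.4 M reads per KZFP library, with a median of 43.5 M (1 M is 1000000 reads). The batch medians were 56.9 M reads in batch 1, 32.1 M in batch 2, 44.7 M in batch 3, 40.2 M in batch 4 and 59.1 M in batch 5. The authors aligned paired reads to GRCm39 with BWA and, where a read fitted several places equally well, retained 1 of them at random. A peak on a young repeat with identical copies therefore marks a sequence more surely than 1 locus. They called peaks in each library separately with MACS2 against the input of its batch and removed every peak that overlapped a peak of any empty vector control. The remaining peaks were then filtered on the q value and on the fold enrichment over input, both of which are the authors' own values for each peak.
The deposited lists hold 24975 peaks on the chromosomes and 37 on unplaced scaffolds. The number of peaks per KZFP ran from 21 for Zfp268 to 6183 for Zfp_MB016, with a median of 125.5. Zfp_MB016, Zfp982, Zfp_MB026, Zfp_MB028, Zfp_MB014 and Zfp_MB001 are the 6 KZFPs with more than 1000 peaks, and 16 lists hold fewer than 100. No relation between the number of reads and the number of peaks was detectable over the 42 libraries. Pearson's r with log10 of the peak number was 0.191 (p = 0.224, two-sided permutation test) and Spearman's rho was 0.157 (p = 0.321, the same test). Without the 2 libraries farthest from the median read number r was 0.0756. Over parts of the libraries it ran from -0.125 within batch 3 to 0.319 without batch 4. The lowest adjusted p over all such relations was 0.592 after Benjamini-Hochberg adjustment.
From the lists onward, the 200 bp around each summit were taken from GRCm39 and compared with the proviruses shown in Fig. 6b and Fig. 6c and with each other by blastn. No repeat annotation was used here, so a share of peaks on an element below is a share of summit windows that align to 1 copy of it, at least 100 bp long at 80% identity or more. This is another measure than the overlap with annotated repeats in Supplementary Data 5. Intervals given with a share are exact 95% binomial intervals and cover counting error only.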

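On average, KZFPs with the same fingerprint array, the amino acids that contact DNA in each zinc finger, shared most of the peaks of their smaller list. Over the 21 pairs with the same array, on average 78.72% of the peaks of the smaller list overlapped a peak of the other list by at least 1 bp, against 4.66% over the 840 pairs with different arrays. The p of a one-sided permutation test over KZFPs was 1e-05, the smallest that 100000 permutations can give. As a share of all merged regions of both lists (the Jaccard index), the means were 44.55% and 1.055%. As each KZFP has 1 library, these pairs are the nearest thing to replicates in the data. Of the 21 pairs, 15 come from 1 array, and the pairs of 2 other arrays overlapped by only 14.2% and 20.9%.
The largest group with 1 array holds the 6 KZFPs Zfp992, Zfp993, Zfp_MB024, Zfp_MB027, Zfp_MB029 and Zfp_MB031. The top bound element of all 6 in Supplementary Data 6 is ERVB4_1B-I_MM, the internal region of an endogenous retrovirus, together with LTRIS2 for Zfp992. Their 15 pairs overlapped by 83.8% ± 10.4 (SD), from 67.5% to 98.9%, and these pairs share libraries and are not independent. In 5 of the 6, all but Zfp993, 1 of the 2 highest peaks lay between genes on chromosome 4 of GRCm39, with summits from 16863896 to 16863906, near the small nuclear RNA gene Gm23975. The fold enrichment there ran from 62.0 for Zfp992 to 145.7 for Zfp_MB029.
Zfp6001, Zfp6003 and Zfp_MB035 also have 1 array, and their 3 pairs overlapped by 87.6% ± 9.58 (SD). Of the 75 peaks of Zfp6003, 74 overlapped a peak of Zfp_MB035. Of the 90 peaks of Gm21411, 89 overlapped a peak of Zfp_MB028, which has the same array and 1424 peaks. Both lists have their highest peak in an intron of Lrp1b on chromosome 2, with summits at 40801108 and 40801094. The other 2 groups overlapped less. Zfp_MB011 and Zfp_MB003 shared 42 of the 296 peaks of Zfp_MB011 (14.2%), and Zfp979 and Zfp_MB021 shared 9 of the 43 peaks of Zfp979 (20.9%). Some lists of other arrays overlapped more with these. Of the 51 peaks of Zfp600, 33 overlapped a peak of Zfp_MB011 (64.7%), and of the 24 peaks of Zfp978, 13 overlapped a peak of Zfp979 (54.2%). The top TEs also differ within both pairs, with IAPEz-int and IAPA_MM-int for Zfp_MB011, L1MdTf_II for Zfp_MB003 and Zfp979, and RLTR27 for Zfp_MB021.
The difference was also present within batches, with 82.8% over 10 same-array pairs against 5.90% over 267 other pairs (p = 1.00e-04, one-sided permutation test). Between batches it was 75.0% over 11 pairs against 4.09% over 573 pairs (p = 1e-05, the same permutation test). Some KZFPs with different arrays also overlapped, such as Zfp988 with Zfp_MB001 (119 of 182 peaks), Zfp6003 with Zfp6002 (49 of 75 peaks) and Zfp_MB005 with Zfp_MB016 (62.4% of 747 peaks).

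**Figure D1:**
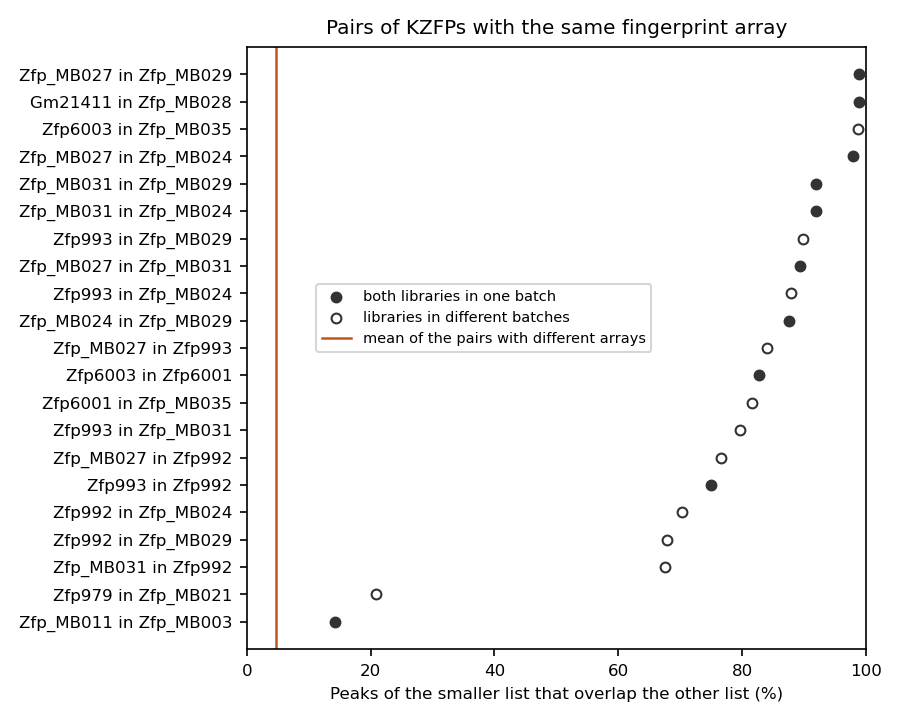
Percentage of the peaks of the smaller list that overlap the other list (x axis) for each of the 21 pairs of KZFPs with the same fingerprint array (y axis, the smaller list first). Filled points are pairs with both libraries in 1 batch, open points are pairs from different batches, and the vertical line is the mean of 4.66% over the 840 pairs with different arrays. The pairs of Zfp_MB011 with Zfp_MB003 and of Zfp979 with Zfp_MB021 lie apart from the others, which run from 67.5% to 98.9%.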

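Several KZFPs bound a sequence that the other KZFPs rarely bound. When all summit windows were sorted into families of similar sequence, 950 of the 4745 peaks of Zfp982 on the chromosomes lay in 1 family that held 6 peaks of all other KZFPs together. Supplementary Data 6 gives RLTR13B1 and RLTR13B4 for this KZFP, which are LTRs of endogenous retroviruses. For Zfp_MB014, with the LINE-1 element L1MdGf_I as its top TE, 505 of 1250 peaks lay in a family with 6 peaks of other KZFPs. For Zfp_MB026 it was 1061 of 4105 peaks against 2 peaks of other KZFPs. Rex2, with MMETn-int and ETnERV-int, had 36 of 128 peaks in a family with 0 peaks among those of the other KZFPs. In 41 of the 42 KZFPs the largest family was more frequent than among the peaks of the other KZFPs (one-sided Fisher's exact test with Benjamini-Hochberg adjustment), the exception being Zfp_MB015. Each family was chosen as the largest of its own list, so these p-values are too small.
Supplementary Data 6 lists a motif found by MEME on these peaks for 38 of the 42 KZFPs. In 33 of the 38 the motif lay in more summit windows than in the windows 1000 bp upstream of the same summits (exact McNemar test with Benjamini-Hochberg adjustment over the 38). The motif AATGGACCAGC of Zfp_MB028 was in 70.3% of 1423 summit windows (67.8% to 72.6%), and TTCTGCTGTGC of Zfp_MB027 was in 71.3% of 94 (61.0% to 80.1%). TCATAAAACAGATAG of Zfp_MB022 was in 66.3% of 365 (61.2% to 71.1%) and in 0.548% of the upstream windows. The motif of Zfp982, AGACCCTCTGG, was in 20.8% of 4745 windows (19.6% to 22.0%) and in 0.0632% of the upstream windows. The lowest share past the test was that of ATATCCCKCACAG of Zfp_MB001, in 2.34% of 1152 windows (adjusted p = 2.57e-08, exact McNemar test). The motifs of Zfp978, Zfp986, Zfp268, Zfp_MB015 and Zfp_MB018 did not pass. That of Zfp978 was in 4 of 24 summit windows against 12.5% of the upstream windows (adjusted p = 1, exact McNemar test).
The motifs were found on these same peaks, so their presence is not independent evidence of binding. Copies of 1 repeat carry the same site, and with 1 peak per sequence family 2 of the 38 passed, Zfp982 and Zfp_MB020, while of the 22 KZFPs with an RCADE motif 12 passed.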

As expected from previous studies, we observed that several KZFPs specifically target distinct TEs, and we were able to identify target motifs by integrating canonical motif discovery from experimentally determined peak regions with target motif prediction accounting for the KZFP amino acid sequence^47^ (Supplementary Data 6). This analysis allowed us to identify the KZFPs responsible for targeting and silencing RLTR4 elements (Fig. 6b), that had been previously shown to be over-expressed in mESCs lacking the Chr4 cluster^9^ and for which the specific KZFP responsible for their repression in wild-type cells had remained unknown. Furthermore, we found that many KZFPs exhibiting specific TE targeting were unique to the BL6J strain compared to 129S1 and CAST strains. Among them, we found several KZFPs that target distinct subfamilies of IAP LTRs and IAPEz internal regions (Fig. 6c), thereby identifying the modifiers likely responsible for reported variable methylation of these IAP elements in different mouse strains^16^. 

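Of the 42 KZFPs, 5 had more summits on the internal region of RLTR4 than random positions: Zfp6001, Zfp6002, Zfp6003, Zfp_MB018 and Zfp_MB035. The share was 14.9% of 74 peaks for Zfp6003 (7.66% to 25.0%), 13.7% of 102 for Zfp6001 (7.71% to 22.0%) and 7.96% of 113 for Zfp6002 (3.71% to 14.6%). It was 4.71% of 170 peaks for Zfp_MB018 (2.05% to 9.06%) and 4.61% of 456 for Zfp_MB035 (2.87% to 6.95%). Of 1000000 random windows, 0.0143% aligned to the region. In each of the 5 KZFPs the p was 0.001, the smallest that 1000 random placements can give, and the adjusted p was 0.00699 (one-sided, Benjamini-Hochberg over 42 KZFPs and 3 regions).
All 5 KZFPs bound near the 3' end of the internal region, at nearly the same place. The median midpoints of the aligned part of their summit windows ran from 6239.8 to 6263.2. These positions are on the 7404 bp between the LTRs of the provirus in Fig. 6b. This provirus lies on chromosome 4 of GRCm39, with its left LTR from 11175889 to 11176469, its internal region from 11176470 to 11183873 and its right LTR from 11183874 to 11184455. The LTRs are 95.7% identical. It lies between genes, 659 bp from Trp53inp1 and 5848 bp from Ccne2, which encodes a cyclin. Each of the 5 KZFPs had a peak on it, and Zfp_MB016 had one near the right LTR (summit 11183723, fold enrichment 45.1). For the 5 the fold enrichment was 128.5 for Zfp_MB035 (summit 11182726), 48.0 for Zfp6001 (11182705), 48.0 for Zfp6003 (11182725), 38.6 for Zfp6002 (11182717) and 17.9 for Zfp_MB018 (11182741). The motif of Zfp6002 has a site, AAGAAAAGGGCCAAT, at 11182739 to 11182753, with its centre 29 bp from that KZFP's summit. The motifs of 3 more KZFPs have a site with 1 mismatch, counted from the first base of the motif. For Zfp6001 it is TTATAAAGATCAG at 11182723 to 11182735 (G6A), for Zfp6003 GTTATAAAGATCA at 11182722 to 11182734 (G7A), and for Zfp_MB018 TATTGGCCCTTTTCT on the minus strand at 11182740 to 11182754 (C3T).
The highest peaks of 4 of these KZFPs lay in a stretch of chromosome 12 that holds copies like this internal region. Genome alignments there had 65% identity or more, but none had 80% over its whole length. Shorter stretches at 80% are not excluded. The highest peak of Zfp6001, Zfp6002 and Zfp6003 lay in an intron of the pseudogene Gm6943 on chromosome 12, with summits from 19593492 to 19593507 and fold enrichments of 79.2, 90.1 and 85.4. Zfp6001, Zfp6003 and Zfp_MB035 each had their second highest peak in an intron of 9030624G23Rik on the same chromosome, with summits from 24077479 to 24077488. In this stretch, 30 of the 40 peaks of the 5 KZFPs have a nearly identical copy elsewhere in the assembly.
The same 5 KZFPs passed the test at each setting tried, but the shares moved with the identity asked of a copy. At 90% identity they were 4.05% for Zfp6003, 2.94% for Zfp6001, 2.66% for Zfp6002, 1.18% for Zfp_MB018 and 0.658% for Zfp_MB035, and with a 400 bp window they were 5.41%, 4.90%, 3.54%, 1.18% and 1.32%. At 70% identity, chosen after the values and those of Supplementary Data 6 had been seen, they were 59.5%, 50.0%, 33.6%, 8.24% and 29.6% in this order.
The paper cites earlier work in which RLTR4 was over-expressed in mESCs without the Chr4 cluster. It states that its analysis, shown in Fig. 6b, identified the KZFPs that target and silence this element.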

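Some KZFPs unique to BL6J had most of their peaks on 1 kind of sequence, but as a group they did not have larger shares than the others. Of the 42 KZFPs, 27 have no identical fingerprint array in 129S1 or CAST and 15 have one in at least 1 of these strains (Supplementary Data 6). In the first group, Zfp_MB022 had 74.2% of its 365 peaks in 1 sequence family, with LTRIS2 as its top TE, and Zfp_MB028 had 71.0% of 1423 (68.6% to 73.4%). The share was 52.3% of 6170 peaks for Zfp_MB016 (51.1% to 53.6%), 51.9% of 54 for Zfp_MB037 (37.8% to 65.7%) and 38.8% of 98 for Zfp_MB012 (29.1% to 49.2%). The lowest share of this group was 2.43%, for Zfp_MB001.
Over the 27 KZFPs unique to BL6J the mean share was 22.8% ± 20.3 (SD), and over the 15 others it was 42.6% ± 32.5 (SD). The difference of -19.8 percentage points had a p of 0.0192 (two-sided permutation test over KZFPs). Of the 15 others, 6 are the KZFPs with the ERVB4_1B-I_MM array, with shares from 54.2% for Zfp992 to 93.6% for Zfp_MB027. With 1 value per distinct array, 23 arrays against 9, the difference was -5.67 points and did not pass (p = 0.508, two-sided exact permutation test). It did not pass at 90% identity either (-9.26 points, p = 0.131) or with peaks of a fold enrichment of at least 15 in every list (-12.0 points, p = 0.259), both by the two-sided permutation test. Within batch 3 the difference was -30.7 points (7 KZFPs against 6, p = 0.0198, two-sided exact permutation test). Within batch 4 it was -23.8 points (13 against 7, p = 0.112, the same exact test). The other batches hold too few KZFPs of both kinds.
Members of different arrays shared their largest family in some cases. Zfp_MB012 and Zfp_MB022 have the same largest family of 446 windows, and Zfp_MB005, Zfp_MB016 and Zfp_MB036 have 1 of 3852 windows. Zfp6001, Zfp6002, Zfp6003 and Zfp_MB018 share a family of 120 windows.

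**Figure D2:**
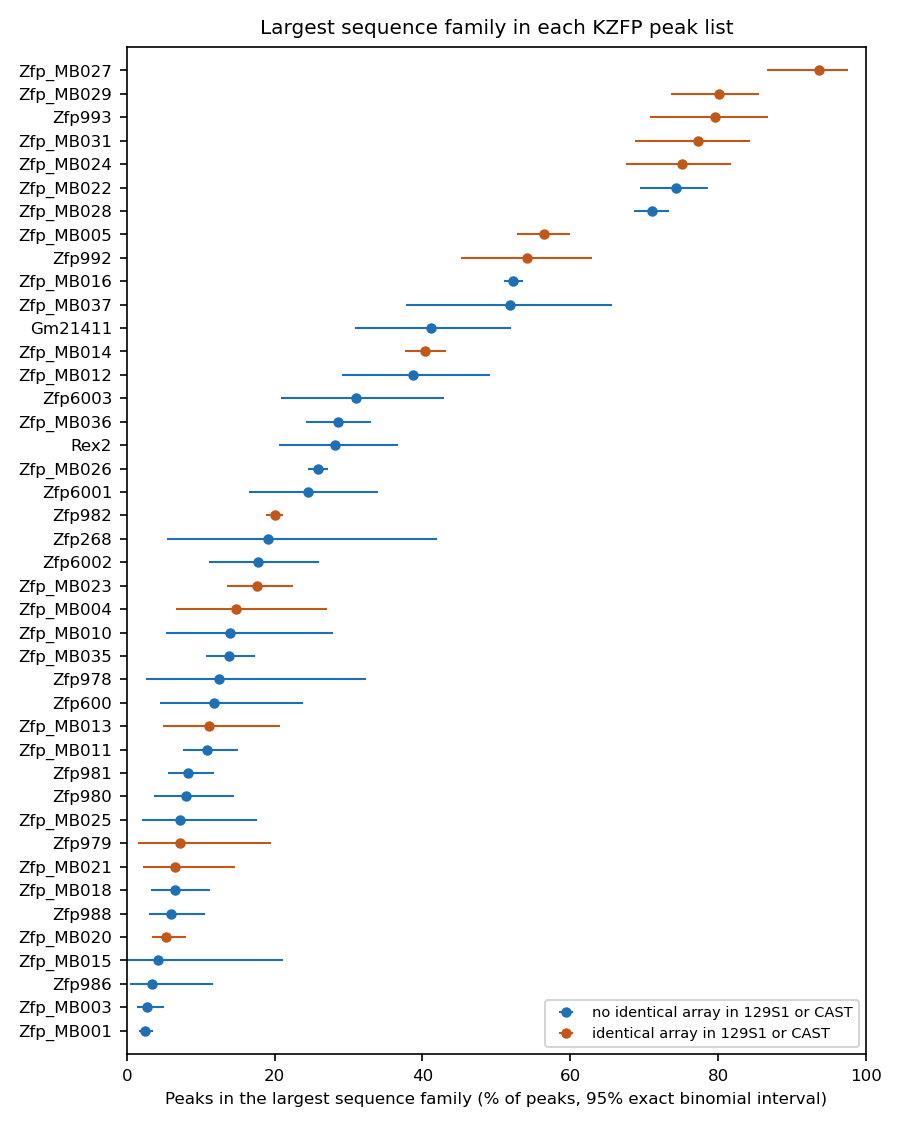
Percentage of the peaks of each of the 42 KZFPs (y axis) that lie in its largest sequence family (x axis), with 95% exact binomial intervals. Blue marks the 27 KZFPs with no identical array in 129S1 or CAST and orange the 15 others. The values run from 2.43% for Zfp_MB001 to 93.6% for Zfp_MB027.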

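Different KZFPs bound the LTRs and the internal region of IAPs, a family of young endogenous retroviruses of the mouse. On the LTR of the provirus in Fig. 6c, the share was 51.0% of 6170 peaks for Zfp_MB016 (49.7% to 52.3%), 50.7% of 424 for Zfp_MB036 (45.8% to 55.6%) and 53.2% of 746 for Zfp_MB005 (49.6% to 56.9%), against 0.078% of random windows. Of these 3, Zfp_MB005 has an identical array in CAST. On the internal region it was 71.5% of 1423 peaks for Zfp_MB028 (69.0% to 73.8%) and 41.1% of 90 for Gm21411 (30.8% to 52.0%), against 0.247% of random windows. Zfp_MB026, with 2.02% of 4105 peaks on the LTR and 0.536% on the internal region, and Zfp980, with 2 of 113 peaks (0.215% to 6.25%) on the LTR, passed the test on both. For Zfp_MB026 the call on the internal region was lost at 90% identity (adjusted p = 0.0629, permutation test by random placement), with a fold enrichment of at least 15 and over the 50 highest peaks, and the call on the LTR was lost over the 50 highest peaks. For Zfp980 the call on the internal region was lost with a fold of at least 10 in every list, where 9 peaks remain, and over the 50 highest peaks. Over the 50 highest peaks only Zfp_MB016, Zfp_MB036 and Zfp_MB005 passed on the LTR, so the LTR call of Zfp980 was lost there too.
Over the 42 KZFPs, 9 passed on the internal region and 5 on the LTR, with the smallest p that 1000 random placements can give, except Zfp978 (adjusted p = 0.0265, one-sided permutation test by random placement). The other KZFPs on the internal region were Zfp_MB037 (11.1% of 54 peaks), Zfp_MB011 (6.12% of 294), Zfp_MB023 (4.67% of 300) and Zfp_MB001 (1.91% of 1152). With a fold enrichment of at least 15, only Zfp_MB028, Gm21411 and Zfp_MB001 passed on the internal region. For Zfp_MB001 the adjusted p was then 0.04995 (one-sided permutation test by random placement). The calls of Zfp_MB037, Zfp_MB023 and Zfp978 were lost there. Zfp_MB011 did not pass with at least 10 in every list, where 10 peaks remain. Over the 50 highest peaks Zfp_MB011 and Zfp_MB001 did not pass.
Positions on the provirus are midpoints of the aligned part of a summit window, which can lie off the summit where the alignment ends at an edge. On the 336 bp LTR the median midpoint was 156.5 for Zfp_MB016, 164 for Zfp_MB005, 140 for Zfp_MB026 and 209.5 for Zfp_MB036. On the internal region of 2942 bp the median was 1374 for Zfp_MB028 and 1371.5 for Gm21411, while it was 126.2 for Zfp_MB011 and 133.2 for Zfp_MB037. The provirus lies on chromosome 9 of GRCm39, with LTRs at 11554049 to 11554384 and 11557327 to 11557662 that are 99.7% identical. It is inside the long non-coding RNA gene Gm47034, where it overlaps no exon. On the left and right LTR the fold enrichment was 61.2 and 66.3 for Zfp_MB016, 58.9 and 47.3 for Zfp_MB036, 20.4 and 11.7 for Zfp_MB005, and 13.2 and 13.8 for Zfp_MB026. Zfp_MB028 had 1 peak on the internal region, with a fold enrichment of 17.2, and Gm21411 had no peak in its list on this copy.
The motif sites of the LTR-binding KZFPs are neighbours or overlap. In the left LTR, TGATACGTCCTAGGC of Zfp_MB005 lies at 11554214 to 11554228, ACGTCCTAGGCGA of Zfp_MB016 at 11554218 to 11554230, and the site of Zfp_MB036, ACTCTCCTAAATAGG on the plus strand, at 11554237 to 11554251. The same 3 sites are in the right LTR, at 11557492 to 11557506, 11557496 to 11557508 and 11557515 to 11557529. The site of Zfp_MB028 in the internal region is AATGGACCAGC at 11555751 to 11555761.
These shares depend on the copy compared. The provirus of Fig. 6c lacks part of the internal region of longer IAPs. On the 6516 bp internal region of a longer IAP provirus (chromosome 1, 72165052 to 72171567), chosen after the values had been seen, the share was 63.0% for Zfp_MB037 and 26.5% for Zfp_MB026, 9.86% for Zfp_MB011, 13.3% for Zfp980 and 4.34% for Zfp_MB001. With a 400 bp window on the provirus of Fig. 6c, Zfp_MB037 had 31.5%, Zfp_MB011 11.6% and Zfp980 13.3%, and at 90% identity the LTR shares were 11.0% for Zfp_MB016, 19.6% for Zfp_MB036 and 18.8% for Zfp_MB005.

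**Figure D3:**
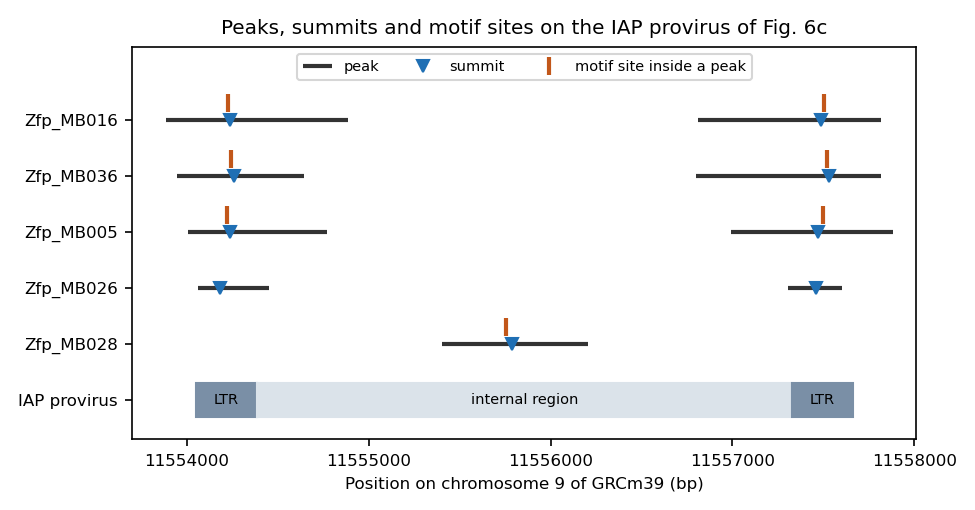
Peaks (horizontal bars), summits (triangles) and motif sites inside a peak (orange ticks) of 5 KZFPs (y axis) along the IAP provirus of Fig. 6c on chromosome 9 of GRCm39 (x axis, bp). Zfp_MB016, Zfp_MB036, Zfp_MB005 and Zfp_MB026 have summits on both LTRs, and Zfp_MB028 has its summit at 11555790 in the internal region.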

Lastly, we found examples of KZFPs that did not display strong or specific binding to TEs, and for which we could not even identify a general target motif (Supplementary Data 6), suggesting that not all the KZFPs that have emerged thus far in the BL6J Chr4 cluster have a specific function.

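The 4 KZFPs without a top TE in Supplementary Data 6 had few peaks. Zfp600 had 51, Zfp_MB025 56, Zfp986 59 and Zfp_MB015 24. Their largest sequence family held 6 of 51 peaks on the chromosomes for Zfp600, 4 of 55 for Zfp_MB025, 2 of 59 for Zfp986 and 1 of 24 for Zfp_MB015.
Their peaks lay at promoters more often than random positions, as in 24 of all 42 KZFPs, and over all lists 27% of the peaks did. Within 1000 bp of a transcription start were 78.2% of the peaks of Zfp_MB025 (65.0% to 88.2%), 47.1% of those of Zfp600 (32.9% to 61.5%), 41.7% of those of Zfp_MB015 (22.1% to 63.4%) and 28.8% of those of Zfp986 (17.8% to 42.1%). For each, the share was above that of random positions (adjusted p = 0.00381, two-sided permutation test by random placement with Benjamini-Hochberg adjustment over 42, from the smallest p that 1000 placements can give). With a fold enrichment of at least 15 in every list, 0% of the few remaining peaks of Zfp600 were at promoters. The second highest peak of Zfp_MB025 was at the promoter of Fos, an immediate early transcription factor gene, on chromosome 12 (summit 85520956, fold enrichment 23.6). The highest peak of Zfp986 was in an exon of Mettl27 on chromosome 5 (summit 134970807, fold enrichment 74.0). Of the peaks of Zfp600, 29 of 51 lay in regions that are also in the lists of KZFPs of at least 5 different arrays, and of those of Zfp_MB025 26 of 56.
Against the 38 other KZFPs, the mean log10 of the number of peaks was 1.65 and 2.32 ± 0.599 (SD), a difference of -0.669 (p = 0.0310, two-sided exact permutation test over 111930 choices). The mean share of the largest family was 6.65% against 32.3% ± 27.0 (SD), a difference of -25.7 points (p = 0.0512, the same exact test). The mean of the median fold enrichment was 10.6 against 13.4 ± 5.01 (SD), a difference of -2.84 (p = 0.285, the same exact test). After Benjamini-Hochberg adjustment over the 3 measures, the lowest adjusted p was 0.0768, and none passed. Without the regions shared by unrelated KZFPs the difference in log10 of the number of peaks was -0.824 and passed (adjusted p = 0.0383, the same exact test). With a fold enrichment of at least 10 in every list it was -0.627 (p = 0.193) and with at least 15 it was -0.870 (p = 0.0732), neither past the threshold by the same exact test. Zfp600 is among the 10 lists at the lower fold cutoff of 5, which affects its peak number and median fold, and it has 5 peaks with a fold of at least 10. The study chose these KZFPs on the same libraries, so the comparison is not independent evidence.
Supplementary Data 6 gives no MEME motif for Zfp600 and Zfp_MB025. The motifs of the other pair did not pass. That of Zfp986, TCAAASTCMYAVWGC, was in 2 of 59 summit windows and that of Zfp_MB015, CCCTWCCYCMKCB, in 3 of 24, with adjusted p-values of 0.514 and 0.264 (exact McNemar test against upstream windows). Zfp979 and Zfp_MB021 have a top TE but no MEME motif.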

**Fig. 6:**
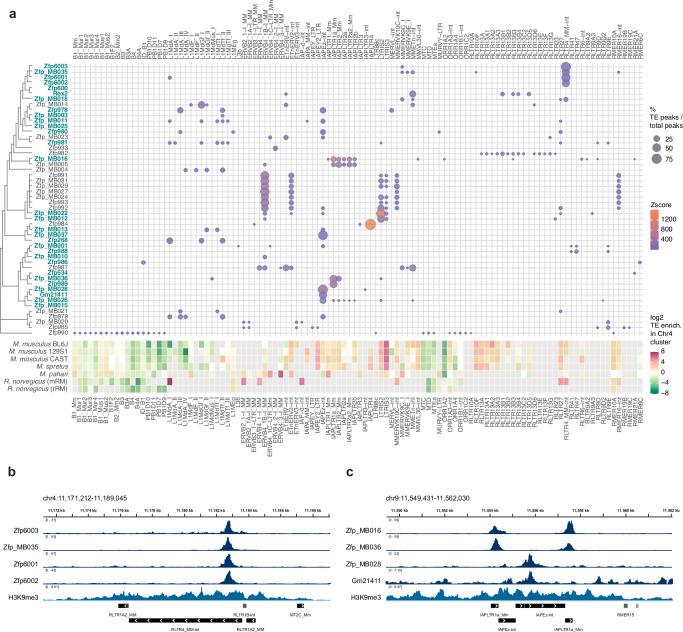
Several KZFPs in the BL6J Chr4 cluster bind to ERVs that display only a mild enrichment within the Chr4 cluster itself. **a** Bubble heatmap plot of TE binding of BL6J Chr4 cluster KZFPs (pValue < 0.001 from permutation test), determined by ChIP-seq experiments (top). Bubble size indicates the percentage of peaks overlapping with the distinct TEs over the total peaks for each KZFP; bubble color indicates the Z-score of the peak overlap over TEs, calculated by permutation test. KZFPs are sorted by similarity of the fingerprint array (tree on the left). KZFPs without an identical fingerprint array match in 129S1 or CAST strains are highlighted in blue. The enrichment of each TE within the Chr4 KZFP gene cluster locus compared to genome-wide in different mice and rat is also shown (bottom). TE enrichment is shown as log2 of the ratio between the percentage of the KZFP gene cluster annotated as the TE (bp) and the percentage of the whole genome annotated as the TE (bp). Grey tiles indicate complete absence of the TE family in the corresponding locus. **b** IGV snapshot of multiple KZFPs targeting RLTR4_MM-int ERVs. **c** IGV snapshot of KZFPs targeting either the LTRs or the internal portion of IAPEz elements.

Interestingly, we also observed that several ERVs targeted by KZFPs encoded in the Chr4 cluster are moderately enriched at this locus, although they do not exhibit strong enrichment (Supplementary Fig. 10g, Fig. 6a). This observation hints to the intriguing possibility that the emergence of KZFPs targeting these ERVs may have acted as a brake on their enrichment. 

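Sequence like the IAP provirus of Fig. 6c was denser in the Chr4 KZFP gene cluster of GRCm39 than in the whole genome. Copies of its internal region at 80% identity or more covered 0.752% of the cluster and 0.248% of the genome, a log2 ratio of 1.60. Copies of its LTR covered 0.258% and 0.0805%, a log2 ratio of 1.68. In the Chr2 cluster the log2 ratios were 0.87 and 0.81, and in the Chr12 cluster 1.38 and 1.28. For the internal region of the RLTR4 provirus of Fig. 6b, genome alignments at this identity covered 115457 bases of the genome and 0 bases of the 3 clusters. They covered 0.00436% of the genome, while 0.0143% of random 200 bp windows aligned at 80%. Shorter stretches at 80% in the clusters are therefore not excluded. In a supplementary figure the paper displays ERV integrations in the Chr4 cluster. It reports no RLTR4_MM-int for the Mus spretus locus and does not say so for BL6J. At 65% identity or more, 18 copies of at least 400 bp that span the bound position lie in the Chr12 cluster. No count at 65% is given for the Chr4 cluster, so more diverged RLTR4-like copies there are not excluded.
KZFPs of the cluster also had peaks in it. Between Tnfrsf8 and Miip (chromosome 4, 145041735 to 147945231), which is 0.0897% of the genome without gaps, lay 51 summits where 22.4 would lie by this share. The exact binomial test with Benjamini-Hochberg adjustment over 42 called 6 KZFPs above the share of the genome: Zfp_MB035, Zfp_MB031, Zfp_MB029, Zfp_MB022, Zfp_MB020 and Zfp982. Zfp_MB035, with RLTR4_MM-int and MMETn-int as its top TEs, had 7 of 456 summits there (adjusted p = 1.07e-05, two-sided exact test), while Zfp6001, Zfp6002, Zfp6003 and Zfp_MB018 had 0. Zfp_MB031, which binds ERVB4_1B-I_MM, had 3 of 123 (adjusted p = 0.00423) and Zfp982 11 of 4745 (adjusted p = 0.0383), by the same two-sided exact test. The 6 calls rest on 3 to 11 summits each. Reads were placed at random among identical copies, and such copies were not counted once for the Chr4 cluster. The summits are therefore not independent, and these p-values may be too small. Zfp_MB029 and Zfp_MB031 have the same array and share 113 of the 123 peaks of Zfp_MB031, so their calls are not independent either. In the Chr2 cluster, between Edn3 and Phactr3, no KZFP was above the share of the genome (26 summits against 27.2 by the share). In the Chr12 cluster, between Hpcal1 and Taf1b, 14 KZFPs were (172 against 63.2).
The count of 6 fell to 3 with gaps kept in the interval and the genome and to 2 with peaks of a fold enrichment of at least 15. The paper reports over 2.5 Mb of sequence at this locus that GRCm39 lacks, more than its 526000 gap bases, and its own assembly was not used here. The true share of the BL6J genome is therefore larger than the one tested, and the excess in the Chr4 cluster cannot be told from reads of the missing sequence. The paper does not name the mouse strain of the F9 cells and reports that this cluster differs between strains. Whether the cluster of these cells matches GRCm39 was not tested.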

We speculate that KZFPs may limit the further expansion of their target ERVs in two ways synergistically: as KZFPs can repress the ERVs they bind to, they can reduce their retrotransposition; at the same time, as the ERVs cannot increase their numbers by new integrations, they cannot further increase the recombinogenic potential of the KZFP gene cluster locus, further limiting their expansion by segmental duplication.

## Discussion

KZFPs represent the largest family of DNA-binding factors in mammals, with a unique evolutionary flexibility in their overall numbers as well as in their DNA-binding specificity, which has enabled a remarkable diversification of the KZFP repertoire in different species. Rodents, and specifically mice, are an important model to understand how KZFP gene repertories have been established over time, since KZFP genes have undergone dramatic expansion in different lineages, such as the Mus genus.

Although KZFPs have the potential to modulate the expression of ERV sequences, which are increasingly recognized for their role in both physiological and pathogenic processes^48–50^, evolutionary young KZFP gene cluster loci in the mouse genome have remained relatively understudied due to the challenges associated with assembling these highly repetitive loci completely and reliably. In this study we demonstrate that the complete assembly and annotation of a single locus (Chr4 KZFP gene cluster) has led to the discovery of dozens of previously uncharacterized KZFP coding genes, which have the potential to contribute to complex gene regulation by repressing specific TEs. Furthermore, with the availability of full sequences from three different mouse strains, we were able to explore, at an unprecedented resolution, the significant heterogeneity of three young KZFP gene clusters in mice. Our findings reveal these loci as largely underexplored reservoirs of genetic diversity, tightly linked to ERV epigenetic heterogeneity. Although we could not observe large variation of the examined KZFP gene clusters between two BL6J *Mus musculus* individuals, we cannot exclude that pangenome analyses across larger populations and in different mouse strains and species might reveal more intra-species heterogeneity at evolutionary young KZFP gene clusters. Beyond the simple presence or absence of KZFPs with specific TE-targeting capabilities, we hypothesize that the varying numbers of copies of the same KZFP across different mouse strains could also influence transcriptional repression, contributing to gradual differences in gene regulation rather than binary on/off (gene present or absent) states. Future studies that systematically annotate and functionally validate all KZFPs across different mouse strains will likely illuminate several observed differences in gene expression regulation. These differences are not easily explained by the mere presence or absence of individual genes^51^, but might be due to the interplay of multiple KZFPs acting as epigenetic modifiers in more complex regulatory networks.

Our analysis also suggests that while new ERV integrations likely contributed to the expansion of KZFP gene clusters, their enrichment in these loci may be a consequence of the expansion of the KZFP gene clusters by segmental duplication, in a self-reinforcing loop that has likely promoted the independent expansion of evolutionary young KZFP gene clusters in the mouse lineage and providing a compelling model for the correlation of LTR elements and KZFP gene numbers in the mouse genome compared to rat. The retroviral infiltration of KZFP genes might also not be a unique feature of the mouse lineage. ERV accumulation at KZFP gene clusters has also been observed in the Peromyscus lineage^52^ and examples of lineage specific KZFP gene repertoire expansion are also present in primates^53^. A similar trend of ERV infiltration and KZFP gene cluster expansion is also evident in the human genome, where large primate-specific clusters are heavily infiltrated by primate-specific ERVs, in contrast to conserved KZFP gene cluster loci (Supplementary Fig. 13). One main question remains: do ERVs land at KZFP gene clusters only by chance, with no significant negative consequences, allowing them to escape selection, or is there an active mechanism that facilitates the integration of new ERVs at these loci? While more work is also required to address how new KZFP gene clusters are seeded, we can start to speculate that certain TE integrations may have promoted recombination events between regular genomic regions and existing KZFP gene clusters, leading to the emergence of new clusters.

## Methods

### Analysis of KZFP unit conservation in rodents and primates

We re-analyzed the KZFP unit census (including genes, pseudogenes, and predicted related sequences) from Supplementary Table 2 of Imbeault et al. (2017)^1^, using cluster IDs to represent distinct zinc finger arrays. To account for gene duplication events, we also considered the number of KZFP units with the same cluster ID in each analyzed species.

First, we identified and counted KZFP units unique to each species within the primate or rodent clades, considering all species for comparison. Second, we quantified KZFP units shared between at least two rodent species and absent in non-rodent species, and similarly, for primates. Third, we counted KZFP units shared with at least one other mammalian species but absent outside mammals. The remaining KZFP units represented those shared across species beyond mammals.

### Phylogenetic trees, ideograms and synteny plots

Phylogenetic trees were generated using TimeTree^54^ and downloaded in Newick format. Trees were then visualized using the ggtree R package^55^. Ideogram plots were generated using the karyoploteR package^56^, while synteny plots were generated using the SVbyEye tool^57^.

### De novo assembly of C57BL/6 J and 129S1/SvImJ mouse strains and *Mus spretus*

PacBio HiFi sequencing was performed for both C57BL/6J (BL6J) and 129S1/SvImJ (129S1) mouse strains and *Mus spretus*. All mouse procedures had been reviewed and approved by the National Institute of Child Health and Human Development (NICHD) Animal Care and Use Committee (ACUC) at the National Institutes of Health (ASP#: 24-026). Mice were housed with a light cycle of 14 h on/10 h off, temperature maintained between 20 and 22 °C, humidity kept at 40–55%, and with no more than 5 mice per cage. Adult mice (between 2 and 6 months of age) were euthanized using CO_2_ following the approved procedure.

Genomic high molecular weight (HMW) DNA was isolated from kidney of adult males of pure strain C57BL/6 J and 129S1/SvImJ mice purchased from JAX (Strain #000664 and #002448, respectively) and of an adult female of SPR2 Mus spretus (RIKEN RBRC00208), using the Monarch HMW DNA Extraction kit for Tissue (NEB T3060), following manufacturer instructions.

Sequencing libraries were prepared using the SMRTbell Express Template Prep Kit 2.0 and sequenced on a Sequel II using version 2.0 sequencing reagents. Circular consensus sequence (CCS)/HiFi reads were generated off-instrument from the initial subread data from each SMRTCell using the pb_ccs workflow (ccs version 6.3.0) within PacBio SMRTLink version 11.0.0.146107.

ONT ultralong read sequencing was performed for BL6J and 129S1 mouse strains, by deriving F1 hybrid mouse embryonic stem cells (XY) from E3.5 blastocysts from a cross between a female BL6J and a male 129S1 mouse. Cells were tested for karyotype stability by mitotic chromosome spreading and counting. Ultra-HMW genomic DNA was extracted with the Monarch HMW DNA Extraction Kit for Cells and Blood (NEB T3050) following manufacturer instructions. Libraries were prepared using the Nanopore Ultra-Long Sequencing Kit (SQK-ULK001) following manufacturer instructions and sequenced on an ONT FLO-PRO002 and FLO-MIN106 flowcells. Basecalling was done on instrument using Guppy v6.3.9, or Guppy v6.4.6 in high-accuracy mode.

To generate de novo assembly for BL6J and 129S1 mouse strains, first Canu was used for trio-binning of ONT reads^58^, then Verkko was used to assemble each strain separately using the individual PacBio HiFi data as parental and the binned F1 ONT data^59^.

De novo assembly of *Mus spretus* was generated using hifiasm^60^ from PacBio HiFi data only, and the assembly graph of primary contigs output (.bp.p_ctg.gfa output file) was used to generate the assembly fasta file.

### De novo assembly QC and contig filtering

Assemblies were tested for completeness using BUSCO v5.4.7^61^.

To facilitate navigation through the BL6J and 129S1 assemblies without scaffolding and the introduction of gaps, we retained only contigs that aligned to known chromosomes, using the GRCm39 assembly as a reference. De novo assemblies were aligned to the GRCm39 assembly using minimap2 with the -x asm5 option^62^. The resulting PAF files were filtered based on the following criteria: (i) only contigs aligning to known chromosomes were kept; (ii) if a contig aligned to multiple chromosomes, it was assigned to the chromosome with the longest alignment; (iii) for overlapping alignments, only the contig with the largest alignment was retained, removing smaller nested contigs. Additionally, strand corrections (flipping) were applied to contigs aligned to the minus strand. Due to fragmentation of ChrY in the BL6J assembly, with multiple contigs mapping to the same regions, only autosomes and ChrX contigs were retained for downstream analyses in both strains. The completeness of the filtered, strand-corrected assemblies was reassessed using BUSCO, confirming equivalent completeness compared to the unfiltered assemblies.

To assess assembly accuracy at the KZFP gene clusters, haplotype specific ONT reads (F1 ONT reads after trio binning using the parental PacBio HiFi data) were aligned to the corresponding assembly or, as a control, to the ‘wrong’ strain assembly using minimap2 (-ax map-ont option); the resulting sam alignments were converted to bam format and indexed using samtools view and index commands, respectively. Alignments of reads >100 kb were inspected in IGV to confirm tiling and homogeneous coverage of the read alignments over the KZFP gene cluster loci. Small indel threshold was set to 50 bp to improve visibility.

### SNP analysis between two BL6J assemblies

Sequence alignment was performed using the nucmer program, part of MUMmer tool (v 4.0.1)^63^, using the BL6J de novo assembly in this study as reference and the T2T BL6J assembly (GCA_964188535) from^26^ as query. The resulting delta.filter output was then used to identify SNPs with the show-snps command (with -Clr -T options), and SNPs within the examined KZFP gene clusters were quantified.

### Sequence alignments for synteny and self-identity plots

Sequence comparison of KZFP cluster loci was performed by pairwise sequence alignment using lastz^64^ with (default options, --format=PAF) for the analysis across different mammal species shown in Fig. 1c and Supplementary Fig. 1b. For mouse versus rat comparison (Fig. 1c), only alignments larger than 3 kb were retained to improve visibility. For comparisons between different mouse strains, mouse species and rat minimap2 (-x asm20 -c --eqx --secondary=yes) was used. To compare KZFP gene cluster loci between de novo assemblies and available reference genomes (GRCm39 and 129S1.v3), the same minimap2 strategy was used, but with --secondary=no option. For self-identity arc plots, minimap2 was used with the following options: -x asm5 -c --eqx -D -P --dual=no. Self-identity arc plots above the alignment plots in Fig.2d, e were generated using SVbyEye, after filtering the paf file with filterPaf(., is.selfaln = TRUE). Self-identity dotplots were generated using the ModDotPlot tool^65^ with the static -id 85 --color <custom colors> options. The -w parameter was set to 2000 for all the plots to maintain the same window size across assemblies and clusters, with the only exception of the KZFP gene cluster on Chr7, for which -w was set to 500 to account for the much smaller locus size.

### Known gene and repeat annotation

Known genes from the Gencode M32 annotation release were annotated using the liftoff tool (with -copies option)^66^. This approach was also used to generate gene annotation and identify all KZFP gene cluster boundaries in the available assemblies from different mouse strains. Repeats were annotated using RepeatMasker v4.1.5^67^ (-species “mus musculus”) using NCBI/RMBLAST [2.14.1 + ] search engine and Dfam with RBRM v3.8.

### Manual curation of new KZFP gene annotation at the Chr4 cluster

Manual curation of de novo KZFP gene annotation at the Chr4 KZFP gene cluster in BL6J and 129S1 mice was achieved by combining PacBio Iso-Seq from our F1 hybrid mESCs (from BL6J x 129S1) and published short-read RNA-seq from pure strain mESCs for the two strains (SRR23065639, SRR23065640, and SRR23065641 for BL6J; SRR23065649, SRR23065650, and SRR23065651 for 129S1)^25^.

For PacBio Iso-Seq, RNA was isolated from mESCs using the Zymo Research Quick-RNA Microprep kit following the manufacturer instructions. Iso-Seq libraries were created using the PacBio SMRTbell prep kit 3.0. Separate libraries were generated for mRNAs <3 kb or >3 kb. Sequencing was performed on a Sequel IIe sequencer (Pacific Biosciences) running instrument control software version 11.0.0.144466 and a movie collection time of 25 h per SMRTCell with 2 hr pre-extension. CCS/HiFi reads were generated from the initial subread data using the pb_ccs workflow (ccs v.6.3.0) within PacBio SMRTLink version 11.0.0.146107. CCS/HiFi reads with the proper orientation of 5’ and 3’ Iso-Seq primers on the sequence ends were identified using LIMA v.2.7.1. Iso-Seq primers were trimmed from the LIMA-FL reads. IsoSeq3 refine v.3.8.2 was used to evaluate and process the LIMA-FL reads by: (i) retaining reads with proper orientation of 5’ and 3’ IsoSeq primers and poly-A tail; (ii) orienting reads so that poly-A tail is on 3’ end; (iii) trimming poly-A tail from read; (iv) removing possible chimeric reads (LIMA-FL reads with barcode sequences in the middle). Polished high quality isoform sequences (predicted accuracy >= 0.99) were obtained by using IsoSeq3 cluster on Refine-FLNC reads from both <3 kb and >3 kb mRNA libraries, to also reduce redundancy. These isoforms were used for downstream analysis and aligned to both BL6J and 129S1 assemblies using minimap2 (-ax splice:hq -uf options). Sam files were converted to bam using SAMtools v1.19^68^.

BL6J and 129S1 short-read RNA-seq data was aligned to the respective genome assembly using STAR v.2.7.10b^69^ with default parameters. De novo transcriptome assemblies for BL6J and 129S1 were generated using StringTie v.2.2.1 (--mix -u options)^70^, combining the bam files from both short-read RNA-seq and PacBio Iso-seq data.

For the manual curation of Chr4cl KZFP genes in the CAST mouse strain the same analysis approach was used, combining published short-read RNA-seq data from pure strain mESCs (SRR23065636, SRR23065637, SRR23065638) with ONT long-read RNA-seq data instead of PacBio Iso-Seq. Briefly, RNA was isolated from F1 BL6J/CAST mESCs (XY) – described in ref. ^26^ – using the Qiagen AllPrepDNA/RNA Kit. ONT sequencing libraries were generated using the ONT cDNA-PCR Sequencing V14 - Barcoding (SQK-PCB114.24) and sequenced on a PromethION machine using the 10.4 flow cell chemistry. Fastq files were generated with the base caller Dorado with SUP (super accurate) setting. Reads were mapped to the CAST genome assembly (GCA_964188545) using minimap2 (-ax splice option).

For the manual curation of KZFP genes, all transcripts identified by StringTie and falling at the Chr4 cluster locus were manually inspected in IGV and compared with the bam alignment generated from the short-read RNA-seq for the specific mouse strain. We observed that all KZFP genes at the Chr4 cluster were highlighted by the presence of a 3’exon overlapping MMSAT4/MurSatRep1 repeats. The sequences from these transcripts were then imported into Snapgene and manually inspected for the presence of canonical splice sites around the identified exons and for open reading frames in the spliced transcripts. Whenever multiple transcript isoforms were detected for the same gene, we prioritized transcripts with higher abundance estimated by StringTie and inspected less abundant transcripts when the most abundant ones were missing critical exons that were obviously highlighted in the bam track form the short-read RNA-seq. Transcripts with the potential to encode for both a KRAB domain and at least one zinc finger in at least one of the StringTie identified isoforms were used to annotate coding KZFP genes. Transcripts missing the start codon or the exon encoding for part of the KRAB domain were considered pseudogenes or otherwise classified as ‘other’, if they could still retain a minimal coding potential. Finally, for the CAST annotation only, we manually extended the end of the 3’exon whenever the StringTie assembled transcripts revealed coding potential but were truncated in the coding portion of the 3’exon, resulting in otherwise truncated zinc finger arrays; the extended annotation always contained several more in frame zinc fingers and a stop codon, revealing complete open reading frames.

### Fingerprint analysis

During the manual curation of the KZFP gene annotation, all zinc finger arrays were also manually annotated. Fingerprint amino acid sequences were then extracted by position within the annotated zinc fingers (−1, +2, +3, and +6 positions, according to helical nomenclature). Furthermore, fingerprints in zinc fingers with mutations for at least one of the two cysteine or histidine were highlighted in red; fingerprints in zinc fingers with mutations for at least one of the other conserved structural amino acids (−12 F/Y, −3 F, +4 L) were highlighted in yellow.

To sort the KZFPs by similarity of the fingerprint arrays and facilitate comparison of their target sequence in ChIP-seq experiments (Fig. 6a), sequences of fingerprint arrays were compared by multiple sequence alignment using MAFFT v.7^71^ with G-INS-1 progressive alignment method and a 0.5 value for align versus leave gappy regions. The fasta alignment was then used to generate a distance matrix based on maximum likelihood estimation using the phangorn v.2.12.1 R package (dist.ml function)^72^, and the matrix was used to generate a tree estimation based on the Minimum Evolution Algorithm, using the fastme.bal function of the ape v.5.8 R package^73^. The pml (default parameters) and optim.pml (optNni=TRUE option) of the phangorn package were then used to optimize the tree topology using nearest-neighbor interchange.

### KZFP gene duplication analysis

To identify highly similar KZFP genes within the BL6J Chr4cl, the 3’exon DNA sequence of all the annotated KZFP genes (both coding and pseudogene/other) was used to generate a multiple sequence alignment using clustalO 1.2.4 with default settings^74^. The output tree was saved in Newick format and displayed using the ggtree R package^55^. KZFP genes with highly similar 3’exons were highlighted with similar colors and used to identify patterns of KZFP gene cluster duplications spanning multiple genes.

### TE content, enrichment, and divergence analysis

TE content analysis for each assembly was performed based on de novo repeat annotation by RepeatMasker^67^ for all mouse strains and species, and using both available annotation of rat repeats as well as de novo annotation of mouse repeats in the Rattus norvegicus mRatBN7.2 assembly.

TE enrichment at KZFP gene clusters was calculated based on the number of bp annotated for each TE subfamily as follows: (bp of TE/bp of KZFP cluster locus) / (bp of TE/bp of whole genome).

P-value of the overlap of each TE subfamily with each KZFP cluster was calculated by permutation test (*n* = 1000) using the overlapPermTest function with default settings of the regioneR package^75^. All data from this analysis is available in Supplementary Data 3; Supplementary Fig. 8g, h display the log2 enrichment for TEs that display enrichment with P-value < 0.001 in at least one KZFP gene cluster in one or more Mus musculus strain or in Mus spretus. The same strategy was used for the human TE enrichment analysis and TEs enriched with *P*-value < 0.001 in at least one KZFP gene clusters examined were displayed in Supplementary Fig. 13.

To compare the sequence divergence of LTR elements in the Chr4 KZFP cluster versus genome-wide, the percentage of divergence value calculated by RepeatMasker was used. All data from this analysis is available in Supplementary Data 4; LTR elements displayed in Fig. 5a were selected as more than 2% of their total annotations (and more than 10 annotations) occurred within the BL6J Chr4 KZFP gene cluster.

### ChIP-seq experiments

ChIP-seq experiments were performed by over-expressing each KZFP coding construct into mouse F9 embryo carcinoma cells (ATCC, CRL-1720). Cells were grown in Dulbecco’s Modified Eagle’s Medium (DMEM 4.5 g/L D-Glucose, L-Glutamine, 110 mg/mL Sodium Pyruvate) (Gibco, 11995-065) supplemented with 10% Fetal Bovine Serum (EMD Millipore, ES-009-B), 1X GlutaMAX (Gibco, 35050-061), 1X Anti-Anti (Gibco, 15240-062), at 37 °C under 5% CO_2_.

The CDS for each KZFP was codon optimized for expression in mammalian cells, synthesized and cloned with a C-terminal 3x-HA tag by Genscript into a Sleeping Beauty (SB) transposon-based vector harboring a puromycin resistance cassette^9^.

F9 cells were transfected with individual KZFP encoding pSB plasmids together with the DNA transposase plasmid, using Lipofectamine 2000 reagent (Invitrogen, Cat#11668019) according to manufacturer instructions. 48 h after transfection, cells were grown for additional 48 h in medium supplemented with a final concentration of 1 µg/mL puromycin. Cell cultures were then expanded using regular culture medium and expression of KZFP constructs of the expected size was validated by Western Blot.

For ChIP-seq, cells expressing each KZFP construct or transfected with empty vector as negative control were harvested by trypsinization, resuspended in PBS, counted and fixed in 1% formaldehyde for 10 min at room temperature with gentle mixing. Fixation was quenched with 0.4 M glycine for 5 min at room temperature with gentle mixing. Cells were washed twice with cold PBS and cell pellet was frozen on dry ice and stored at −80 °C. Cells were lysed in cell lysis buffer (5 mM PIPES pH8.0, 85 mM KCl, 0.5% NP-40, 1X EDTA-free protease inhibitor cocktail (Roche, 5056489001)) for 10 min on ice and homogenized using type-B dounce homogenizer. Released nuclei were pelleted and lysed in nuclei lysis buffer (50 mM Tris-HCl pH8.0, 150 mM NaCl, 2 mM EDTA pH8.0, 1% NP-40, 0.5% Sodium Deoxycholate, 0.1% SDS, 1X EDTA-free protease inhibitor cocktail) to release chromatin. Chromatin was sonicated with a Bioruptor® 300 (Diogenode), nuclear debris were then pelleted at 20,800 g for 15 min at 4 °C and supernatant was used for chromatin immunoprecipitation. Sonicated chromatin from 30million cells was used for each ChIP. Dynabeads™ Protein A magnetic beads (Invitrogen, 10002D) were incubated with anti-HA tag antibody (Abcam, ab9110) and washed in 0.5% BSA in PBS. ChIP was performed overnight on rotation at 4 °C. Beads were then washed once with low salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA pH8.0, 20 mM Tris-HCl pH8.0, 150 mM NaCl), twice with high salt wash buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA pH8.0, 20 mM Tris-HCl pH8.0, 500 mM NaCl), twice with LiCl wash buffer (250 mM LiCl, 1% NP-40, 1% Sodium Deoxycholate, 1 mM EDTA pH8.0, 10 mM Tris-HCl pH8.0) and twice with TE buffer (10 mM Tris-HCl pH8.0, 1 mM EDTA pH8.0). Beads were incubated overnight at 65 °C in elution buffer (10 mM Tris-HCl pH8.0, 0.3 M NaCl, 5 mM EDTA pH8.0, 0.5% SDS) with 0.1 µg/µL RNAseA (Thermo Scientific, EN0531). Eluates were transferred to fresh tubes and incubated for 2 h at 55 °C with 0.3 µg/µL proteinaseK (Roche, 3115852001). For the chromatin input sample, elution buffer was added to an aliquot of sonicated chromatin and the sample was treated similarly to ChIP samples. DNA was finally purified with the DNA Clean & Concentrator-5 kit (Zymo Research, D4004).

DNA libraries for NGS were obtained with the ThruPLEX® DNA-Seq Kit (Takara, R400676) with DNA Single Index Kit −12S Set A and B (Takara, R400695 and R400695), following manufacturer instructions. Input samples for each experimental batch were mixed in equal amounts at the library preparation step to generate batch specific input samples. Samples were sequenced as 100 bp paired end reads on an Illumina NovaSeq 6000 system.

H3K4me3 and H3K9me3 ChIP-seq experiments in pure BL6J cells were performed the same as above with the following modifications: HGTC8 cells^76^ were used for the experiment; anti-H3K4me3 (Abcam ab8580) and anti-H3K9me3 (Abcam ab8898) antibodies were used for ChIP.

### ChIP-seq analysis

Read quality was assessed by fastQC v0.12.1. Reads were aligned to the Mus musculus GRCm39 reference genome assembly (GCF_000001635.27) for all the KZFP ChIP-seq experiments, using the Burrows-Wheeler Alignment (BWA) tool v0.7.17^77^ (bwa aln and bwa sampe commands, default settings – only one best alignment was randomly retained in case of equally good multiple read alignments). Sam files were then converted into bam files with SAMtools v1.19^68^, while removing eventually unmapped and duplicated reads, and retaining only primary alignments (samtools view -F 0×4,0×400,0 ×100,0×800 -b -h file.sam > file.bam). Bam files were sorted and indexed with SAMtools and converted to bigwig normalized to 1x genome coverage (RPGC normalization) for each sample with deepTools v3.5.4^78^ (bamCoverage --bam file.bam -o file.bw -of bigwig --binSize 10 --effectiveGenomeSize 2521902382 --normalizeUsing RPGC --extendReads 200). ChIP bigwigs were further normalized by the input of the respective batch using deepTools (bigwigCompare -b1 ChIP.bw -b2 input.bw -o ChIP_input_ratio.bw -of bigwig --operation ratio –skipZeroOverZero --binSize 10).

The same analysis strategy was used also to analyze the H3K4me3 and H3K9me3 ChIP-seq data from HGTC8 cells and previously published PRDM9 ChIP-seq data (GSM1493404)^35^. To generate bigwig normalized to 1x genome coverage for reads aligned to the de novo BL6J or CAST assembly, we used --effectiveGenomeSize 2525297504 or 2630722264, respectively, calculated using the unique-kmers.py command of the tool khmer v2.1.1 (with -k 200)^79–81^.

For the re-alignment of previously published antiDMC1 SSDS datasets (GSM1954835, GSM1954839 and GSM1954846)^36^ to de novo BL6J and CAST assemblies, identification of ssDNA derived reads and genome alignment was completed using a published SSDS processing pipeline (https://github.com/kevbrick/SSDSnextflowPipeline)^82^. Reads from hybrid samples were aligned in replicate to each parental strain genome using the same parameters. Also in this case, only one best alignment was randomly retained in case of equally good multiple read alignments.

Peaks from the KZFP ChIP-seq experiments were called using MACS2 v2.2.7.1^83^ (macs2 callpeak -t ChIP.bam -c input.bam -f BAMPE -g 2521902382). Peaks with even 1 bp overlap with peaks called in any of the negative control replicate samples were removed.

Peaks were further filtered to only retain the ones with qValue =<0.01 and fold enrichment over input of 10. 

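The lists show these cutoffs. In 32 of the 42 lists the lowest fold enrichment is at least 10. The other 10 lists, of Zfp978, Zfp979, Zfp981, Zfp_MB003, Zfp_MB004, Zfp_MB011, Zfp_MB013, Zfp268, Zfp600 and Zfp980, hold peaks down to a fold enrichment of 5, and none of these holds 20 or more peaks with a fold enrichment of 10 or more. The highest fold enrichment of a peak is 395.5, for Zfp_MB001. The lowest -log10 q of a peak in any list is 3.912, for Zfp600. The number of peaks in each of the 42 lists equals that in Supplementary Data 6. Of the peaks per KZFP, 23710 remain in all lists together with a fold enrichment of at least 10 asked of every list, and 13149 with at least 15.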

For the samples that retained less than 20 peaks, fold enrichment over input of 5 was used as cutoff.

The same analysis pipeline was used to re-analyze data published in Wolf et al. 2020^9^, with the following modifications for single read samples: bwa samse command (instead of bwa sampe) was used to generate sam files and -f BAM option (instead of -f BAMPE) was used to call peaks by MACS2.

For target motif analysis, fasta sequences of 200 bp surrounding the summits of the retained peaks were extracted using getfasta command from BEDTools v2.31.1^84^. Motifs were then identified using meme-chip tool from MEME suite v5.5.5^85^, as well as the RCADE tool^47^. Target motif prediction based on the KZFP amino acid sequences alone was also performed, using the Zinc Finger Recognition Code (ZiFRC) tool^86^.

TE enrichment of ChIP-seq peaks for each KZFP was assessed by permutation test (*n* = 1000) using the overlapPermTest function with default settings of the regioneR package (Supplementary Data 5). To validate distinct TE targeting by KZFPs (top bound TEs in Supplementary Data 6), ChIP-seq reads were re-aligned to the consensus sequences of all mouse repeats in the dfam repeat library and the presence of bona fide peaks over TEs that displayed peak enrichment with *P*-value < 0.01 based on the permutation test was manually inspected in the Integrative Genomic Viewer (IGV)^87^.

For the bubble heatmap plot in Fig. 6a, a more stringent cutoff of *P*-value < 0.001 based on the permutation test was used.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

All raw data generated in this study has been deposited in the SRA database under the BioProject PRJNA1219187. The ChIP-seq data generated in this study, together with the corresponding processed data files (normalized bigwig coverage files and peak files), has been deposited as a GEO series in the NCBI GEO database under accession number GSE292055. The Mus musculus C57BL/6 J de novo assembly after contig filtering and strand correction generated in this study has been deposited at DDBJ/ENA/GenBank under the accession JBPRBH000000000; the version described in this paper is version JBPRBH010000000 [https://www.ncbi.nlm.nih.gov/nuccore/JBPRBH000000000] The Mus musculus 129S1/SvImJ de novo assembly after contig filtering and strand correction generated in this study has been deposited at DDBJ/ENA/GenBank under the accession JBPRBI000000000; the version described in this paper is version JBPRBI010000000 [https://www.ncbi.nlm.nih.gov/nuccore/JBPRBI000000000]. The Mus spretus SPR2 de novo assembly generated in this study has been deposited at DDBJ/ENA/GenBank under the accession JBQVYN000000000; The version described in this paper is version JBQVYN010000000 [https://www.ncbi.nlm.nih.gov/nuccore/JBQVYN000000000]. The raw data used to generate the Mus pahari assembly is available in the SRA database under the BioProject PRJNA966193. The RNA-seq data used in this study are available in the SRA database under the BioProject PRJNA923323. Additional KZFP ChIP-seq data used in this study are available as a GEO series in the NCBI GEO database under accession number GSE115287. The T2T C57BL/6 J assembly used in this study is available in the NCBI Genome database under the GenBank accession number GCA_964188535.1 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_964188535.1/]. The T2T CAST/EiJ assembly used in this study is available in the NCBI Genome database under the GenBank accession number GCA_964188545.1 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_964188545.1/]. The PRDM9 ChIP-seq data used in this study is available in the SRA database under accession number SRX689499. The DMC1 SSDS data used in this study is available in the GEO database as GEO series GSE75419. Source data are provided with this paper.

## References

[1] Imbeault, M., Helleboid, P. Y. & Trono, D. KRAB zinc-finger proteins contribute to the evolution of gene regulatory networks. *Nature***543**, 550–554 (2017).28273063 10.1038/nature21683

[2] Bruno, M., Mahgoub, M. & Macfarlan, T. S. The Arms Race Between KRAB-Zinc Finger Proteins and Endogenous Retroelements and Its Impact on Mammals. *Annu Rev. Genet***53**, 393–416 (2019).31518518 10.1146/annurev-genet-112618-043717

[3] Yang, P. et al. A placental growth factor is silenced in mouse embryos by the zinc finger protein ZFP568. *Science***356**, 757–759 (2017).28522536 10.1126/science.aah6895PMC6309218

[4] Li, X. et al. A maternal-zygotic effect gene, Zfp57, maintains both maternal and paternal imprints. *Dev. Cell***15**, 547–557 (2008).18854139 10.1016/j.devcel.2008.08.014PMC2593089

[5] Takahashi, N. et al. ZNF445 is a primary regulator of genomic imprinting. *Genes Dev.***33**, 49–54 (2019).30602440 10.1101/gad.320069.118PMC6317318

[6] Baudat, F. et al. PRDM9 is a major determinant of meiotic recombination hotspots in humans and mice. *Science***327**, 836–840 (2010).20044539 10.1126/science.1183439PMC4295902

[7] Myers, S. et al. Drive against hotspot motifs in primates implicates the PRDM9 gene in meiotic recombination. *Science***327**, 876–879 (2010).20044541 10.1126/science.1182363PMC3828505

[8] de Tribolet-Hardy, J. et al. Genetic features and genomic targets of human KRAB-zinc finger proteins. *Genome Res***33**, 1409–1423 (2023).37730438 10.1101/gr.277722.123PMC10547255

[9] Wolf, G. et al. KRAB-zinc finger protein gene expansion in response to active retrotransposons in the murine lineage. *Elife***9**, (2020).10.7554/eLife.56337PMC728959932479262

[10] Thomas, J. H. & Schneider, S. Coevolution of retroelements and tandem zinc finger genes. *Genome Res***21**, 1800–1812 (2011).21784874 10.1101/gr.121749.111PMC3205565

[11] Mager, D. L. & Stoye, J. P. Mammalian Endogenous Retroviruses. *Microbiol. Spectrum***3**, 10.1128/microbiolspec.mdna3-0009-2014 (2015).10.1128/microbiolspec.MDNA3-0009-201426104559

[12] Fueyo, R., Judd, J., Feschotte, C. & Wysocka, J. Roles of transposable elements in the regulation of mammalian transcription. *Nat. Rev. Mol. Cell Biol.***23**, 481–497 (2022).35228718 10.1038/s41580-022-00457-yPMC10470143

[13] Huntley, S. et al. A comprehensive catalog of human KRAB-associated zinc finger genes: insights into the evolutionary history of a large family of transcriptional repressors. *Genome Res***16**, 669–677 (2006).16606702 10.1101/gr.4842106PMC1457042

[14] Kauzlaric, A. et al. The mouse genome displays highly dynamic populations of KRAB-zinc finger protein genes and related genetic units. *PLoS One***12**, e0173746 (2017).28334004 10.1371/journal.pone.0173746PMC5363842

[15] Baillie, G. J., van de Lagemaat, L. N., Baust, C. & Mager, D. L. Multiple groups of endogenous betaretroviruses in mice, rats, and other mammals. *J. Virol.***78**, 5784–5798 (2004).15140976 10.1128/JVI.78.11.5784-5798.2004PMC415799

[16] Bertozzi, T. M., Elmer, J. L., Macfarlan, T. S. & Ferguson-Smith, A. C. KRAB zinc finger protein diversification drives mammalian interindividual methylation variability. *Proc. Natl Acad. Sci. USA***117**, 31290–31300 (2020).33239447 10.1073/pnas.2017053117PMC7733849

[17] Juriloff, D. M. et al. Investigations of the genomic region that contains the clf1 mutation, a causal gene in multifactorial cleft lip and palate in mice. *Birth Defects Res A Clin. Mol. Teratol.***73**, 103–113 (2005).15690355 10.1002/bdra.20106

[18] Plamondon, J. A., Harris, M. J., Mager, D. L., Gagnier, L. & Juriloff, D. M. The clf2 gene has an epigenetic role in the multifactorial etiology of cleft lip and palate in the A/WySn mouse strain. *Birth Defects Res A Clin. Mol. Teratol.***91**, 716–727 (2011).21384535 10.1002/bdra.20788

[19] Kano, H., Kurahashi, H. & Toda, T. Genetically regulated epigenetic transcriptional activation of retrotransposon insertion confers mouse dactylaplasia phenotype. *Proc. Natl Acad. Sci. USA***104**, 19034–19039 (2007).17984064 10.1073/pnas.0705483104PMC2141903

[20] Treger, R. S. et al. The Lupus Susceptibility Locus Sgp3 Encodes the Suppressor of Endogenous Retrovirus Expression SNERV. *Immunity***50**, 334–347.e9 (2019).30709743 10.1016/j.immuni.2018.12.022PMC6382577

[21] Bertozzi, T. M., Takahashi, N., Hanin, G., Kazachenka, A. & Ferguson-Smith, A. C. A spontaneous genetically induced epiallele at a retrotransposon shapes host genome function. *Elife***10**, 10.7554/eLife.65233 (2021).10.7554/eLife.65233PMC808452833755012

[22] Young, G. R. et al. Gv1, a Zinc Finger Gene Controlling Endogenous MLV Expression. *Mol. Biol. Evol.***38**, 2468–2474 (2021).33560369 10.1093/molbev/msab039PMC8136514

[23] Byers, C. et al. Genetic control of the pluripotency epigenome determines differentiation bias in mouse embryonic stem cells. *Embo j.***41**, e109445 (2022).34931323 10.15252/embj.2021109445PMC8762565

[24] Simão, F. A., Waterhouse, R. M., Ioannidis, P., Kriventseva, E. V. & Zdobnov, E. M. BUSCO: assessing genome assembly and annotation completeness with single-copy orthologs. *Bioinformatics***31**, 3210–3212 (2015).26059717 10.1093/bioinformatics/btv351

[25] Ferraj, A. et al. Resolution of structural variation in diverse mouse genomes reveals chromatin remodeling due to transposable elements. *Cell Genom.***3**, 100291 (2023).37228752 10.1016/j.xgen.2023.100291PMC10203049

[26] Francis, B. et al. The structural diversity of telomeres and centromeres across mouse subspecies revealed by complete assemblies. *bioRxiv***10**, 619615 (2024).

[27] Gambogi, C. W. et al. Centromere innovations within a mouse species. *Sci. Adv.***9**, eadi5764 (2023).37967185 10.1126/sciadv.adi5764PMC10651114

[28] Hastings, P. J., Lupski, J. R., Rosenberg, S. M. & Ira, G. Mechanisms of change in gene copy number. *Nat. Rev. Genet.***10**, 551–564 (2009).19597530 10.1038/nrg2593PMC2864001

[29] Balachandran, P. & Beck, C. R. Structural variant identification and characterization. *Chromosome Res***28**, 31–47 (2020).31907725 10.1007/s10577-019-09623-zPMC7131885

[30] Abdullaev, E. T., Umarova, I. R. & Arndt, P. F. Modelling segmental duplications in the human genome. *BMC Genomics***22**, 496 (2021).34215180 10.1186/s12864-021-07789-7PMC8254307

[31] Linardopoulou, E. V. et al. Human subtelomeres are hot spots of interchromosomal recombination and segmental duplication. *Nature***437**, 94–100 (2005).16136133 10.1038/nature04029PMC1368961

[32] Audano, P. A. et al. Characterizing the Major Structural Variant Alleles of the Human Genome. *Cell***176**, 663–675.e19 (2019).30661756 10.1016/j.cell.2018.12.019PMC6438697

[33] Hinch, R., Donnelly, P. & Hinch, A. G. Meiotic DNA breaks drive multifaceted mutagenesis in the human germ line. *Science***382**, eadh2531 (2023).38033082 10.1126/science.adh2531PMC7615360

[34] Lukaszewicz, A., Lange, J., Keeney, S. & Jasin, M. De novo deletions and duplications at recombination hotspots in mouse germlines. *Cell***184**, 5970–5984.e18 (2021).34793701 10.1016/j.cell.2021.10.025PMC8616837

[35] Baker, C. L. et al. PRDM9 drives evolutionary erosion of hotspots in Mus musculus through haplotype-specific initiation of meiotic recombination. *PLoS Genet***11**, e1004916 (2015).25568937 10.1371/journal.pgen.1004916PMC4287450

[36] Smagulova, F., Brick, K., Pu, Y., Camerini-Otero, R. D. & Petukhova, G. V. The evolutionary turnover of recombination hot spots contributes to speciation in mice. *Genes Dev.***30**, 266–280 (2016).26833728 10.1101/gad.270009.115PMC4743057

[37] Spence, J. P. & Song, Y. S. Inference and analysis of population-specific fine-scale recombination maps across 26 diverse human populations. *Sci. Adv.***5**, eaaw9206 (2019).31681842 10.1126/sciadv.aaw9206PMC6810367

[38] Bailey, J. A. & Eichler, E. E. Primate segmental duplications: crucibles of evolution, diversity and disease. *Nat. Rev. Genet.***7**, 552–564 (2006).16770338 10.1038/nrg1895

[39] Weckselblatt, B. & Rudd, M. K. Human Structural Variation: Mechanisms of Chromosome Rearrangements. *Trends Genet***31**, 587–599 (2015).26209074 10.1016/j.tig.2015.05.010PMC4600437

[40] Balachandran, P. et al. Transposable element-mediated rearrangements are prevalent in human genomes. *Nat. Commun.***13**, 7115 (2022).36402840 10.1038/s41467-022-34810-8PMC9675761

[41] Han, K. et al. Genomic rearrangements by LINE-1 insertion-mediated deletion in the human and chimpanzee lineages. *Nucleic Acids Res.***33**, 4040–4052 (2005).16034026 10.1093/nar/gki718PMC1179734

[42] Startek, M. et al. Genome-wide analyses of LINE–LINE-mediated nonallelic homologous recombination. *Nucleic Acids Res.***43**, 2188–2198 (2015).25613453 10.1093/nar/gku1394PMC4344489

[43] Campbell, I. M. et al. Human endogenous retroviral elements promote genome instability via non-allelic homologous recombination. *BMC Biol.***12**, 74 (2014).25246103 10.1186/s12915-014-0074-4PMC4195946

[44] Pace, J. K. 2nd & Feschotte, C. The evolutionary history of human DNA transposons: evidence for intense activity in the primate lineage. *Genome Res***17**, 422–432 (2007).17339369 10.1101/gr.5826307PMC1832089

[45] Gagnier, L., Belancio, V. P. & Mager, D. L. Mouse germ line mutations due to retrotransposon insertions. *Mob. DNA***10**, 15 (2019).31011371 10.1186/s13100-019-0157-4PMC6466679

[46] Kawase, M. & Ichiyanagi, K. Mouse retrotransposons: sequence structure, evolutionary age, genomic distribution and function. *Genes Genet Syst.***98**, 337–351 (2024).37989301 10.1266/ggs.23-00221

[47] Najafabadi, H. S., Albu, M. & Hughes, T. R. Identification of C2H2-ZF binding preferences from ChIP-seq data using RCADE. *Bioinformatics***31**, 2879–2881 (2015).25953800 10.1093/bioinformatics/btv284PMC4547615

[48] Lyu, Y. et al. Stem cell activity-coupled suppression of endogenous retrovirus governs adult tissue regeneration. *Cell*, (2024).10.1016/j.cell.2024.10.007PMC1168292439476839

[49] Ivancevic, A. et al. Endogenous retroviruses mediate transcriptional rewiring in response to oncogenic signaling in colorectal cancer. *Sci. Adv.***10**, eado1218 (2024).39018396 10.1126/sciadv.ado1218PMC466953

[50] Lykoskoufis, N. M. R., Planet, E., Ongen, H., Trono, D. & Dermitzakis, E. T. Transposable elements mediate genetic effects altering the expression of nearby genes in colorectal cancer. *Nat. Commun.***15**, 749 (2024).38272908 10.1038/s41467-023-42405-0PMC10811328

[51] Cooper, K. L. The case against simplistic genetic explanations of evolution. *Development***151**, 10.1242/dev.203077 (2024).10.1242/dev.203077PMC1146395339369308

[52] Gozashti, L., Feschotte, C. & Hoekstra, H. E. Transposable Element Interactions Shape the Ecology of the Deer Mouse Genome. *Mol. Biol. Evol.***40**, 10.1093/molbev/msad069 (2023).10.1093/molbev/msad069PMC1008965036947073

[53] Jacobs, F. M. et al. An evolutionary arms race between KRAB zinc-finger genes ZNF91/93 and SVA/L1 retrotransposons. *Nature***516**, 242–245 (2014).25274305 10.1038/nature13760PMC4268317

[54] Kumar, S. et al. TimeTree 5: An Expanded Resource for Species Divergence Times. *Mol. Biol. Evol.***39**, msac174 (2022).10.1093/molbev/msac174PMC940017535932227

[55] Yu, G., Smith, D. K., Zhu, H., Guan, Y. & Lam, T. T.-Y. ggtree: an R package for visualization and annotation of phylogenetic trees with their covariates and other associated data. *Methods Ecol. Evolution***8**, 28–36 (2017).

[56] Gel, B. & Serra, E. karyoploteR: an R/Bioconductor package to plot customizable genomes displaying arbitrary data. *Bioinformatics***33**, 3088–3090 (2017).28575171 10.1093/bioinformatics/btx346PMC5870550

[57] Porubsky, D. et al. SVbyEye: A visual tool to characterize structural variation among whole-genome assemblies. *bioRxiv***09**, 612418 (2024).10.1093/bioinformatics/btaf332PMC1219875040478668

[58] Koren, S. et al. De novo assembly of haplotype-resolved genomes with trio binning. *Nat. Biotechnol.***36**, 1174–1182 (2018).10.1038/nbt.4277PMC647670530346939

[59] Rautiainen, M. et al. Telomere-to-telomere assembly of diploid chromosomes with Verkko. *Nat. Biotechnol.***41**, 1474–1482 (2023).36797493 10.1038/s41587-023-01662-6PMC10427740

[60] Cheng, H., Concepcion, G. T., Feng, X., Zhang, H. & Li, H. Haplotype-resolved de novo assembly using phased assembly graphs with hifiasm. *Nat. Methods***18**, 170–175 (2021).33526886 10.1038/s41592-020-01056-5PMC7961889

[61] Manni, M., Berkeley, M. R., Seppey, M., Simão, F. A. & Zdobnov, E. M. BUSCO Update: Novel and Streamlined Workflows along with Broader and Deeper Phylogenetic Coverage for Scoring of Eukaryotic, Prokaryotic, and Viral Genomes. *Mol. Biol. Evolution***38**, 4647–4654 (2021).10.1093/molbev/msab199PMC847616634320186

[62] Li, H. Minimap2: pairwise alignment for nucleotide sequences. *Bioinformatics***34**, 3094–3100 (2018).29750242 10.1093/bioinformatics/bty191PMC6137996

[63] Marçais, G. et al. MUMmer4: A fast and versatile genome alignment system. *PLOS Computational Biol.***14**, e1005944 (2018).10.1371/journal.pcbi.1005944PMC580292729373581

[64] Harris, R. S. Improved pairwise alignment of genomic DNA. Ph.D. Thesis. The Pennsylvania State University. https://www.bx.psu.edu/~rsharris/lastz/ (2007).

[65] Sweeten, A. P., Schatz, M. C. & Phillippy, A. M. ModDotPlot—rapid and interactive visualization of tandem repeats. *Bioinformatics***40**, 10.1093/bioinformatics/btae493 (2024).10.1093/bioinformatics/btae493PMC1132107239110522

[66] Shumate, A. & Salzberg, S. L. Liftoff: accurate mapping of gene annotations. *Bioinformatics***37**, 1639–1643 (2021).33320174 10.1093/bioinformatics/btaa1016PMC8289374

[67] Smit, A., Hubley, R. & Green, P. *RepeatMasker Open***4**, 2013 (2015).

[68] Li, H. et al. The Sequence Alignment/Map format and SAMtools. *Bioinformatics***25**, 2078–2079 (2009).19505943 10.1093/bioinformatics/btp352PMC2723002

[69] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[70] Shumate, A., Wong, B., Pertea, G. & Pertea, M. Improved transcriptome assembly using a hybrid of long and short reads with StringTie. *PLOS Computational Biol.***18**, e1009730 (2022).10.1371/journal.pcbi.1009730PMC919173035648784

[71] Katoh, K., Misawa, K., Kuma, K. I. & Miyata, T. MAFFT: a novel method for rapid multiple sequence alignment based on fast Fourier transform. *Nucleic Acids Res.***30**, 3059–3066 (2002).12136088 10.1093/nar/gkf436PMC135756

[72] Schliep, K. P. phangorn: phylogenetic analysis in R. *Bioinformatics***27**, 592–593 (2010).21169378 10.1093/bioinformatics/btq706PMC3035803

[73] Paradis, E. & Schliep, K. ape 5.0: an environment for modern phylogenetics and evolutionary analyses in R. *Bioinformatics***35**, 526–528 (2018).10.1093/bioinformatics/bty63330016406

[74] Sievers, F. et al. Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Mol. Syst. Biol.***7**, 539 (2011).21988835 10.1038/msb.2011.75PMC3261699

[75] Gel, B. et al. regioneR: an R/Bioconductor package for the association analysis of genomic regions based on permutation tests. *Bioinformatics***32**, 289–291 (2015).26424858 10.1093/bioinformatics/btv562PMC4708104

[76] Cheng, J., Dutra, A., Takesono, A., Garrett-Beal, L. & Schwartzberg, P. L. Improved generation of C57BL/6J mouse embryonic stem cells in a defined serum-free media. *Genesis***39**, 100–104 (2004).15170695 10.1002/gene.20031

[77] Li, H. & Durbin, R. Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics***25**, 1754–1760 (2009).19451168 10.1093/bioinformatics/btp324PMC2705234

[78] Ramírez, F. et al. deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.***44**, W160–W165 (2016).27079975 10.1093/nar/gkw257PMC4987876

[79] Crusoe, M. et al. The khmer software package: enabling efficient nucleotide sequence analysis [version 1; peer review: 2 approved, 1 approved with reservations]. *F1000Res.***4**, 10.12688/f1000research.6924.1 (2015).10.12688/f1000research.6924.1PMC460835326535114

[80] Döring, A., Weese, D., Rausch, T. & Reinert, K. SeqAn An efficient, generic C++ library for sequence analysis. *BMC Bioinforma.***9**, 11 (2008).10.1186/1471-2105-9-11PMC224615418184432

[81] Luiz, C., Irber, J. & Brown, C. T. *Efficient cardinality estimation for k-mers in large DNA sequencing data sets. k-mer cardinality estimation, 056846*, (2016).

[82] Khil, P. P., Smagulova, F., Brick, K. M., Camerini-Otero, R. D. & Petukhova, G. V. Sensitive mapping of recombination hotspots using sequencing-based detection of ssDNA. *Genome Res***22**, 957–965 (2012).22367190 10.1101/gr.130583.111PMC3337440

[83] Zhang, Y. et al. Model-based analysis of ChIP-Seq (MACS). *Genome Biol.***9**, R137 (2008).18798982 10.1186/gb-2008-9-9-r137PMC2592715

[84] Quinlan, A. R. & Hall, I. M. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics***26**, 841–842 (2010).20110278 10.1093/bioinformatics/btq033PMC2832824

[85] Bailey, T. L. & Elkan, C. Fitting a mixture model by expectation maximization to discover motifs in biopolymers. *Proc. Int Conf. Intell. Syst. Mol. Biol.***2**, 28–36 (1994).7584402

[86] Najafabadi, H. S. et al. C2H2 zinc finger proteins greatly expand the human regulatory lexicon. *Nat. Biotechnol.***33**, 555–562 (2015).25690854 10.1038/nbt.3128

[87] Thorvaldsdóttir, H., Robinson, J. T. & Mesirov, J. P. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. *Brief. Bioinforma.***14**, 178–192 (2012).10.1093/bib/bbs017PMC360321322517427

# Supplementary material for: Young KRAB-zinc finger gene clusters are highly dynamic incubators of ERV-driven genetic heterogeneity in mice
**Source:** Nat Commun. 2025 Oct 30;16:9608. doi: 10.1038/s41467-025-64609-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Supplementary Data file description

#### Supplementary Data 1

Curated annotation of KZFP genes in the Chr4 cluster in BL6J, 129S1 and CAST mouse strains.

#### Supplementary Data 2

Zinc fingerprint arrays of coding KZFP genes in the Chr4 cluster in BL6J, 129S1 and CAST mouse strains.

#### Supplementary Data 3

TE content and enrichment at examined KZFP gene clusters in rat, *Mus pahari*, *Mus spretus*, *Mus musculus* (BL6J, 129S1 and CAST strains) and *Homo sapiens*.

#### Supplementary Data 4

Percentage of divergence of LTR elements in BL6J, 129S1 and CAST strains, and *Mus spretus*.

#### Supplementary Data 5

Enrichment analysis of BL6J Chr4cl KZFP ChIP-seq peaks over TEs.

#### Supplementary Data 6

Summary of BL6J Chr4cl KZFPs' binding preferences: target TEs and sequence motifs.

Supplementary Fig. 1

a

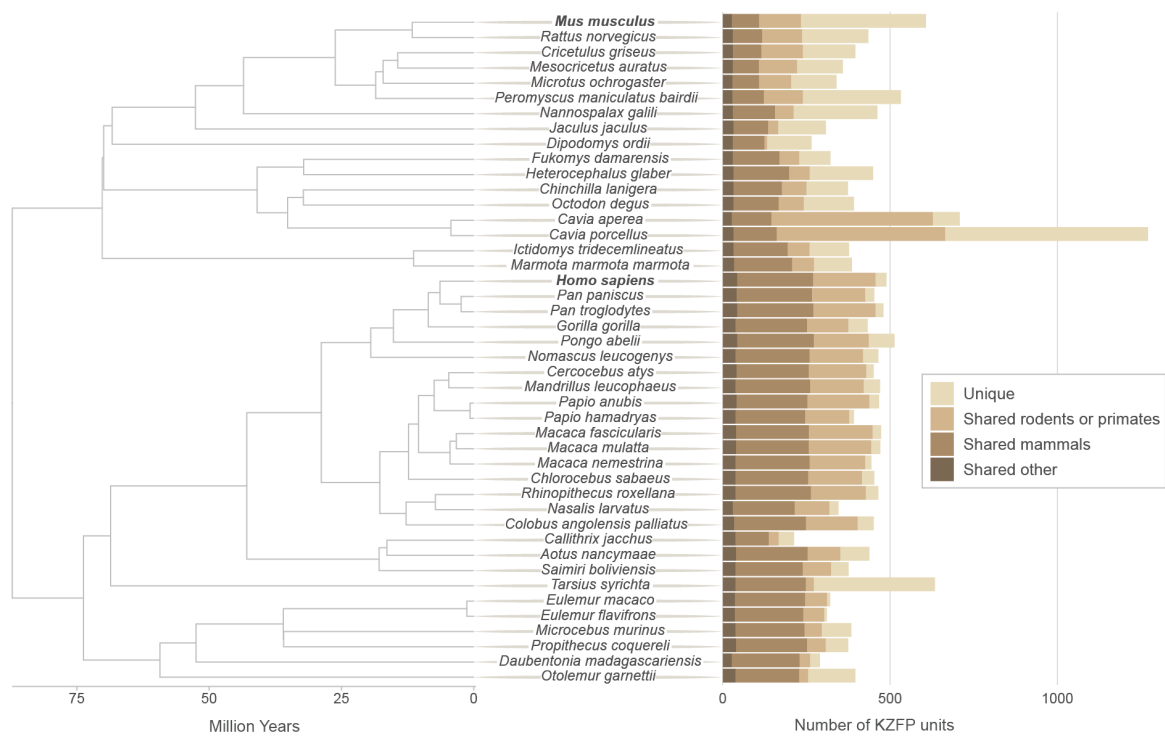

b

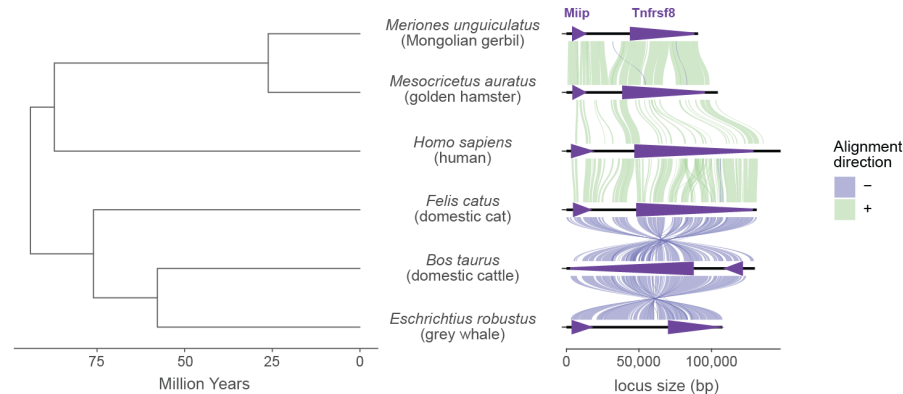

c

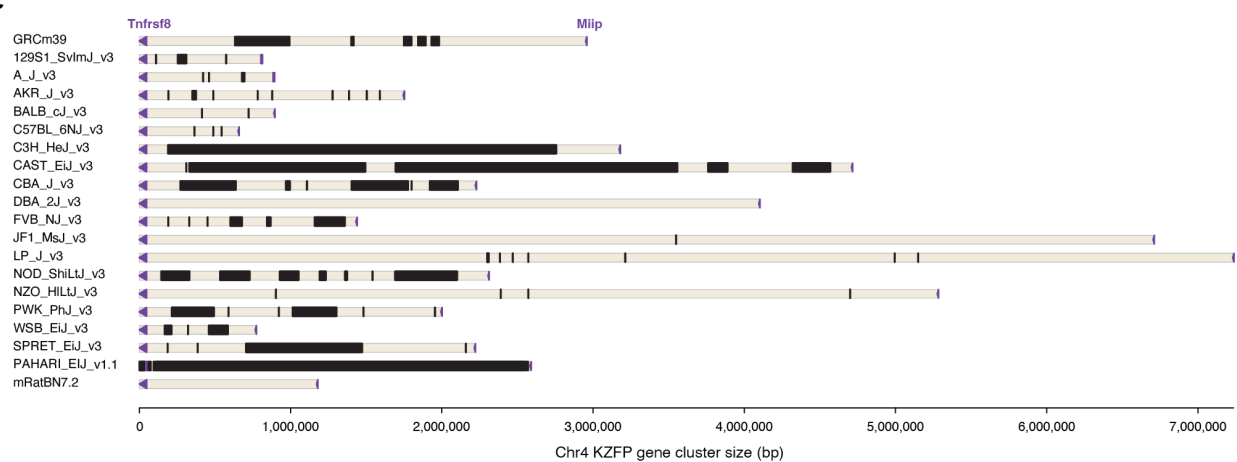

Supplementary Figure 1. Mice display several species specific KZFP genes and KZFP gene clusters still retaining sequence gaps.

**a**, Number of KZFP units in all rodent and primate species analyzed in Imbeault et al. 2017<sup>1</sup>. From lighter to darker color: KZFP units unique to the species (compared to all species analyzed in Imbeault et al. 2017); KZFP units shared with at least one other rodent (for rodents) or primate (for primates) species; KZFP units shared with at least one other mammalian species besides rodents or primates; KZFP units shared with at least one other species besides mammals. **b**, Conservation of the *Tnfrsf8-Miip* gene block around the mouse Chr4 KZFP gene cluster locus across the mammalian clade, by comparing the locus in Mongolian gerbil (Bangor\_MerUng\_6.1), golden hamster (BCM\_Maur\_2.0), human (GRCh38.p14), domestic cat (F.catus\_Fca126\_mat1.0), domestic cattle (ARS-UCD2.0) and grey whale (mEscRob2.pri). **c**, Annotation of sequence gaps at the Chr4 KZFP gene cluster locus in the most recent reference assemblies for 16 mouse strains, with the addition of *Mus spretus*, *Mus pahari* and rat (RN7.2 assembly). Importantly, most gaps have been annotated as of unknown size. Gaps are indicated in black; *Tnfrsf8* and *Miip* genes are displayed as purple arrow heads.

Supplementary Fig. 2

a

| Assembly                 | assembly general stats |               |             |                         | BUSCO (eukaryota) |                        |                       |            |         | BUSCO (glires) |                        |                       |            |         |
|--------------------------|------------------------|---------------|-------------|-------------------------|-------------------|------------------------|-----------------------|------------|---------|----------------|------------------------|-----------------------|------------|---------|
|                          | total bp               | contig number | contigs N50 | contigs aligned to mm39 | Complete (all)    | Complete (single-copy) | Complete (duplicated) | Fragmented | Missing | Complete (all) | Complete (single-copy) | Complete (duplicated) | Fragmented | Missing |
| BL6J (all contigs)       | 2993385643             | 1477          | 100Mb       | 211                     | 99.60%            | 92.90%                 | 6.70%                 | 0.40%      | 0.00%   | 96.40%         | 93.50%                 | 2.90%                 | 0.60%      | 3.00%   |
| 129S1 (all contigs)      | 2907737724             | 2548          | 109Mb       | 172                     | 99.70%            | 92.20%                 | 7.50%                 | 0.40%      | 0.10%   | 96.40%         | 93.50%                 | 2.90%                 | 0.60%      | 3.00%   |
| BL6J (filtered contigs)  | 2636461246             | 38            | 101Mb       | 38                      | 99.60%            | 92.90%                 | 6.70%                 | 0.40%      | 0.00%   | 96.30%         | 93.40%                 | 2.90%                 | 0.50%      | 3.20%   |
| 129S1 (filtered contigs) | 2613050807             | 37            | 120Mb       | 37                      | 99.70%            | 92.20%                 | 7.50%                 | 0.40%      | 0.10%   | 96.50%         | 93.60%                 | 2.90%                 | 0.50%      | 3.00%   |

b

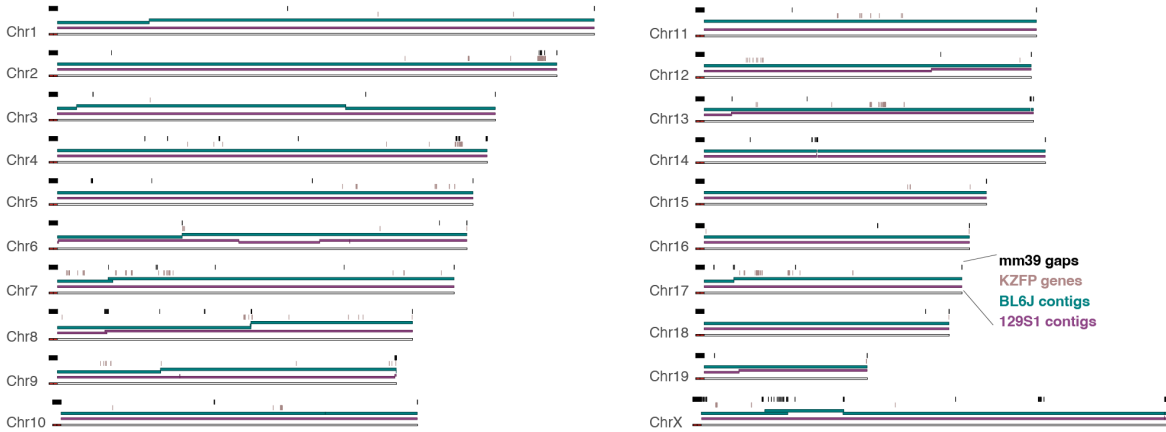

c

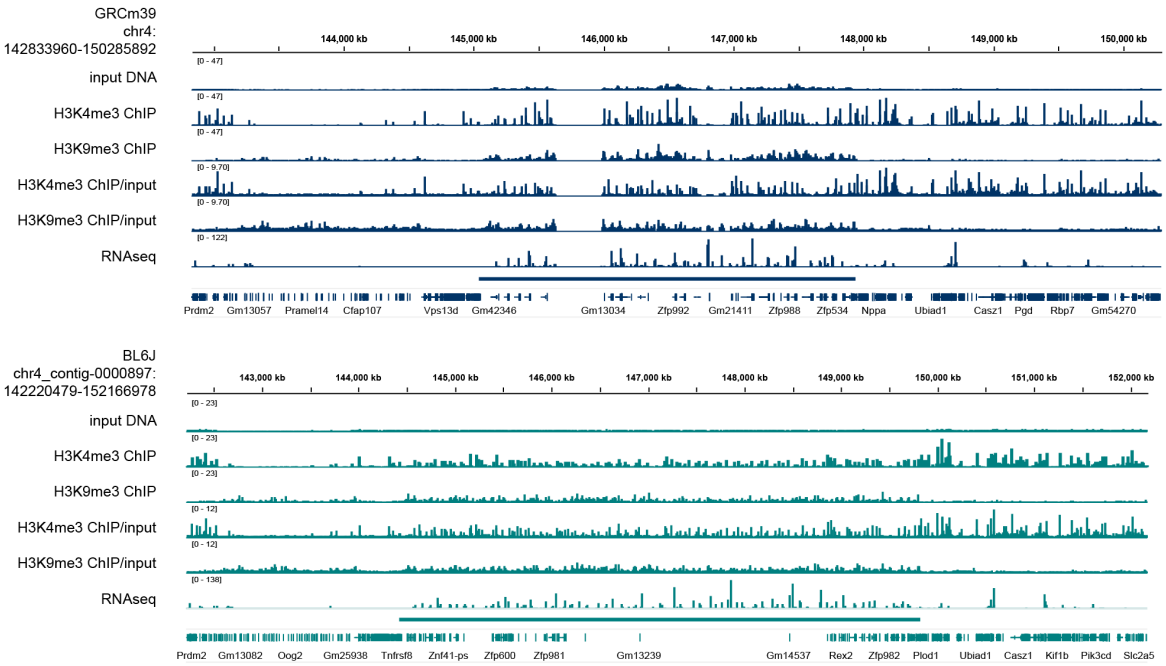

d

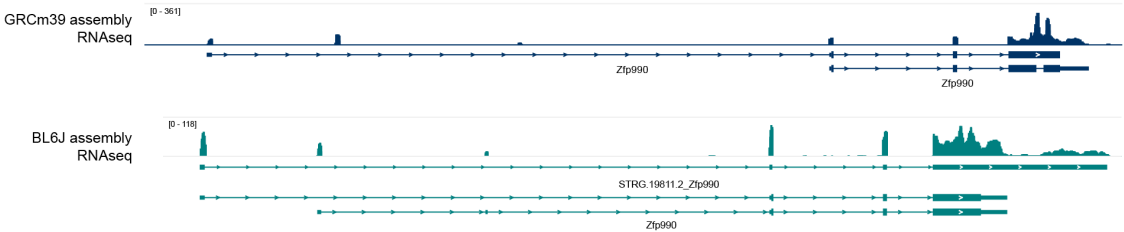

**Supplementary Figure 2. Gapless assemblies of KZFP gene clusters prevent artificial read pileups.**  
**a**, Statistics of BL6J and 129S1 de novo assemblies from this study, before and after contig filtering and strand correction. **b**, Ideogram based on the GRCm39 assembly, displaying the alignment spans of contigs retained after filtering and strand correction in both the BL6J and 129S1 de novo assemblies. BL6J contigs are indicated in teal, 129S1 are indicated in magenta. **c**, IGV snapshots of H3K4me3

and H3K9me3 ChIP-seq experiments performed in pure BL6J strain mESCs (HGTC8 cells), as well as RNA-seq data (published dataset <sup>25</sup>) at the Chr4 KZFP gene cluster locus. Reads were mapped to either the GRCm39 reference assembly (dark blue) or our de novo BL6J assembly (lighter blue). Bigwigs from input, ChIP-seq and RNA-seq were generated with 1X genome coverage normalization. For the ChIP-seq experiment, a further normalization of ChIP/input is also shown. **d**, IGV snapshot of RNA-seq data over *Zfp990* gene showing how the read pileup of sequences on the 3'exon of the gene changes in comparison to the rest of the gene, when aligning the reads to the GRCm39 reference assembly (dark blue) or our de novo BL6J assembly (lighter blue). The large pileup comes from highly represented zinc finger sequences present in other KZFP genes throughout the Chr4 cluster.

Supplementary Fig. 3

a

BL6J Chr4 KZFP gene cluster region  
chr4\_contig-0000897:143,733,021-150,999,745

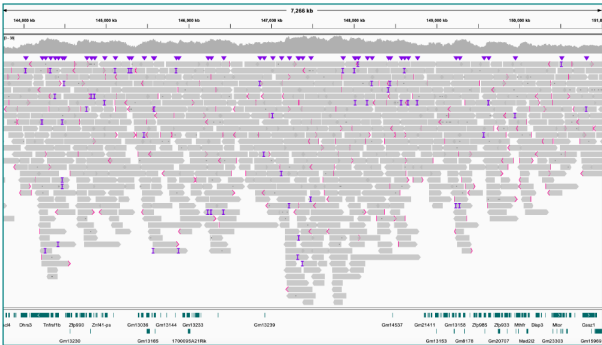

b

BL6J Chr12 KZFP gene double cluster region  
chr12\_contig-0000595:16,531,437-24,830,957

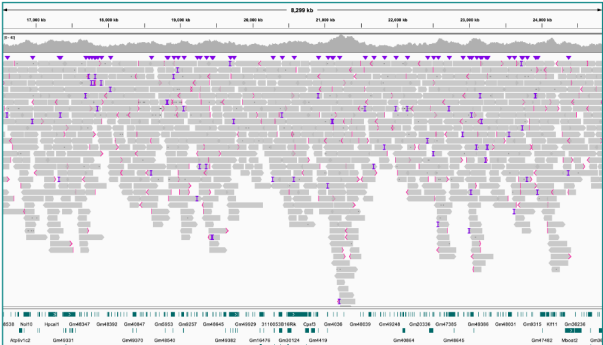

c

129S1 Chr4 KZFP gene cluster region  
chr4\_contig-0002310:143,756,069-151,442,095

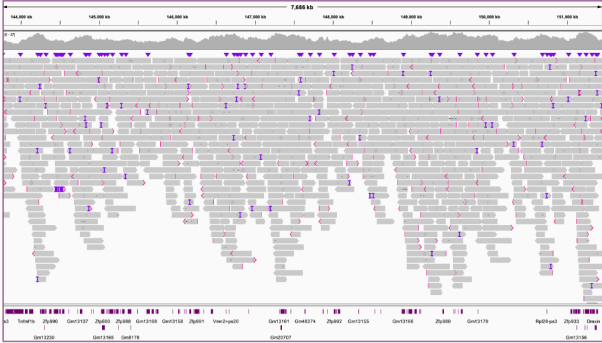

d

129S1 Chr12 KZFP gene double cluster region  
chr12.1\_contig-0001366:16,804,978-24,588,737

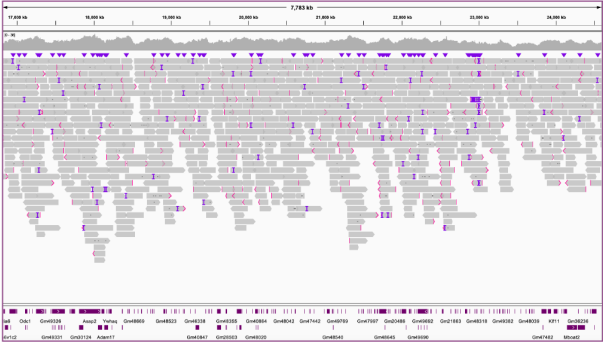

e

129S1 ONT reads to BL6J assembly - Chr4 cluster region  
chr4\_contig-0000897:143,733,021-150,999,745

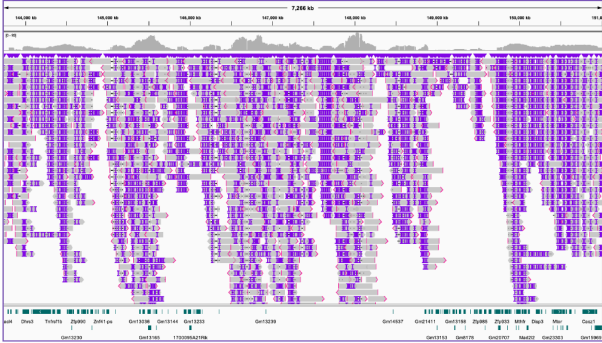

f

129S1 ONT reads to BL6J assembly - Chr12 double cluster region  
chr12\_contig-0000595:16,531,437-24,830,957

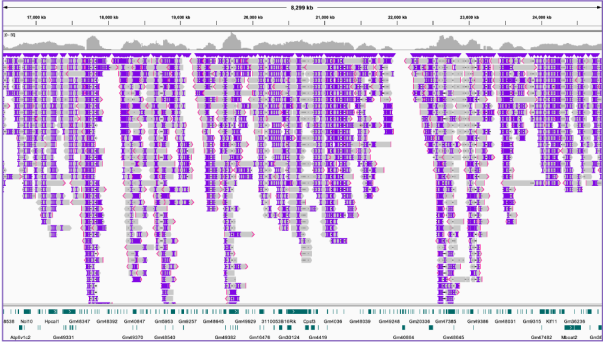

Supplementary Figure 3. Alignment of ultralong ONT reads to de novo assembled KZFP gene clusters.

**a-b**, BL6J haplotype ONT reads (>100kb) aligned to the BL6J assembly. IGV snapshots at genomic regions harboring the KZFP gene clusters on Chr4 (a) and Chr12 (b) demonstrate that the reads tile the assembly. Importantly, the de novo assembled Chr12 locus is identical to the region in the reference GRCm39 assembly (Supplementary Fig. 7b). **c-d**, 129S1 haplotype ONT reads (>100kb) aligned to the 129S1 assembly. IGV snapshots at genomic regions harboring the KZFP gene clusters on Chr4 (c) and Chr12 (d) demonstrate that the reads tile the assembly. **e-f**, 129S1 haplotype ONT reads (>100kb) aligned to the BL6J assembly (proof of principle alignment). As the reads are aligned

to the wrong assembly, the IGV snapshots at genomic regions harboring the KZFP gene clusters on Chr4 (e) and Chr12 (f) demonstrate that the reads do not continuously tile the loci, with some regions completely missing coverage while others present coverage spikes.

Supplementary Fig. 4

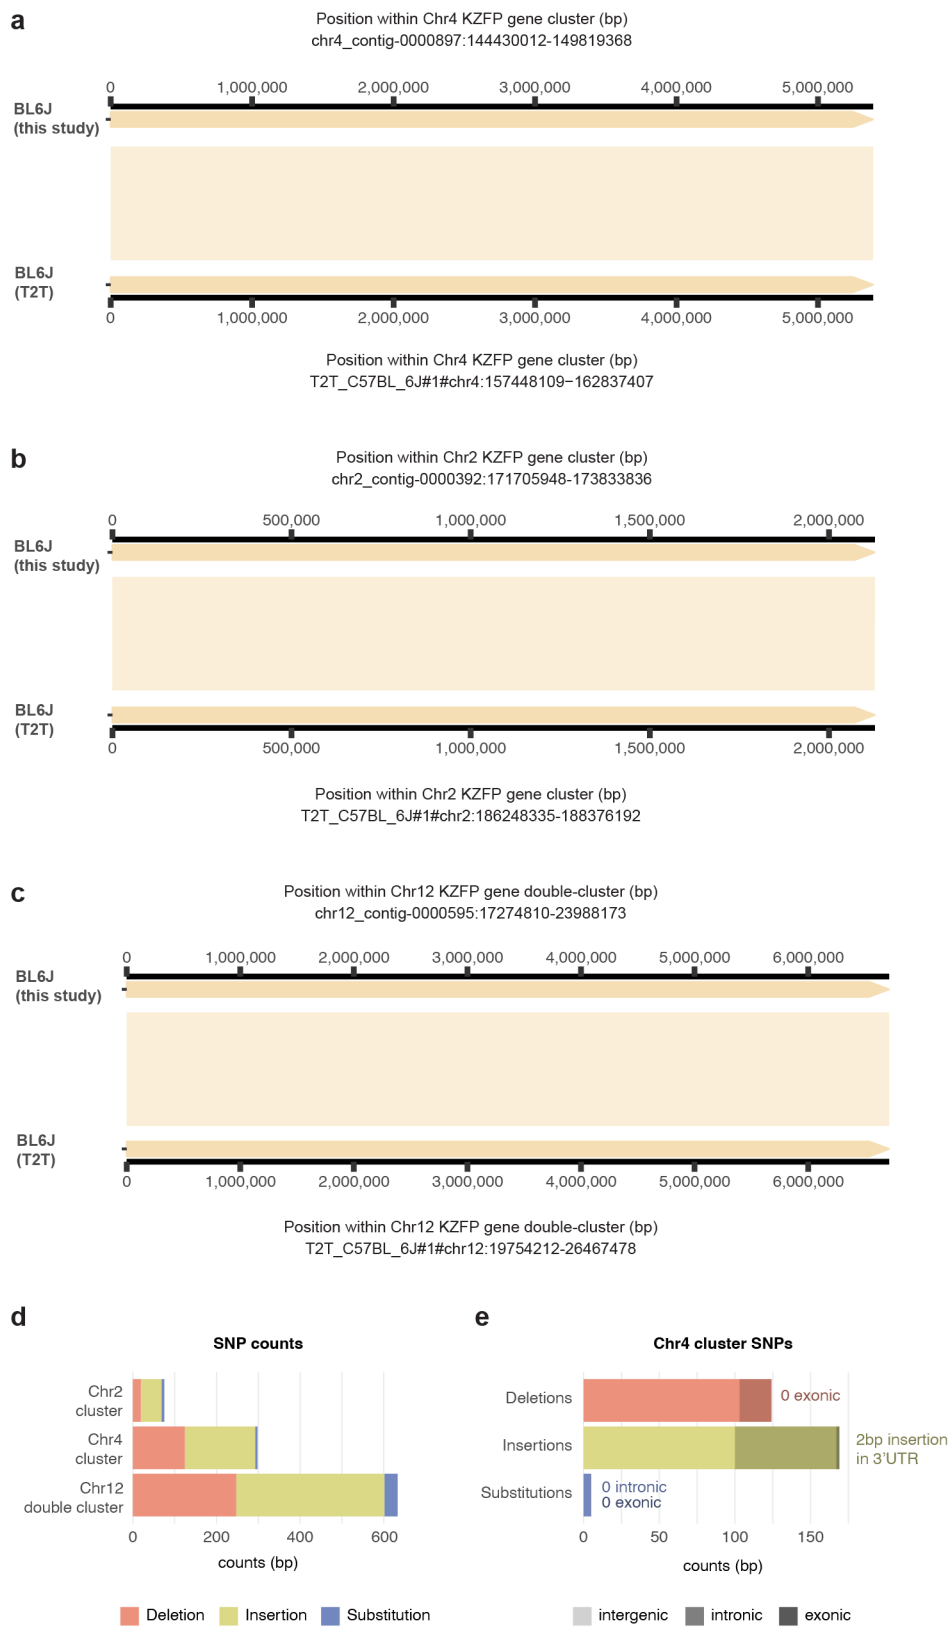

Supplementary Figure 4. Comparison of young KZFP gene clusters between two BL6J assemblies.

Alignment of our de novo assembly for the BL6J strain to the recently released C57BL/6J T2T assembly (GCA\_964188535) from Francis, B., et al. (bioRxiv 2024)<sup>26</sup> at the Chr4 (**a**), Chr2 (**b**) and Chr12 (**c**) KZFP gene cluster loci. No structural variation between the assemblies was detected. (**d**) SNP counts (bp) at the KZFP clusters on Chr2, Chr4 and Chr12 detected by comparing the two BL6J. Different colors are used for different SNP types: red for deletions, green for insertions and blue for substitutions. (**e**) Detailed analysis of SNPs detected within the Chr4 KZFP gene cluster. Different color shades (from lightest to darkest) indicate whether SNPs occur in intergenic, intronic or exonic regions.

Supplementary Fig.5

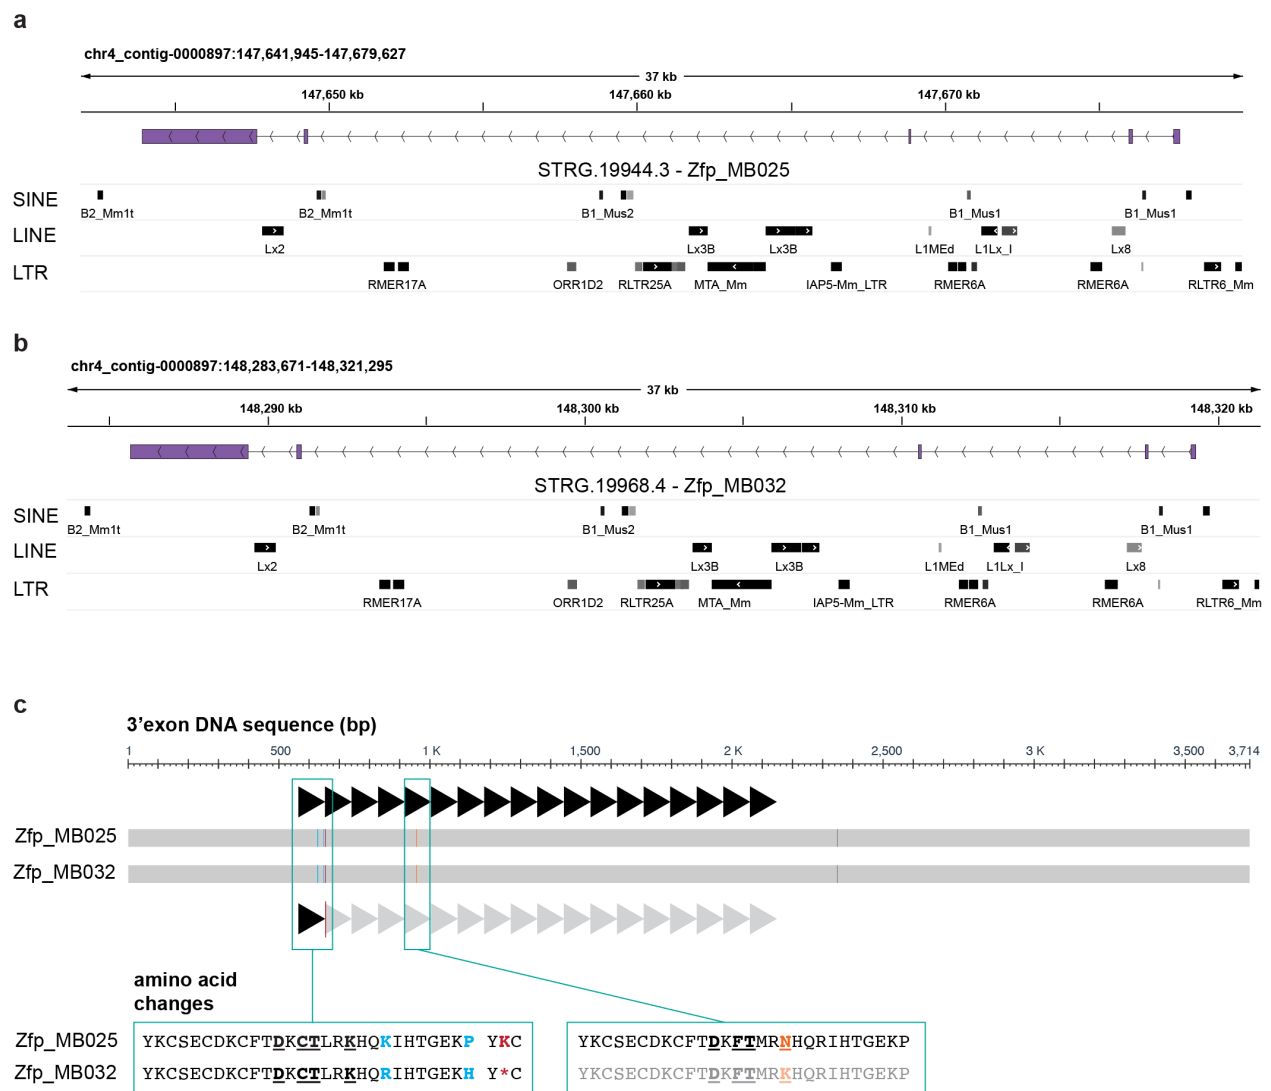

Supplementary Figure 5. Comparison of Zfp\_MB025 and Zfp\_MB032.

**a-b**, IGV snapshots of Zfp\_MB025 (a) and Zfp\_MB032 (b) gene annotations; the TE annotations highlight that the two genes are close copies. **c**, alignment of the whole 3' exon DNA sequence of Zfp\_MB025 and Zfp\_MB032 (top) and consequent amino acid differences (bottom). The black triangles indicate zinc finger domains encoded by the genes, while the grey triangles indicate the potential zinc fingers hidden after a premature stop codon in Zfp\_MB032. Different color lines indicate the 4 SNPs that distinguish these two genes, including one leading to the premature stop codon in Zfp\_MB032 (highlighted in red). Fingerprint amino acids are highlighted in bold and underline.

## Supplementary Fig. 6

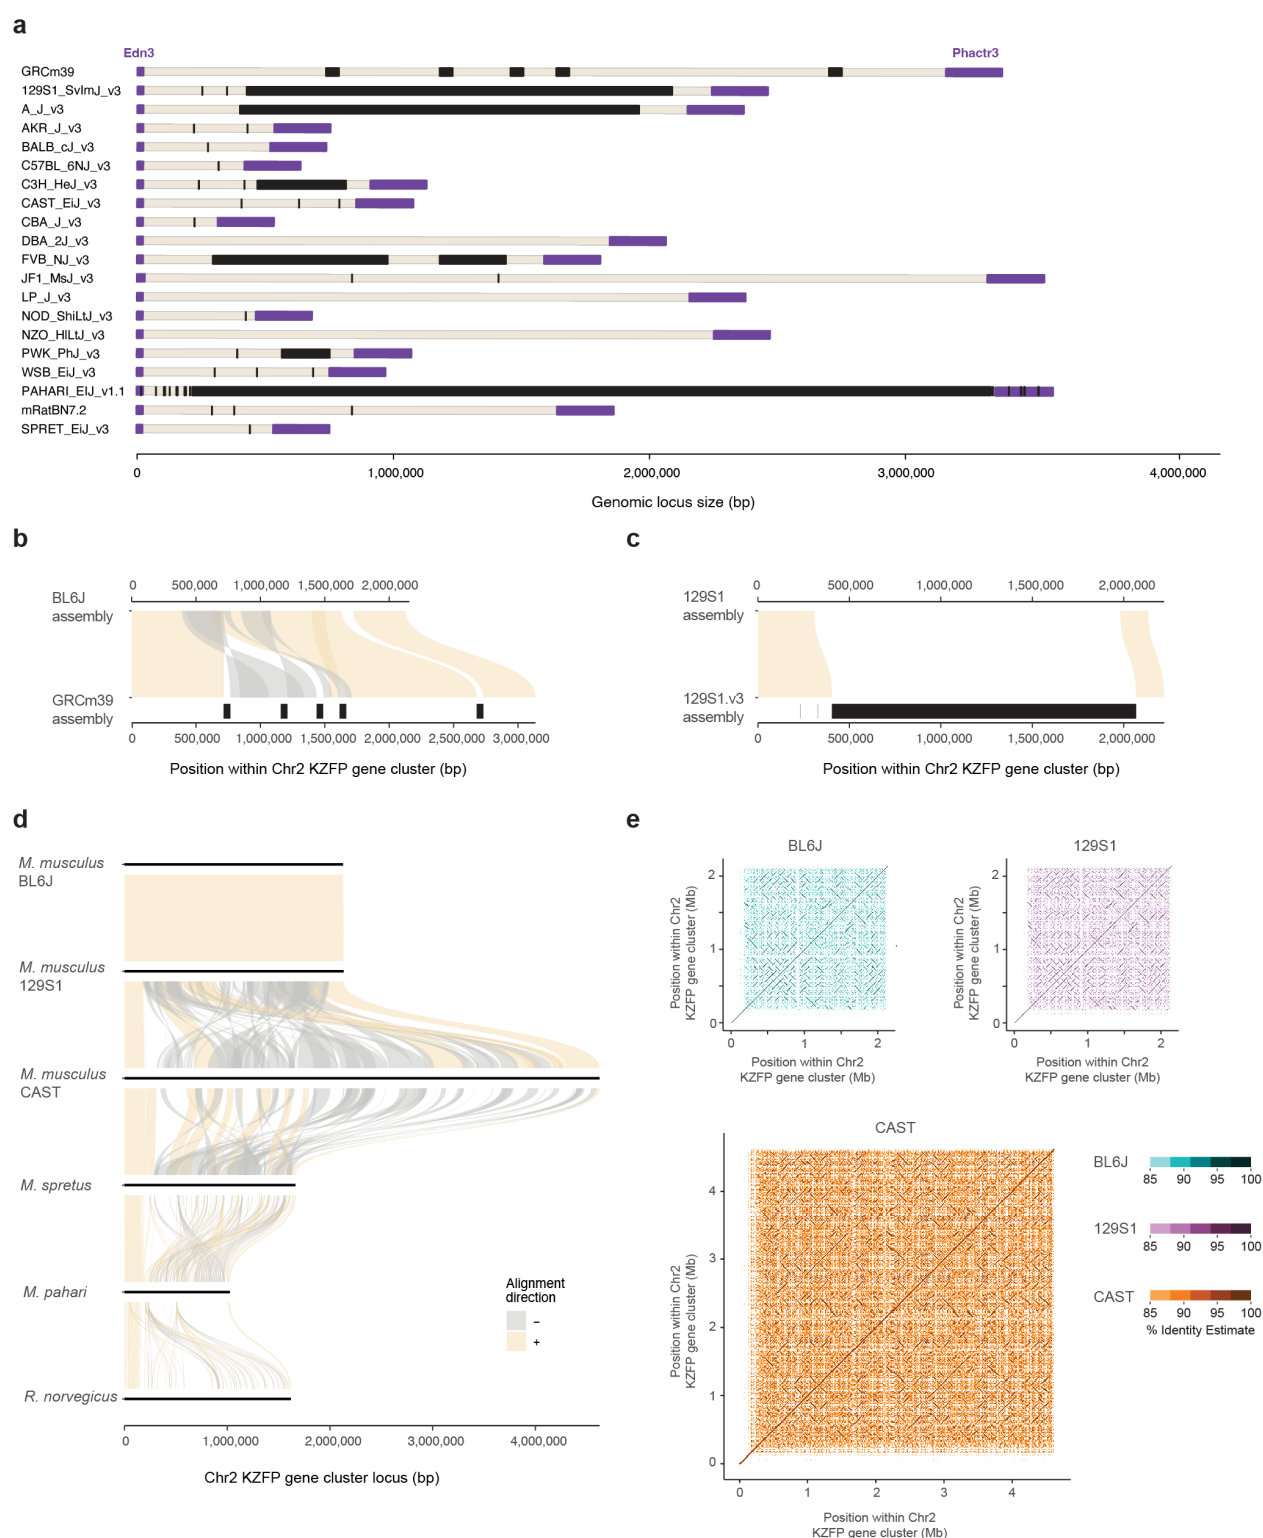

## Supplementary Figure 6. Comparative analysis of the Chr2 KZFP gene cluster.

**a.** Annotation of sequence gaps (black rectangles) in the Chr2 KZFP gene cluster locus in different mouse strains and species, and rat. The genes *Edn3* and *Phactr3* (up- and downstream of the cluster, respectively) are shown in purple. **b.** Comparison of the Chr2 KZFP gene cluster (defined as 1bp downstream of the *Edn3* gene and 1bp upstream of the *Phactr3* gene) in our de novo BL6J assembly with the reference GRCm39 assembly. Gaps in the GRCm39 assembly are indicated in black. **c.** Comparison of the Chr2 KZFP gene cluster (defined as 1bp downstream of the *Edn3* gene and 1bp

upstream of the *Phactr3* gene) in our de novo 129S1 assembly with the available 129S1/SvImJ\_v3 (GCA\_921998555.2) assembly. Gaps in the 129S1.v3 assembly are indicated in black. **d**, Sequence comparison of the Chr2 KZFP gene cluster locus (defined as 1bp downstream of the *Edn3* gene and 1bp upstream of the *Phactr3* gene) between the three strains of *Mus musculus* with *Mus spretus*, *Mus pahari* and *Rattus norvegicus*.

**e**, Self-identity dotplots highlighting patterns of high sequence similarity within the Chr2 KZFP gene cluster in BL6J, 129S1 and CAST mouse strains.

**Supplementary Fig. 7**

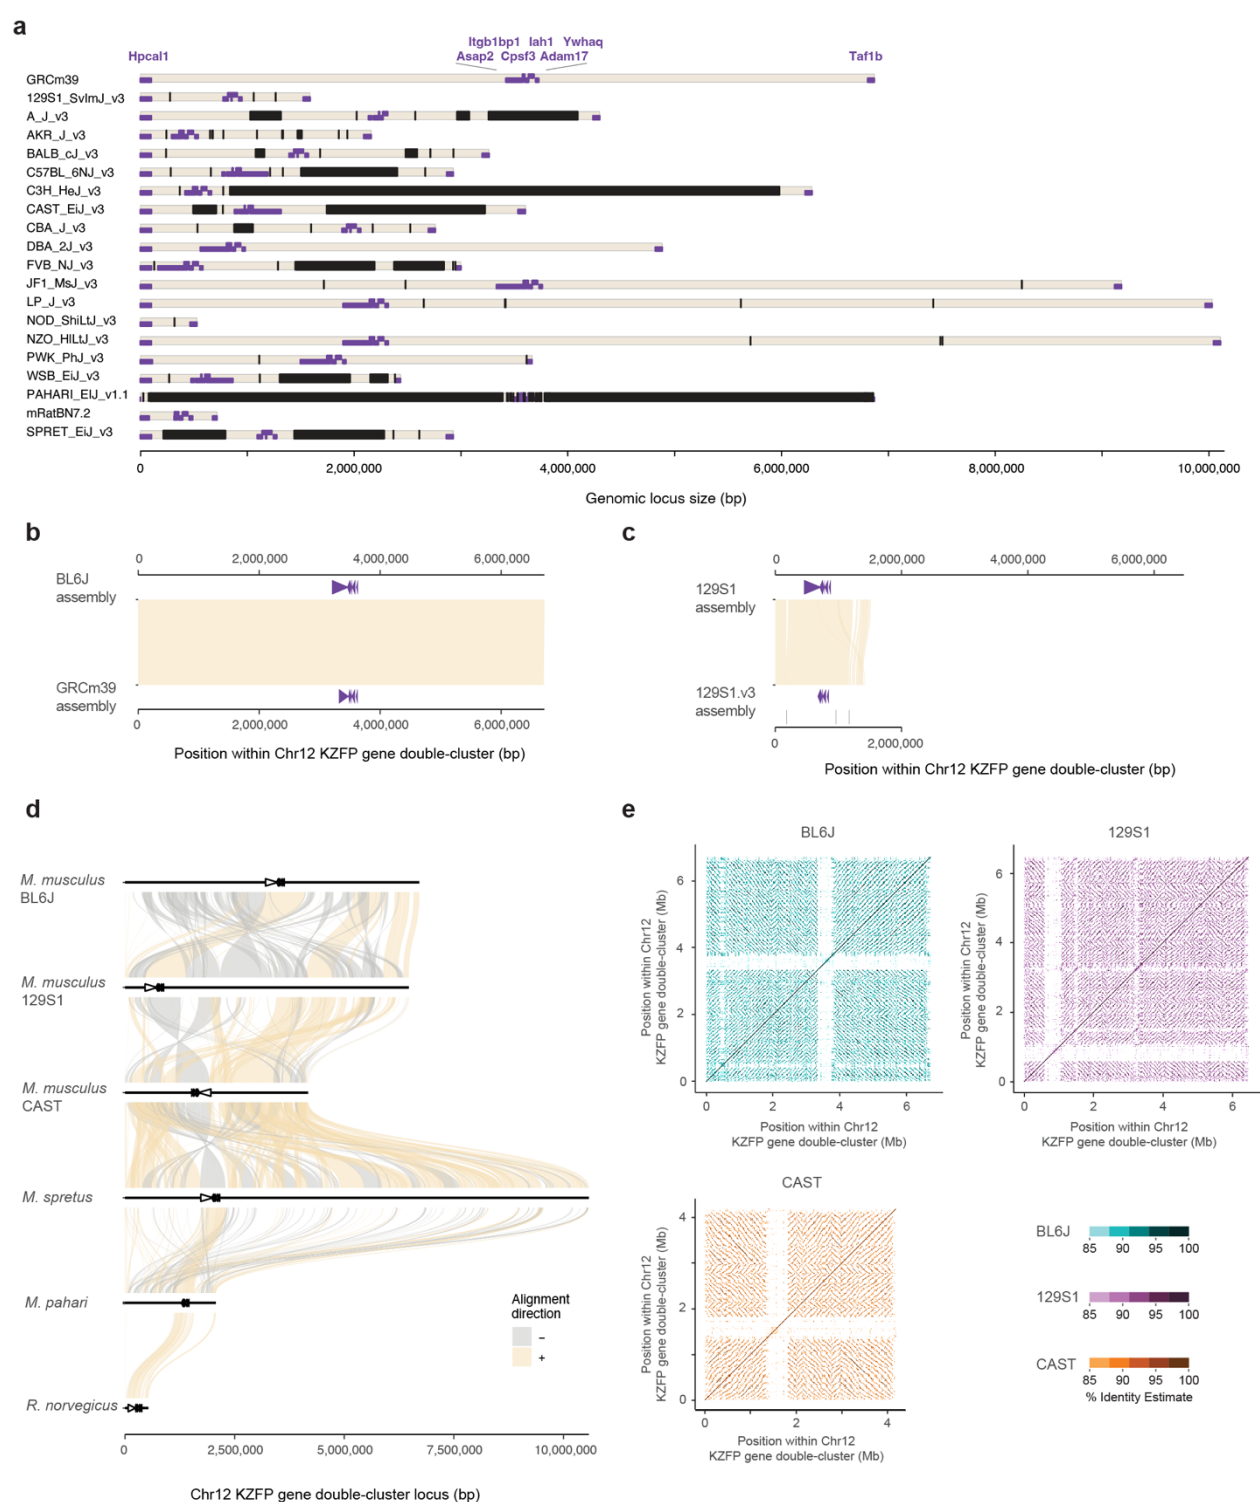

**Supplementary Figure 7. Comparative analysis of the Chr12 KZFP gene double-cluster.**

**a.** Annotation of sequence gaps (black rectangles) in the Chr12 KZFP gene double-cluster locus in different mouse strains and species, and rat. Non-KZFP genes upstream, downstream and between the two clusters are indicated in purple. **b.** Comparison of the Chr12 KZFP gene double-cluster (defined as 1bp downstream of the *Hpcal1* gene and 1bp upstream of the *Taf1b* gene) in our de novo BL6J assembly with the reference GRCm39 assembly. Non-KZFP genes between the two KZFP gene clusters are shown as purple arrow heads. **c.** Comparison of the Chr12 KZFP gene double-cluster (defined as 1bp downstream of the *Hpcal1* gene and 1bp upstream of the *Taf1b* gene) in our de novo

129S1 assembly with the available 129S1/SvImJ\_v3 (GCA\_921998555.2) assembly. Non-KZFP genes between the two KZFP gene clusters are shown as purple arrow heads. Very small gaps annotated in the 129S1.v3 assembly are indicated in black. **d**, Sequence comparison of the Chr12 KZFP gene double-cluster locus (defined as 1bp downstream of the *Hpcall* gene and 1bp upstream of the *Taf1b* gene) between the three strains of *Mus musculus* with *Mus spretus*, *Mus pahari* and *Rattus norvegicus*. Non-KZFP genes between the two KZFP gene clusters are shown as arrow heads. **e**, Self-identity dotplots highlighting patterns of high sequence similarity within the Chr12 KZFP gene double-cluster in BL6J, 129S1 and CAST mouse strains.

Supplementary Fig. 8

a

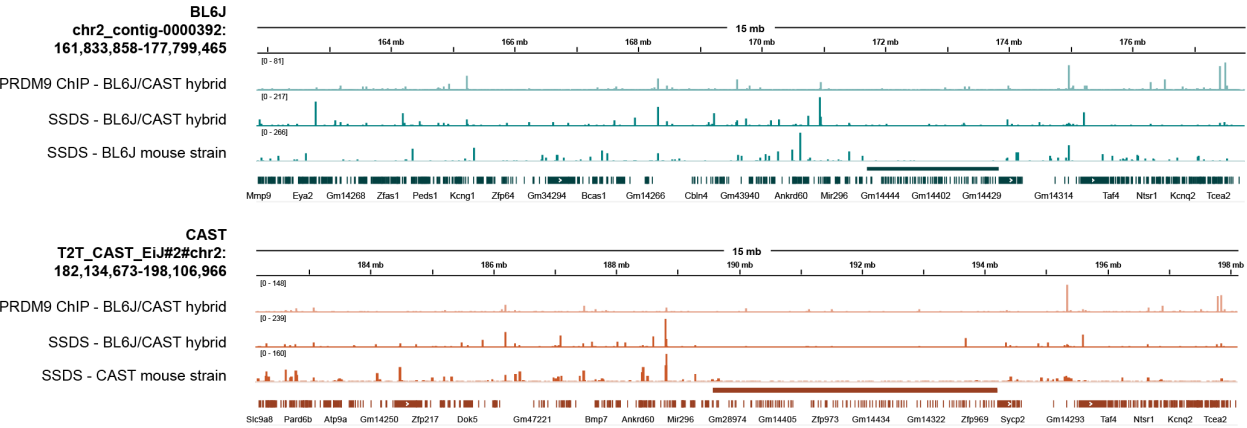

b

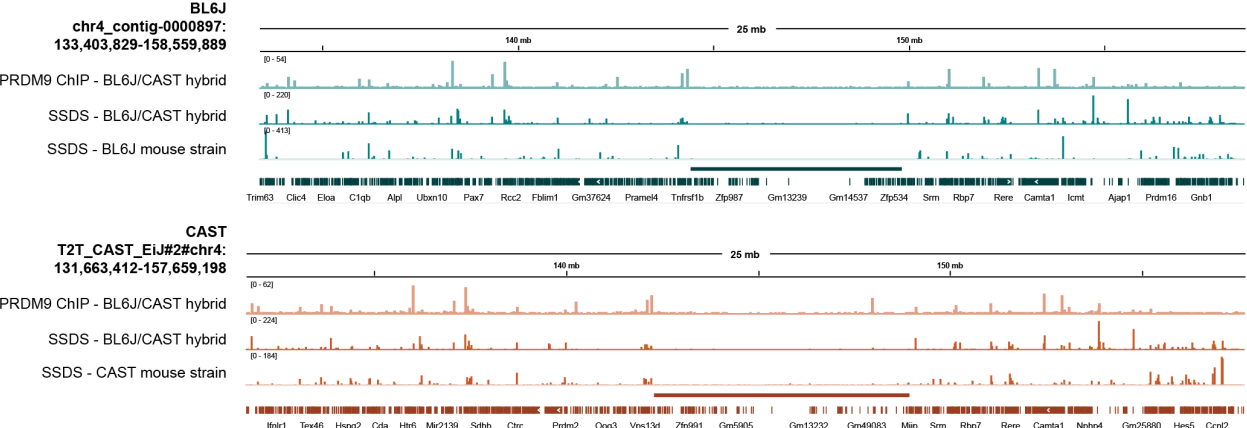

c

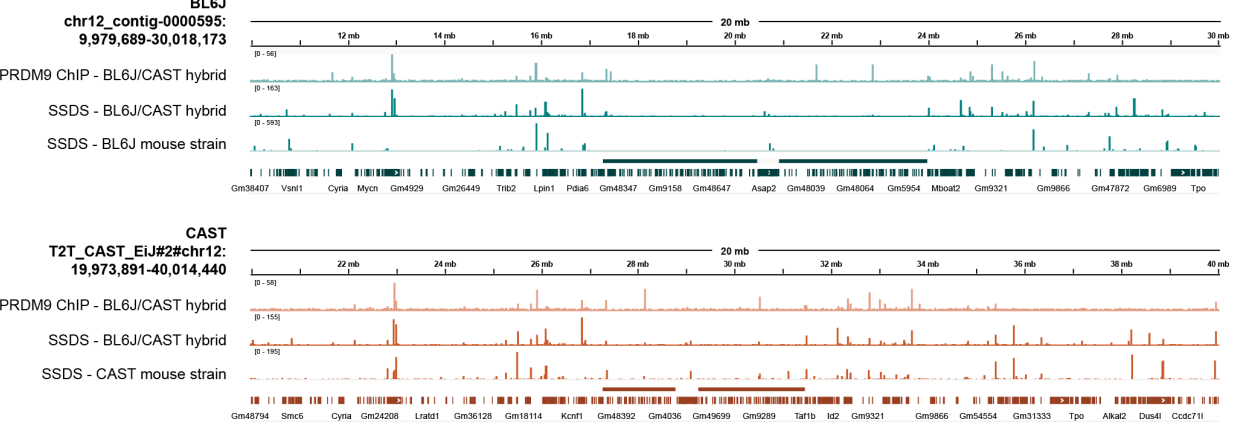

**Supplementary Figure 8. Distribution of PRDM9 and of DMC1-bound single-stranded DNA at young KZFP gene clusters.**  
PRDM9 binding and DMC1-bound single-stranded DNA (SSDS) at the KZFP gene clusters on Chr2 (a), Chr4 (b) and Chr12 (c) and surrounding genomic regions in BL6J and CAST mouse strains. The position of the KZFP gene clusters is indicated as a line above the gene annotation track; liftover of the Gencode M32 gene annotation is shown as gene annotation track.

Supplementary Fig. 9

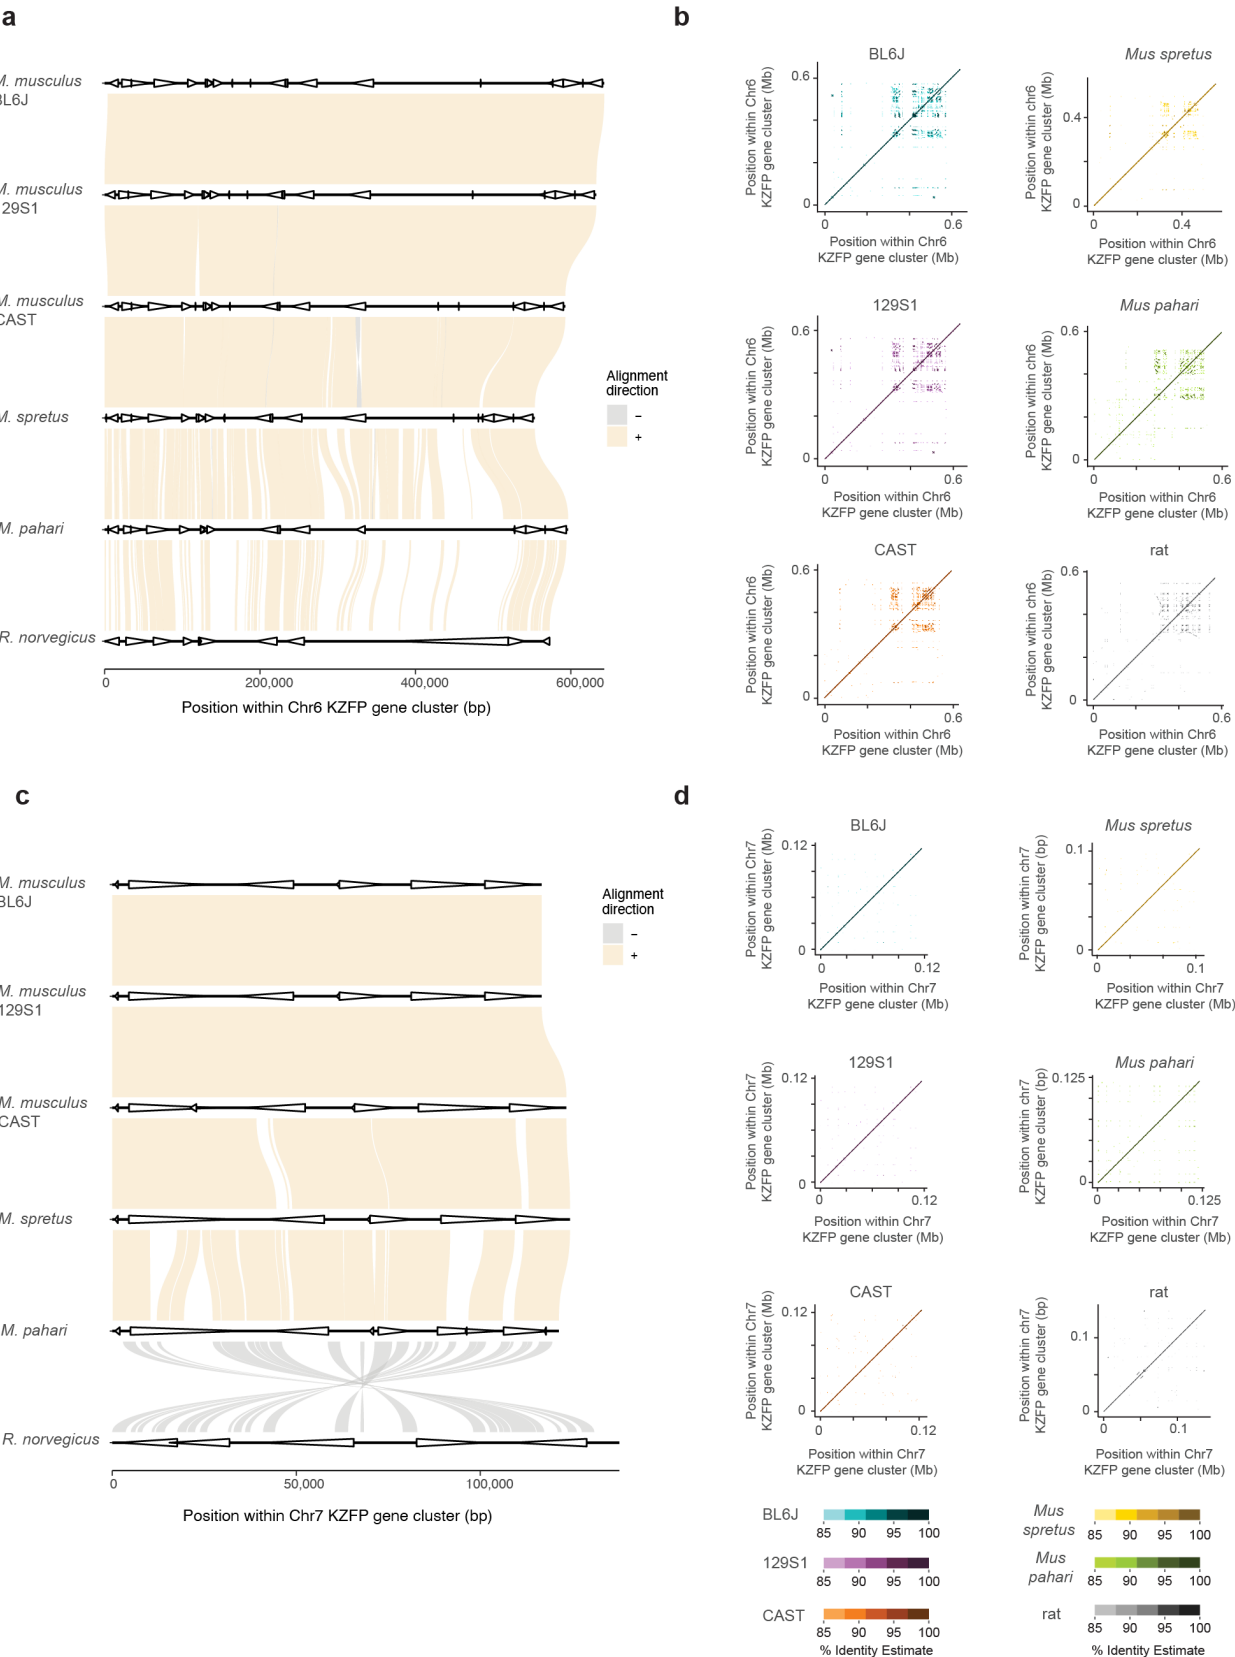

Supplementary Figure 9. Comparative analysis of old KZFP gene clusters on Chr6 and Chr7.

**a**, Sequence comparison of the Chr6 KZFP gene cluster locus between the three strains of *Mus musculus* with *Mus spretus*, *Mus pahari* and *Rattus norvegicus*. Genes in the cluster are shown as arrow heads.

**b**, Self-identity dotplots highlighting patterns of high sequence similarity within the Chr6 KZFP gene cluster in BL6J, 129S1 and CAST mouse strains. **c**, Sequence comparison of the Chr7 KZFP gene cluster locus between the three strains of *Mus musculus* with *Mus spretus*, *Mus pahari* and *nattus Norvegicus*. Genes in the cluster are shown as arrow heads. **d**, Self-identity dotplots highlighting patterns of high sequence similarity within the Chr7 KZFP gene cluster in BL6J, 129S1 and CAST mouse strains.

Supplementary Fig. 10

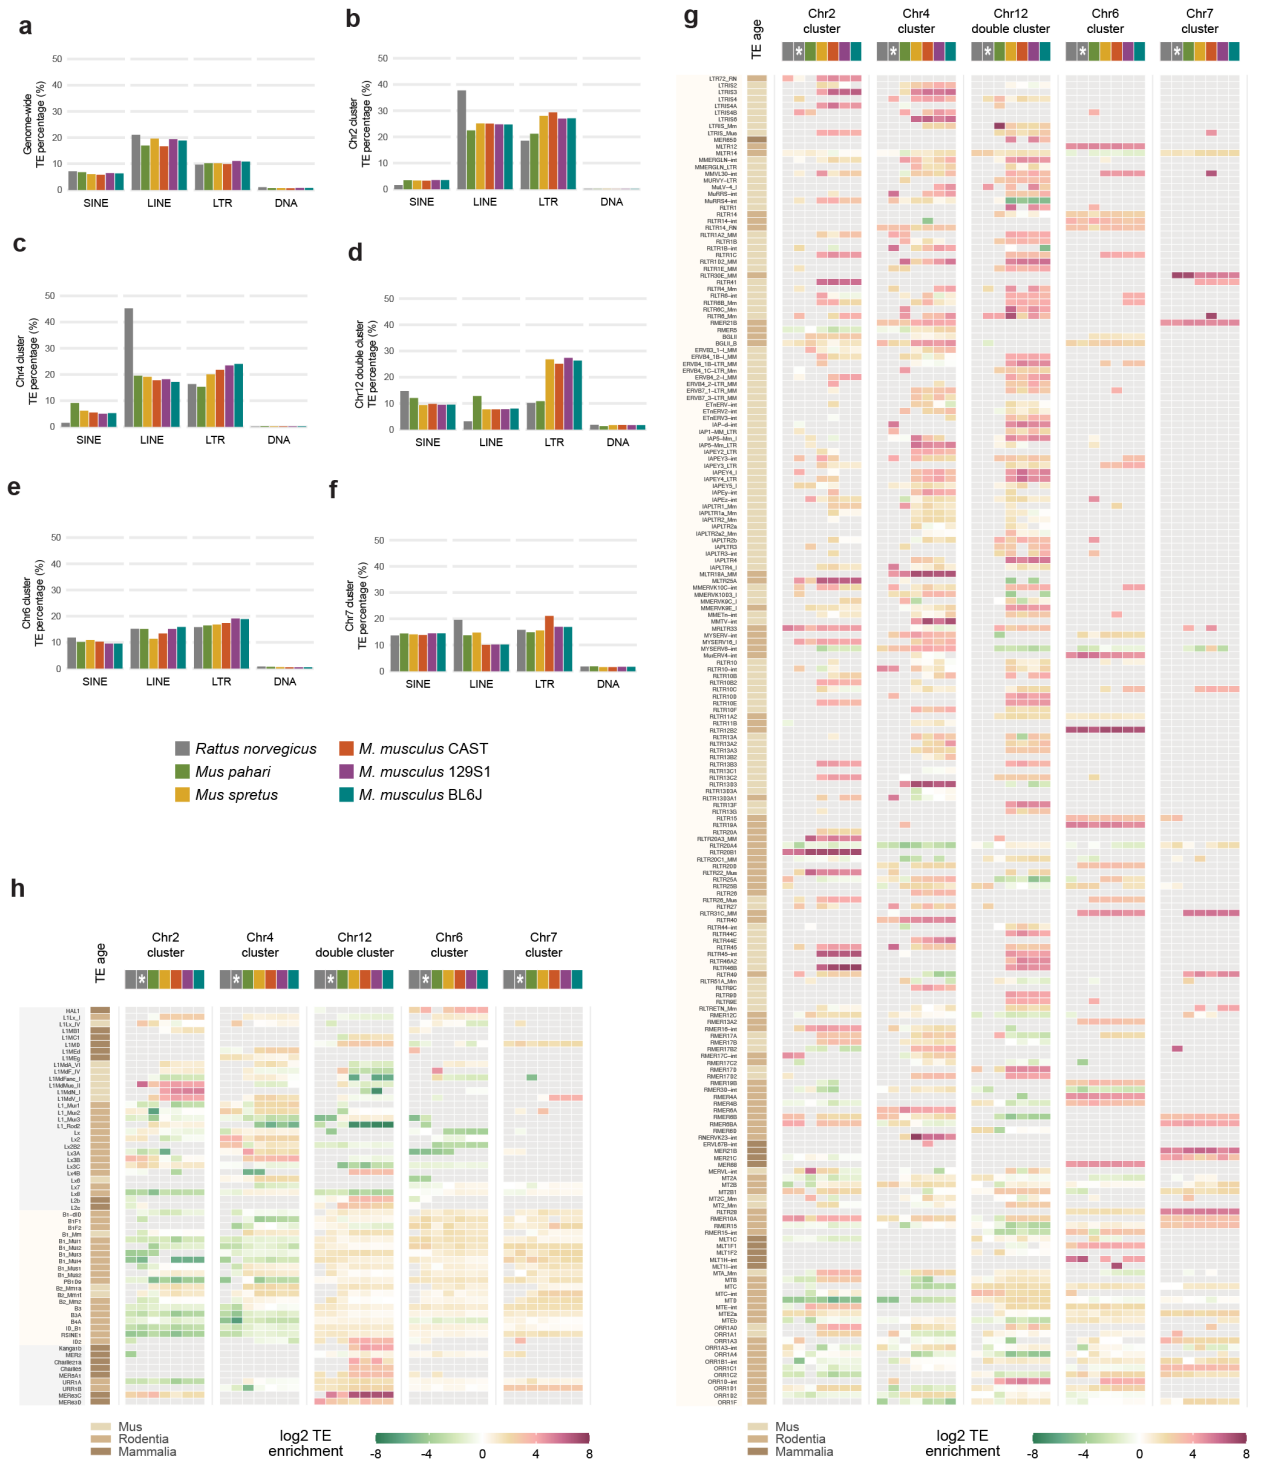

Supplementary Figure 10. TE representation at examined KZFP gene clusters.

**a**, Genome-wide TE representation by class in rat, *Mus pahari*, *Mus spretus* and three *Mus musculus* strains (BL6J, 129S1 and CAST). **b-f**, TE representation by class at KZFP gene cluster loci (from *Mus musculus* locations) at Chr2 (b), Chr4 (c), Chr12 (d), Chr6 (e) and Chr7 (f). **g-h**, Heatmap of enrichment of LTR (g) and LINE, SINE and DNA transposons (h) at the different KZFP gene cluster loci. Enrichment is shown as log2 of the ratio between the percentage of the KZFP gene cluster annotated as the ERV (bp) and the percentage of the whole genome annotated as the ERV (bp). Grey tiles indicate complete absence of the TE family in the corresponding locus. Species and mouse strains are indicated on top of each heatmap following the color legend in (a) as follows: rat in grey,

*Mus pahari* in green, *Mus spretus* in yellow, CAST in orange, 129S1 in magenta and BL6J in teal. For rat, enrichment of TEs annotated in the rat RepeatMasker is shown, together with enrichment of TEs annotated using the mouse repeat library (column is highlighted with a white asterisk). TE conservation is indicated in brown shades (lightest shade indicates TEs only present in the *Mus* lineage, middle shade indicates Rodentia TEs and darkest shade indicates mammalian TEs).

Supplementary Fig. 11

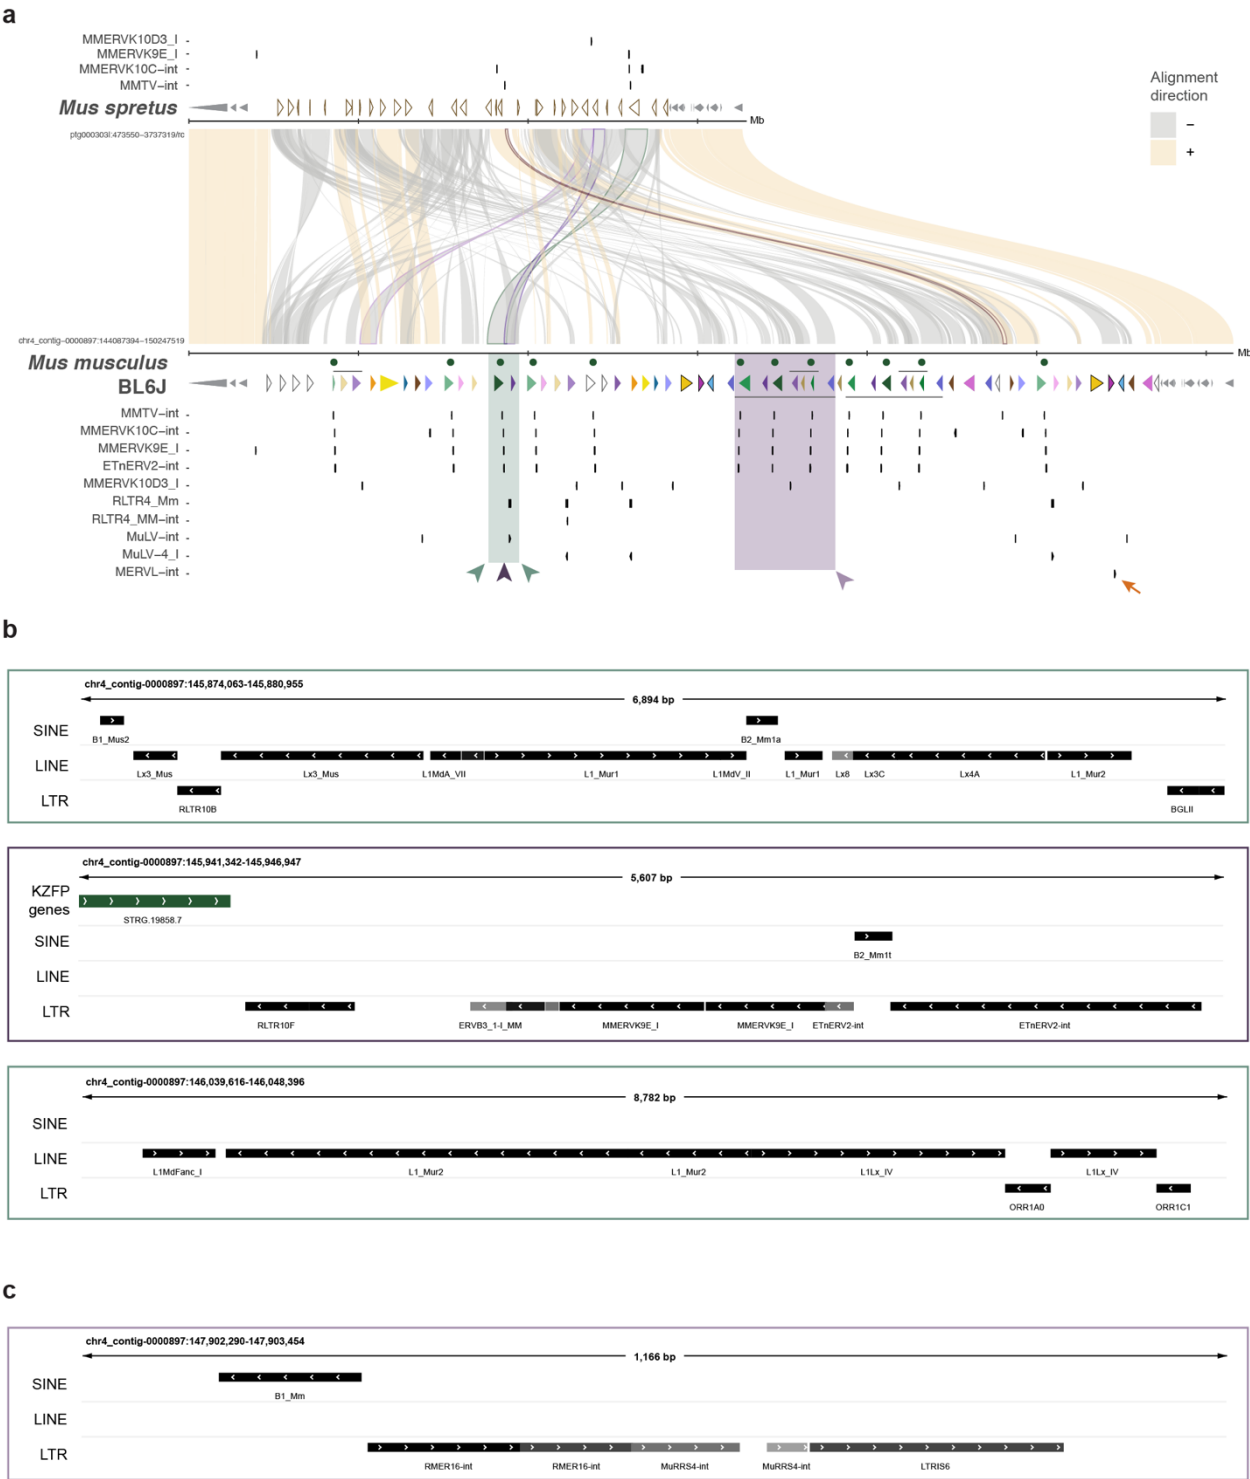

**Supplementary Figure 11. Comparison of BL6J and *Mus spretus* Chr4 KZFP gene clusters highlights ERV duplications and ERV-mediated recombination events.**

**a**, Comparison of the Chr4 KZFP gene cluster locus between *Mus spretus* and BL6J *Mus musculus*. BL6J KZFP genes are color coded as in Figure 4a for comparison, grey genes indicate non-KZFP genes outside of the cluster, while *Mus spretus* KZFP genes have been annotated based on liftoff of the BL6J KZFP gene annotation. ERV integrations of representative subfamilies are also displayed; no integrant of ETnERV2-int, RLTR4\_Mm, RLTR4\_MM-int, MuLV-int, MuLV-4\_I and MERVL-int was found in the *Mus spretus* locus. The unique MERVL-int integration in the BL6J cluster is highlighted

by an orange arrow, like in Figure 4c. Alignments of two original MMTV-int integrations, conserved between *Mus spretus* and BL6J *Mus musculus*, are highlighted in brown (integrant that did not undergo duplication) and in dark green (integrant that underwent multiple duplication events in *Mus musculus*, highlighted by a dark green dot above the BL6J KZFP genes). Lines above and below BL6J KZFP genes highlight different orders of segmental duplication blocks, sharing identical patterns of MMTV-int, MMERVK10C-int, MMERVK9E\_I, ETnERV2-int and MMERVK10D3\_I integrations. Alignment of the initial conserved MMERVK10D3\_I integration is highlighted in light purple, while alignment of the upstream portion of that locus is highlighted in dark purple. **b**, IGV snapshots of the recombination scars at the boundaries of the gene block highlighted by arrow heads at the green region in panel a (top and bottom LINE elements) and between the two KZFP genes in that block (middle chimeric ERV). ERV annotation was validated by unbiased search of the sequence in Dfam database, confirming fusion of the internal region of different ERV subfamilies with high sequence similarity. **c**, Chimeric ERV marking the recombination scar at the downstream boundary of the large duplicated block highlighted by the light purple arrowhead in panel a.

Supplementary Fig. 12

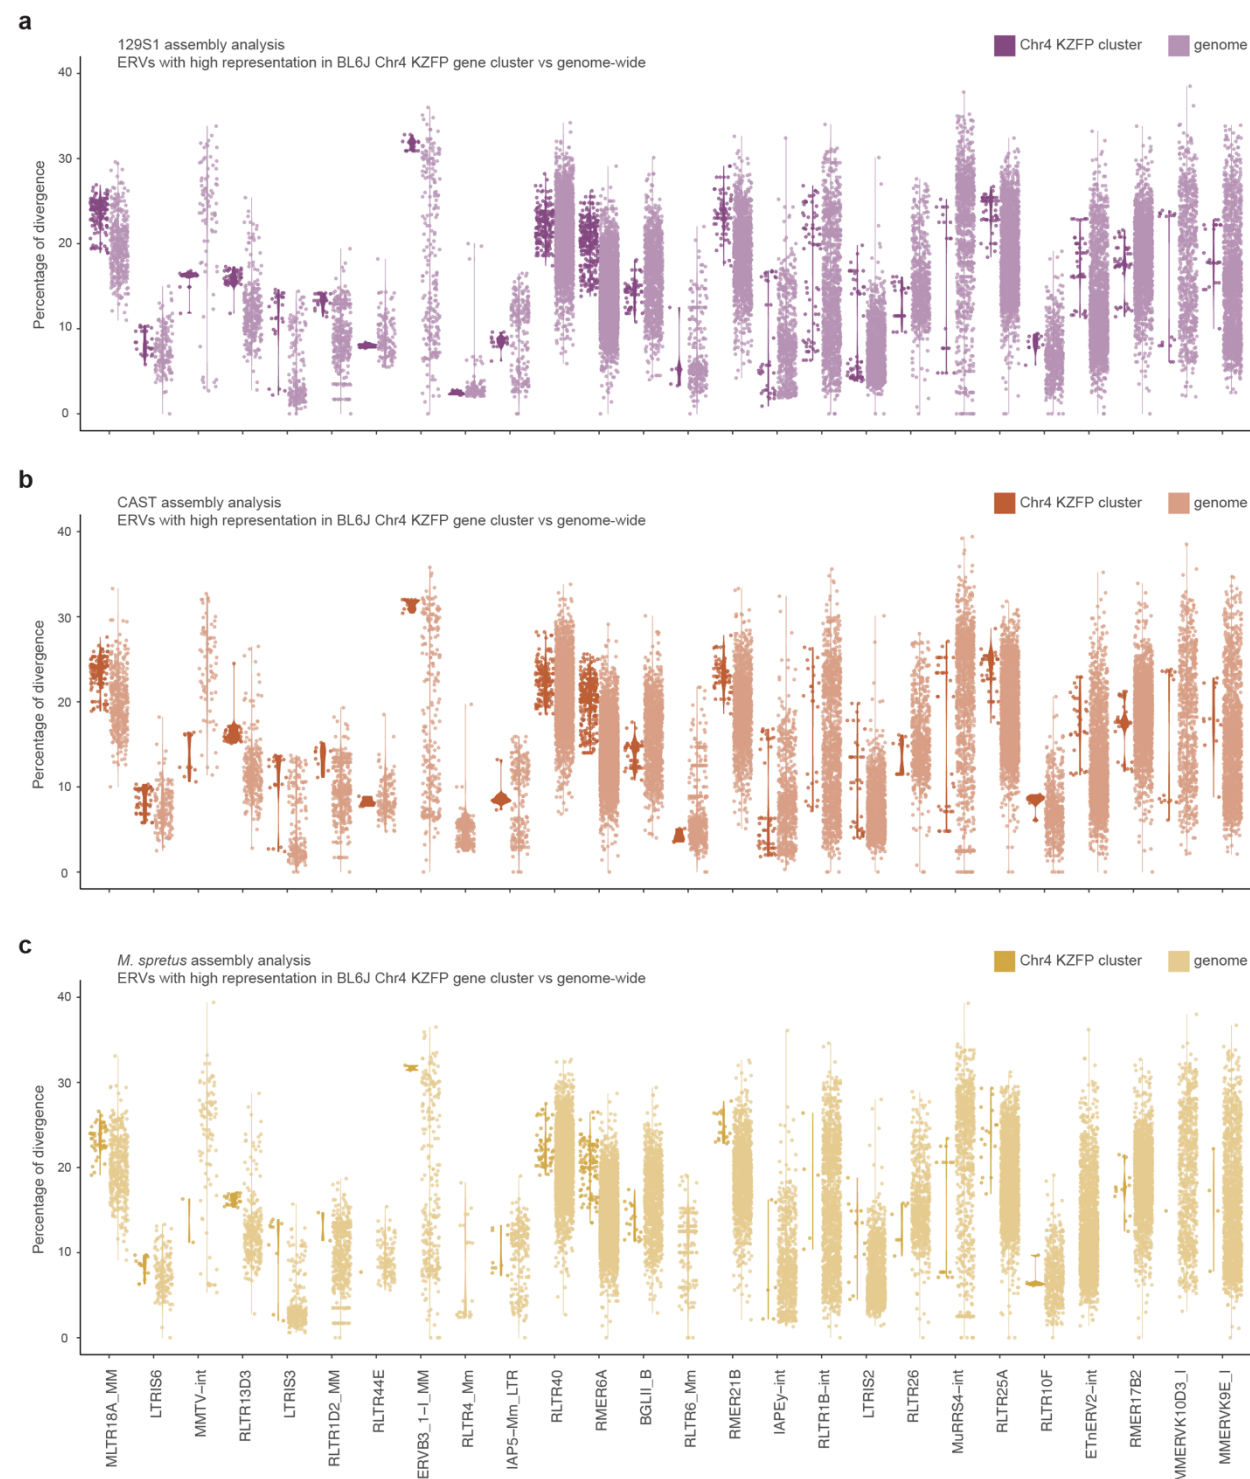

**Supplementary Figure 12. Percentage of sequence divergence of 129S1, CAST and *Mus spretus* ERVs with high representation in the BL6J Chr4 KZFP gene cluster.**

Percentage of divergence to consensus for ERVs from Fig. 5a, shown for the 129S1 (a) and CAST (b) strains, and for *Mus spretus* (c) at the Chr4 KZFP gene cluster locus (darker color) versus genome-wide (lighter color).

Supplementary Fig. 13

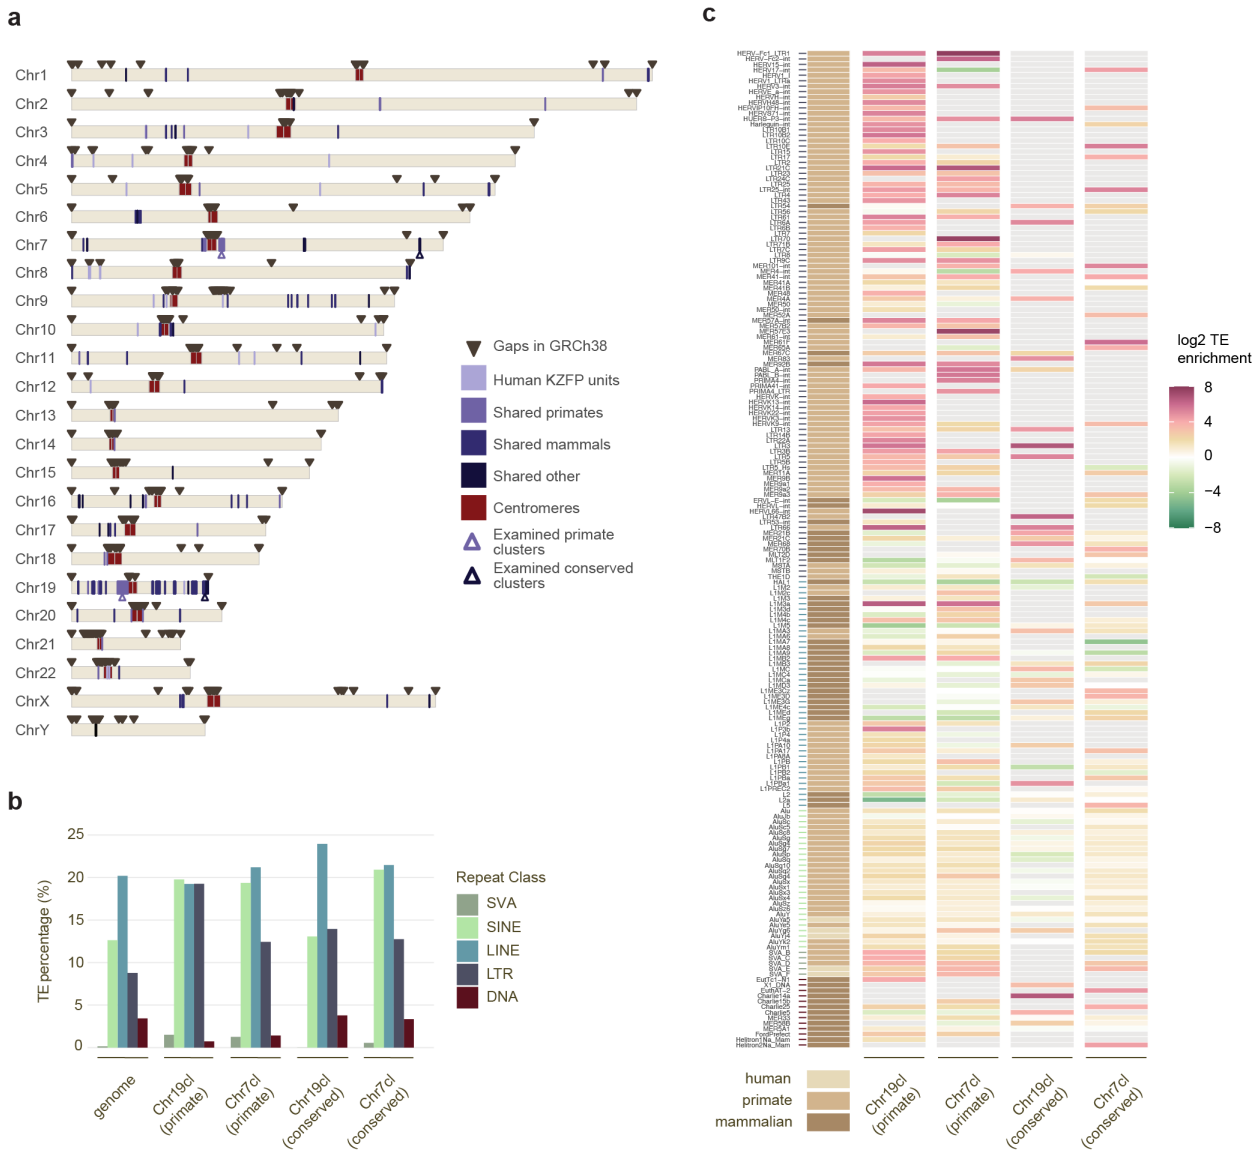

**Supplementary Figure 13. KZFP gene cluster distribution and their TE composition in human.**

**a**, Genomic distribution in the human genome (GRCh38.p14 assembly) of KZFP units, colored by conservation. Assembly gaps are indicated by dark arrow heads above the locus. The position of the KZFP gene clusters examined in this study is highlighted with arrow heads below the loci. The primate cluster on Chr19 represents the largest KZFP gene cluster in the human genome, sized ~4.5Mb, and harboring ZNF91 and ZNF93 genes<sup>53</sup>. The conserved cluster at the end of human Chr19 corresponds to the mouse KZFP gene cluster on Chr7, while the conserved cluster at the end of human Chr7 corresponds to the mouse KZFP gene cluster on Chr6. **b**, TE representation by class genome-wide and at the examined KZFP gene cluster loci in the human genome. **c**, Heatmap of enrichment of TEs sorted by class and family at the different KZFP gene cluster loci in human. Enrichment is shown as log2 of the ratio between the percentage of the KZFP gene cluster annotated as the TE (bp) and the percentage of the whole genome annotated as the TE (bp). Grey tiles indicate complete absence of the TE family in the corresponding locus.

# Supplementary material for: Young KRAB-zinc finger gene clusters are highly dynamic incubators of ERV-driven genetic heterogeneity in mice
**Source:** Nat Commun. 2025 Oct 30;16:9608. doi: 10.1038/s41467-025-64609-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

Supplementary Data 1: Curated annotation of KZFP genes in the Chr4 cluster in BL6J, 129S1 and CAST mouse strains.

Supplementary Data 2: Zinc fingerprint arrays of coding KZFP genes in the Chr4 cluster in BL6J, 129S1 and CAST mouse strains.

Supplementary Data 3: TE content and enrichment at examined KZFP gene clusters in rat, *Mus pahari*, *Mus spretus*, *Mus musculus* (BL6J, 129S1 and CAST strains) and *Homo sapiens*.

Supplementary Data 4: Percentage of divergence of LTR elements in BL6J, 129S1 and CAST strains, and *Mus spretus*.

Supplementary Data 5: Enrichment analysis of BL6J Chr4cl KZFP ChIP-seq peaks over TEs.

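In Supplementary Data 5, each entry sets 1 KZFP against 1 TE. The observed overlap is the number of that KZFP's peaks on annotated copies of the TE, and the expected overlap is the mean over random placements of the same peaks on the genome. The ratio of observed to expected overlaps is the enrichment, and the Z-score gives the distance of the observed overlap from the mean of the placements in units of their spread. A KZFP with few peaks can have a high ratio from a small number of overlaps.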

Supplementary Data 6: Summary of BL6J Chr4cl KZFPs' binding preferences: target TEs and sequence motifs.

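Supplementary Data 6 holds 50 KZFPs, of which 42 have a peak list analysed here and 8 come from published data. It gives for each the fingerprint array and whether 129S1 and CAST have an identical one. Over the 42 KZFPs there are 32 distinct arrays, and 5 of the arrays are shared by 2 or more KZFPs, 15 KZFPs in all. The top bound TEs were chosen from the permutation test and by inspection of reads aligned to repeat consensus sequences, so a TE that passes the permutation test alone need not be listed. Motifs come from 3 sources. MEME uses the sequence under the peaks alone, the recognition code uses the amino acids of the zinc fingers alone, and RCADE combines both. A MEME motif is listed for 38 of the 42 KZFPs and an RCADE motif for 22 of these.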

# Supplementary material for: Young KRAB-zinc finger gene clusters are highly dynamic incubators of ERV-driven genetic heterogeneity in mice
**Source:** Nat Commun. 2025 Oct 30;16:9608. doi: 10.1038/s41467-025-64609-2
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>PacBio circular consensus sequence (CCS)/HiFi reads were generated off-instrument from the initial subread data from each SMRTCell using the pb_ccs workflow (ccs version 6.3.0) within PacBio SMRTLink version 11.0.0.146107.</p> <p>ONT sequencing was performed on ONT FLO-PRO002 and FLO-MIN106 flowcells; basecalling was done on instrument using Guppy v6.3.9, or Guppy v6.4.6 in high-accuracy mode.</p> <p>PacBio Iso-Seq was performed on a Sequel IIe sequencer (Pacific Biosciences) running instrument control software version 11.0.0.144466 and a movie collection time of 25 hours per SMRTCell with 2hr pre-extension. CCS/HiFi reads were generated from the initial subread data using the pb_ccs workflow (ccs v.6.3.0) within PacBio SMRTLink version 11.0.0.146107.</p>                                                                                                                                                                                                                         |
| Data analysis   | <p>Phylogenetic trees were generated using TimeTree and downloaded in Newick format.</p> <p>For de novo assemblies, the following tools were used: Canu, Verkko and hifiasm.</p> <p>BUSCO v5.4.7 was used to assess assembly completeness.</p> <p>For sequence alignments the tools lastz and minimap2 were used.</p> <p>MUMmer v 4.0.1 was used for alignment and SNP identification between BL6J assemblies.</p> <p>For multiple sequence alignments the tools Clustal omega and MAFFT were used.</p> <p>RepeatMasker v4.1.5 was used for repeat annotation.</p> <p>Liftoff was used to lift known gene annotation from GRCm39 over other assemblies.</p> <p>LIMA v.2.7.1 and IsoSeq3 v.3.8.2 were used to process and analyze PacBio Iso-Seq data.</p> <p>STAR v.2.7.10b was used to align RNA-seq reads.</p> <p>StringTie v.2.2.1 was used for de novo transcript assembly.</p> <p>Integrative Genome Viewer and Snapgene softwares were used to navigate through data and for manual inspection of transcripts.</p> |

To analyze ChIP-seq data, the following tools were used: fastQC v0.12.1, BWA v0.7.17, SAMtools v1.19, deepTools v3.5.4, khmer v2.1.1, MACS2 v2.2.7.1, BEDTools v2.31.1, MEME suite v5.5.5. The tools RCADE (Najafabadi et al, Bioinformatics, 2015) and the Zinc Finger Recognition Code (ZiFRC) (Najafabadi et al, Briefings in Bioinformatics, 2012) were used for KZFP target motif analysis. Data tables analysis and plots were generated in RStudio, using the following R packages: readr 2.1.5, dplyr 1.1.4, stringr 1.5.1, karyoploter 1.28.0, ggtree 3.10.1, svbyeye 0.99.0, phangorn 2.12.1, ape 5.8, regioneR 1.34.0, ggplot2.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw data generated in this study has been deposited in the SRA database under the BioProject PRJNA1219187 [https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA1219187]. The ChIP-seq data generated in this study, together with the corresponding processed data files (normalized bigwig coverage files and peak files), has been deposited as a GEO series in the NCBI GEO database under accession number GSE292055 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292055].

The Mus musculus C57BL/6J de novo assembly after contig filtering and strand correction generated in this study has been deposited at DDBJ/ENA/GenBank under the accession JBPRBH000000000; the version described in this paper is version JBPRBH010000000 [https://www.ncbi.nlm.nih.gov/nucleotide/JBPRBH000000000]. The Mus musculus 129S1/SvImJ de novo assembly after contig filtering and strand correction generated in this study has been deposited at DDBJ/ENA/GenBank under the accession JBPRBI000000000; the version described in this paper is version JBPRBI010000000 [https://www.ncbi.nlm.nih.gov/nucleotide/JBPRBI000000000]. The Mus spretus SPR2 de novo assembly generated in this study has been deposited at DDBJ/ENA/GenBank under the accession JBQVYN000000000; The version described in this paper is version JBQVYN010000000 [https://www.ncbi.nlm.nih.gov/nucleotide/JBQVYN000000000].

The raw data used to generate the Mus pahari assembly is available in the SRA database under the BioProject PRJNA966193 [https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA966193].

The RNA-seq data used in this study are available in the SRA database under the BioProject PRJNA923323 [https://www.ncbi.nlm.nih.gov/bioproject/PRJNA923323]. Additional KZFP ChIP-seq data used in this study are available as a GEO series in the NCBI GEO database under accession number GSE115287 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115287].

The T2T C57BL/6J assembly used in this study is available in the NCBI Genome database under the GenBank accession number GCA\_964188535.1 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCA\_964188535.1/]. The T2T CAST/EiJ assembly used in this study is available in the NCBI Genome database under the GenBank accession number GCA\_964188545.1 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCA\_964188545.1/].

The PRDM9 ChIP-seq data used in this study is available in the SRA database under accession number SRX689499 [https://www.ncbi.nlm.nih.gov/sra/?term=SRX689499]. The DMC1 SSDS data used in this study is available in the GEO database as GEO series GSE75419 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75419].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to predetermine sample size.                                                                                                                                                                                                                                                                    |
| Data exclusions | No data was excluded from the analysis. Any filtering of processed data during analysis (contigs and ChIP-seq peaks) is explained in the methods section of the article and in the ChIP-seq section of this report.                                                                                                              |
| Replication     | PacBio HiFi and ONT whole genome sequencing were performed using multiple libraries generated from the same genomic DNA prep, to reach a minimum of 30x genome coverage. All other sequencing experiments were performed in one replicate, with the only exception of 4 independent replicates of negative control for ChIP-seq. |
| Randomization   | No randomization was performed.                                                                                                                                                                                                                                                                                                  |
| Blinding        | The investigators were not blinded during data acquisition or analysis as this is not required for the experiments performed in this study.                                                                                                                                                                                      |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-H3K4me3 (Abcam ab8580)<br>anti-H3K9me3 (Abcam ab8898)<br>anti-HA tag (Abcam, ab9110)                                                                                                                                                                                                                                              |
| Validation      | Anti-H3K4me3 (Abcam ab8580) and anti-H3K9me3 (Abcam ab8898) are widely used antibodies to address these common histone marks by ChIP-seq and validation is shown on the manufacturer website. Anti-HA tag (Abcam, ab9110) is also a widely used antibody for ChIP-seq experiments and validation is shown on the manufacturer website. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | BL6J/129S1 F1 hybrid mouse embryonic stem cells (XY) were blastocyst derived from a cross between a female BL6J and a male 129S1 mouse. Cells were tested for karyotype stability by mitotic chromosome spreading and counting.<br>BL6J/CAST F1 hybrid mouse embryonic stem cells (XY) were blastocyst derived from a cross between a male BL6J and a female CAST mouse, and described in Francis et al. 2025.<br>HGTC8 mESCs (XY) were obtained from Jun Cheng, who derived this cell line in the lab of Dr. Lisa Garrett (Cheng et al. 2004).<br>F9 Embryonic carcinoma cells were purchased from ATCC (CRL-1720). |
| Authentication                                                       | Cell lines used in this study were not authenticated.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Mycoplasma contamination                                             | Cell lines were tested for mycoplasma contamination at the beginning of the project in a PCR-based assay and tested negative.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The following mouse strains were used in this study: C57BL/6J (JAX #000664), 129S1/SvImJ (JAX #002448) and SPR2 Mus spretus (RIKEN RBRC00208). Adult mice (between 2 and 6 months of age) were used in this study. All mouse procedures had been reviewed and approved by the National Institute of Child Health and Human Development (NICHD) Animal Care and Use Committee (ACUC) at the National Institutes of Health (ASP#: 24-026). |
| Wild animals            | No wild animal was used in this study.                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | Sex of the animals sequenced has been reported in the methods section of the study.                                                                                                                                                                                                                                                                                                                                                      |
| Field-collected samples | No field-collected sample was used in this study.                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | All animal studies were performed in accordance with NIH institutional guidelines.                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                |
|-----------------------|----------------|
| Seed stocks           | Not applicable |
| Novel plant genotypes | Not applicable |
| Authentication        | Not applicable |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA1219187">https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA1219187</a><br><a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292055">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE292055</a> |
| Files in database submission                                       | All raw sequencing data generated in this study has been deposited on SRA.<br>All processed data files for ChIP-seq experiments performed in this study (normalized bigwig and filtered peak files) have been deposited on GEO.                                                |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Normalized bigwigs of histone ChIP in C57BL/6J mESCs and of KZFP ChIP (ChIP/input) are accessible at the following link:<br><a href="https://genome.ucsc.edu/s/melbruno/Bruno_et_al_KZFP">https://genome.ucsc.edu/s/melbruno/Bruno_et_al_KZFP</a>                              |

### Methodology

|                  |                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates       | Experiments were performed in one replicate, except for negative control samples (4 independent samples)                                                                                                                                                                                                                                                                                                                                    |
| Sequencing depth | Sample / number of reads<br>HGTC8_H3K4me3_ChIP 61590662<br>HGTC8_H3K9me3_ChIP 61812935<br>HGTC8_input 95924000<br>input_KZFP_ChIP_batch1 92092654<br>EV_control_rep1_KZFP_ChIP_batch1 63526220<br>Zfp978_ChIP_batch1 56946438<br>Zfp979_ChIP_batch1 43884017<br>Zfp982_ChIP_batch1 90444759<br>input_KZFP_ChIP_batch2 37852348<br>EV_control_rep2_KZFP_ChIP_batch2 40424371<br>Zfp6001_ChIP_batch2 31034661<br>Zfp6002_ChIP_batch2 32092423 |

Zfp6003\_ChIP\_batch2 44450315  
 input\_KZFP\_ChIP\_batch3 30445204  
 Zfp981\_ChIP\_batch3 49082269  
 Zfp986\_ChIP\_batch3 44719463  
 Zfp988\_ChIP\_batch3 47509817  
 Zfp992\_ChIP\_batch3 76584651  
 Zfp993\_ChIP\_batch3 52659585  
 Zfp\_MB003\_ChIP\_batch3 22816123  
 Zfp\_MB004\_ChIP\_batch3 39452335  
 Zfp\_MB005\_ChIP\_batch3 25412816  
 Zfp\_MB010\_ChIP\_batch3 22929111  
 Zfp\_MB011\_ChIP\_batch3 68495599  
 Zfp\_MB012\_ChIP\_batch3 38165491  
 Zfp\_MB013\_ChIP\_batch3 59566965  
 Zfp\_MB014\_ChIP\_batch3 38480625  
 input\_KZFP\_ChIP\_batch4 20902201  
 EV\_control\_rep3\_KZFP\_ChIP\_batch4 52869454  
 EV\_control\_rep4\_KZFP\_ChIP\_batch4 67796888  
 Gm21411\_ChIP\_batch4 25203004  
 Rex2\_ChIP\_batch4 19634387  
 Zfp268\_ChIP\_batch4 68998342  
 Zfp600\_ChIP\_batch4 23993481  
 Zfp980\_ChIP\_batch4 37893209  
 Zfp\_MB001\_ChIP\_batch4 58477055  
 Zfp\_MB015\_ChIP\_batch4 42348553  
 Zfp\_MB016\_ChIP\_batch4 43051297  
 Zfp\_MB018\_ChIP\_batch4 53836906  
 Zfp\_MB020\_ChIP\_batch4 62624180  
 Zfp\_MB021\_ChIP\_batch4 76878920  
 Zfp\_MB022\_ChIP\_batch4 63811448  
 Zfp\_MB023\_ChIP\_batch4 42550510  
 Zfp\_MB024\_ChIP\_batch4 29451442  
 Zfp\_MB025\_ChIP\_batch4 36466527  
 Zfp\_MB026\_ChIP\_batch4 45969817  
 Zfp\_MB027\_ChIP\_batch4 24908319  
 Zfp\_MB028\_ChIP\_batch4 38070834  
 Zfp\_MB029\_ChIP\_batch4 31392157  
 Zfp\_MB031\_ChIP\_batch4 31098000  
 input\_KZFP\_ChIP\_batch5 51575538  
 Zfp\_MB035\_ChIP\_batch5 63196935  
 Zfp\_MB036\_ChIP\_batch5 59142420  
 Zfp\_MB037\_ChIP\_batch5 47633185

## Antibodies

anti-H3K4me3 (Abcam ab8580)  
 anti-H3K9me3 (Abcam ab8898)  
 anti-HA tag (Abcam, ab9110)

## Peak calling parameters

Reads were aligned to the *Mus musculus* GRCm39 reference genome assembly (GCF\_000001635.27) for all the KZFP ChIP-seq experiments, using the Burrows-Wheeler Alignment (BWA) tool v0.7.17 (bwa aln and bwa sampe commands, default settings). Sam files were then converted into bam files with SAMtools v1.19, while removing eventually unmapped and duplicated reads, and retaining only primary alignments (samtools view -F 0x4,0x400,0x100,0x800 -b -h file.sam > file.bam). Bam files were sorted and indexed with SAMtools and converted to bigwig normalized to 1x genome coverage (RPGC normalization) for each sample with deepTools v3.5.4 (bamCoverage --bam file.bam -o file.bw -of bigwig --binSize 10 --effectiveGenomeSize 2521902382 --normalizeUsing RPGC --extendReads 200). ChIP bigwigs were further normalized by the input of the respective batch using deepTools (bigwigCompare -b1 ChIP.bw -b2 input.bw -o ChIP\_input\_ratio.bw -of bigwig --operation ratio --skipZeroOverZero --binSize 10). The same analysis strategy was used also to analyze the H3K4me3 and H3K9me3 ChIP-seq data from HGTC8 cells. To generate bigwig normalized to 1x genome coverage for reads aligned to the de novo BL6J or CAST assembly, we used --effectiveGenomeSize 2525297504 or 2630722264, respectively, calculated using the unique-kmers.py command of the tool khmer v2.1.1 (with -k 200). Peaks from the KZFP ChIP-seq experiments were called using MACS2 v2.2.7.1 (macs2 callpeak -t ChIP.bam -c input.bam -f BAMPE -g 2521902382). Peaks with even 1bp overlap with peaks called in any of the negative control replicate samples were removed. Peaks were further filtered to only retain the ones with qValue ≤ 0.01 and fold enrichment over input of 10. For the samples that retained less than 20 peaks, fold enrichment over input of 5 was used as cutoff.

## Data quality

Read quality was assessed with the FastQC tool.

## Software

To analyze ChIP-seq data, the following tools were used: fastQC v0.12.1, BWA v0.7.17, SAMtools v1.19, deepTools v3.5.4, khmer v2.1.1, MACS2 v2.2.7.1, BEDTools v2.31.1, MEME suite v5.5.5.

How the deposited data were processed for this re-analysis (not part of the article)

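The deposited files are lists of ChIP-seq peaks of 42 KZFPs encoded in the BL6J Chr4 cluster, each over-expressed with an HA tag in F9 mouse embryonal carcinoma cells. Each list comes from 1 library. The labels hold 54 samples, of which 12 have no file used here: 4 empty vector controls, 5 mixed inputs (1 per batch) and 3 libraries of HGTC8 mouse embryonic stem cells. The KZFP and the batch of each sample were taken from the labels and the read numbers from the Reporting Summary. The libraries held 43.9 M to 90.4 M reads in batch 1 (1 M is 1000000 reads), 31.0 M to 44.5 M in batch 2, 22.8 M to 76.6 M in batch 3, 19.6 M to 76.9 M in batch 4 and 47.6 M to 63.2 M in batch 5.

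The authors aligned paired reads of 100 bp to GRCm39 with BWA (aln and sampe) and retained 1 of several equally good alignments at random. They removed unmapped, duplicate and non-primary reads and called peaks in each library with MACS2 against the mixed input of its batch. Peaks with any overlap with a peak of any empty vector control were removed, and a cutoff on the q value and on the fold enrichment was applied. The submitters' processing notes name BWA, MACS2 2.2.7.1, SAMtools 1.19 and deepTools 3.5.4. Each deposited peak has a fold enrichment over input, which is a ratio computed by MACS2. The authors' files also give each peak's -log10 p and -log10 q from MACS2, the position of its summit and a display score that the authors' peak caller derives from -log10 q. The fold enrichment and the -log10 q were used to rank and filter peaks within a list. A deposited fold is relative to the input of its own batch, and it was tested between lists only as the median fold of the lists without a top TE and of the others, a test that does not take the batch into account. Folds of single peaks are printed as the authors' values and are not on 1 scale between batches. The display score and -log10 p entered no result.

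The lists name chromosomes by their assembly accessions, which were translated to chromosome numbers by hand from their standard order. The translation was checked with the motifs. Over 24751 summit windows of KZFPs with a motif, 29.5% held the motif with the chromosomes as translated and 0.00404% with the chromosomes rotated by 1. No peak ran past the end of its chromosome. Sequences came from GRCm39 and genes from the GENCODE annotation of GRCm39. Peaks on scaffolds (37) were left out where sequence, genes or intervals were needed.

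The proviruses of Fig. 6b and Fig. 6c were taken from the windows printed in those panels, with the LTRs found as the longest direct repeat. Windows of 200 bp around the summits were aligned to their internal regions and to the LTR of the second with blastn 2.17.0. A peak counted when at least 100 bp aligned at 80% identity or more. The same was done for 1000000 random positions on the chromosomes outside gaps, from which 1000 placements of each list were drawn. The test is one-sided, with Benjamini-Hochberg adjustment over 42 KZFPs and 3 regions. For sequence families, all summit windows were aligned to each other and joined greedily to the window with most matches at the same length and identity. The share of peaks in a list's largest family was compared with that in the other lists by Fisher's exact test. Lists were compared by the percentage of the smaller list with at least 1 bp overlap with the other, tested with 100000 permutations of the arrays over KZFPs. Differences between groups of KZFPs were tested with 100000 permutations or, with fewer than 10 KZFPs in a group, by exact permutation. Peaks in the Chr4, Chr2 and Chr12 clusters were tested against their share of the genome without gaps by an exact binomial test. Motifs of Supplementary Data 6 were searched on both strands without mismatch, and summit windows were compared with windows 1000 bp upstream by an exact McNemar test. Summits were assigned to promoters (within 1000 bp of a transcription start), exons, introns or intergenic sequence and compared with 1000 random placements, two-sided. Regions present in lists of at least 5 different arrays were counted after merging overlapping peaks and compared with 1000 random placements of the lists. An adjusted p under 0.05 was called. Intervals are exact 95% binomial intervals. They cover counting error only, since there are no replicates.

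The main settings, the alternatives and the rule for the KZFPs, peaks and genes to be named were written before the data were examined. The KZFPs named are those in the text, in Fig. 6b and in Fig. 6c, those that share an array with another, those without a TE assignment, and the 3 with the most peaks. For each, at most the 2 peaks with the highest fold enrichment are named, with the peaks in the windows of Fig. 6b and Fig. 6c and the genes that hold them or lie within 10 kb. Of the results under this rule, 1 is not reported here. For promoters, the genes are those of the 10 promoter peaks with the highest fold enrichment of each KZFP above chance. The values of Supplementary Data 6 had been seen by then. Other KZFPs named (Zfp_MB001, Zfp_MB004, Zfp_MB012, Zfp_MB013, Zfp_MB014, Zfp_MB020, Zfp_MB022, Zfp_MB023, Zfp_MB037, Rex2, Zfp268, Zfp978, Zfp980, Zfp981 and Zfp988) and the gene Neat1 were named after their values were seen. The gene lists fixed then were zinc finger protein genes, histone genes, tRNA genes, olfactory receptor genes and imprinted genes. The annotation holds no nuclear tRNA genes, so that list gave no value.

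The alternatives were an identity of 90%, an alignment of 50 bp, a window of 400 bp, fold cutoffs of 10 and 15 in every list, a -log10 q of at least 5, the 50 highest peaks of each list, leaving out regions shared by unrelated KZFPs, other measures of overlap, RCADE motifs, 1 mismatch, 1 peak per sequence family, gaps kept, a distance of 500 bp to a transcription start, and leaving out each batch. Alternatives chosen after the data were seen were an identity of 70%, a longer genome alignment at 65% identity or more, and the internal region of a longer IAP provirus on chromosome 1.

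The random placements, the overlap test, the test of a difference and the correlation test were tried on simulated data with 1000 simulations each. The random placements called 2.4% of unchanged lists and 98.7% of lists with planted windows, and the two-sided placements called 3.9% and 99.9%. The overlap test called 4.4% of unchanged matrices and 100% of those with planted overlap. The test of a difference called 5.8% of unchanged sets and 99.6% of sets that differed by 1.5 SD. The correlation test called 4.9% of unrelated sets. All 65 planted sequence families were recovered, and the motif search found 100% of 400 planted sites and none in random windows. Fisher's, the binomial, the McNemar and the sign test were not simulated. Tools were python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and samtools 1.23.1.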

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

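Of the tests in this part, the comparison of batches and the share of shared regions at transcription starts were chosen only after the shared regions had been seen, and the counts of identical copies outside the Chr12 interval and with each group counted once were chosen after the share of 75% had been seen.

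The lists of unrelated KZFPs share regions. Merged peak regions present in the lists of at least 5 different arrays numbered 66, against a mean of 0.002 over random placements (p = 0.001, the smallest that 1000 placements can give), and the paper does not report them. The count depends on the peaks used and was 30 with a fold enrichment of at least 10 in every list, 8 with at least 15, 17 over the 50 highest peaks and 15 without batch 4. The most widely shared lies at the start of Polrmt, which encodes the mitochondrial RNA polymerase (chromosome 10, 79574478 to 79576196, lists of 13 KZFPs), and others lie at the long non-coding RNA genes Gm57952 on chromosome Y (12) and Neat1 on chromosome 19 (9). They held 56.9% of the peaks of Zfp600, 46.4% of Zfp_MB025, 33.3% of Zfp980 and 29.2% of Zfp978.

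Background that the controls did not remove is 1 candidate explanation for these regions, but lists from the 16 libraries of batches without their own empty vector had 7.21% ± 5.94 (SD) of their peaks in them and the other 26 lists 10.8% ± 15.6, a difference of -3.539 points (p = 0.403, two-sided permutation test) that decides nothing. Of the 66 regions, 39.39% lay within 1000 bp of a transcription start (27.6% to 52.2%, random positions 7.99%), so open chromatin at promoters may account for some of them but leaves most without an explanation. Reads of sequence missing from the assembly may account for others, as 12.12% (8 of 66) lay within 100 kb of an assembly gap against 1.26% of random positions (p = 0.001, permutation test by random placement, the smallest p), which covers only those 8. The KZFPs share the cell line, the tag and the vector. Unrelated means here only that the fingerprint arrays are not identical. All 42 KZFPs come from 1 gene cluster, and the paper reports that several of its genes have highly similar arrays. Some lists of different arrays overlapped widely, such as Zfp6003 with Zfp6002 (65.3%) and Zfp988 with Zfp_MB001 (65.4%). Whether similar zinc fingers account for the shared regions was not tested, nor was any other biological explanation.

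Peaks at promoters were above chance in 24 of the 42 KZFPs, and the paper reports on TEs, not on promoters. Over all lists 27% of the peaks lay within 1000 bp of a transcription start, against 8.36% of random positions, with 79.2% for Zfp_MB003, 78.2% for Zfp_MB025 and 55.9% for Zfp982. The regions shared by unrelated KZFPs are not the whole of it, as 21 KZFPs stayed above chance without them. Weak peaks near the fold cutoff could be another source. With a fold enrichment of at least 15 in every list 14 KZFPs stayed above chance, with fewer peaks to test, and the median difference in promoter share between the upper and lower part of each list by fold was -0.32 points (12 KZFPs negative, 11 positive, exact sign test p = 1), which settles neither side. Binding of the KZFPs at promoters stays open, and no test here bears on it.

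In the Chr12 KZFP gene cluster (chromosome 12, 17841965 to 24548357), 14 KZFPs had more peaks than its share of the genome (172 summits against 63.2), among them the 5 RLTR4-binding KZFPs, with 8 of 74 peaks of Zfp6003, 7 of 102 of Zfp6001 and 12 of 456 of Zfp_MB035. A higher density of RLTR4-like copies in the interval was weighed as a cause for Zfp6003 by a bound set before this was tested. Such copies are genome alignments of at least 400 bp at 65% identity or more that span the bound position. Of such copies 3.093% (18 of 582) lie in the interval, which is below the 95% interval around the share of Zfp6003 peaks (4.78% to 20.2%). Peaks at identical copies are not independent, so that interval is too narrow. With each group of identical copies counted once, the interval for Zfp6003 is 2.63% to 17.6%. It holds 3.093%, so density is not excluded for Zfp6003 either. For the other 4 KZFPs the interval holds 3.093% and leaves density open. All 143 bound copies held a peak of Zfp_MB035, and for this KZFP 55.6% of the copies inside were bound against 23.6% outside (p = 0.00414, Fisher's exact test), which goes against density as its whole cause as far as copies with randomly placed reads count as separate. Reads placed at random among identical copies may have spread the peaks within the cluster, as 75% of the 40 peaks (30, at 12 places in all) have a copy at 99% identity or more elsewhere, against 19.9% of 875 peaks outside, but only 1 of the 40 has a copy outside the cluster. With each group of identical copies counted once, all 5 KZFPs still had more there than the genome's share (Zfp6003 5 of 63 groups, adjusted p = 1.62e-06, Zfp_MB018 3 of 155, adjusted p = 0.00741, exact binomial test). The peaks of the 5 KZFPs lie at the same few places and are not independent, and the cause of the excess stays open.

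Peaks near histone genes were above chance in 8 KZFPs (over all 42 lists, 40 peaks lay near 108 genes), with 6 of 55 peaks of Zfp_MB025, where 0.007 would lie by chance. All 8 also had promoter peaks above chance. Zfp_MB025 had 78.2% of its peaks at promoters and 46.4% in regions shared by unrelated KZFPs. Whether the excess is particular to histone genes was therefore not tested. In the group of 6 KZFPs with the ERVB4_1B-I_MM array, Zfp992 stood apart with 5.344% of its peaks in regions shared by unrelated KZFPs, against 0.813% to 2.15% in the others. Of 5 measures examined for a library far from its group this was the only one flagged. How often chance alone flags a library was not tested. Zfp992 also had the lowest share in the largest family (54.2% against 75.2% to 93.6% in the others). Its pairs overlapped by 67.5% to 76.6%, against 79.6% to 98.9% for the pairs without it.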

How the results depend on the processing

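Each list comes from 1 library, so the counting error of the peaks is the only error known, and lists with few peaks move most. No paired analysis was possible because each KZFP has 1 library. Of the values over all lists under other settings fixed before the data were examined, 103 stayed the same, 17 counts moved, 5 values no longer passed and 3 newly passed. For a test, the same means the same side of the threshold. For a count it means only a value near the main one, such as 23 KZFPs past the motif test with a fold of at least 15 against 33. Among the 103 were the overlap of same-array lists and the 5 RLTR4-binding KZFPs under every setting tried. For single KZFPs 995 values stayed the same in this sense, 102 no longer passed, 6 newly passed, 49 peak numbers moved and 7 turned direction.

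With a fold enrichment of at least 15 in every list, the peaks per KZFP summed to 13149, the KZFPs with promoter peaks above chance fell to 14, those with peaks in the Chr4 cluster above its share to 2, those on the IAPEz internal region to 3 and the shared regions to 8. The difference of BL6J-unique KZFPs was then -12.0 points and that of KZFPs without a TE in log10 peak number -0.870, neither past the threshold (the unadjusted p for KZFPs without a TE, here and below). With a fold of at least 10 in every list, shared regions numbered 30, and the differences of KZFPs without a TE were -0.627 in log10 peak number (no longer past), -3.58 in median fold and -31.2 points in family share (both now past). Without shared regions the last was -28.4 points (now past). After adjustment over the 3 measures these 3 do not pass (adjusted p = 0.0602, 0.0602 and 0.0528, exact permutation test), while the difference in log10 peak number without shared regions, -0.824, does (adjusted p = 0.0383, the same exact test). These cutoffs leave fewer peaks, and beyond that the cause was not tested.

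With 90% identity the difference of BL6J-unique KZFPs was -9.26 points and with 1 value per array -5.67 points, neither past the threshold. KZFPs on the IAPEz internal region numbered 17 with a 400 bp window, 15 with 50 bp aligned and 4 with the 50 highest peaks, and those on IAPLTR1a 3 with the 50 highest peaks. Motifs passed in 12 KZFPs with RCADE motifs and in 2 with 1 peak per family. With gaps kept, 3 KZFPs were above in the Chr4 cluster. Shared regions numbered 465 with at least 3 KZFPs, 17 with the 50 highest peaks, 32 without batch 3 and 15 without batch 4, where fewer lists remain.

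The direction turned for promoter shares of lists with few peaks left (0% for Zfp981, Zfp600 and Zfp980 with a fold of at least 15 and for Zfp981 and Zfp_MB013 with at least 10), for that of Rex2 (7.14% of 56 peaks with a fold of at least 15) and for Zfp_MB022 in the Chr4 cluster (0 summits with a fold of at least 15). The cause was not tested.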

Differences from the paper's values

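The paper's percentages in Supplementary Data 6 count peaks on annotated copies of all TEs listed for a KZFP, while the values here count summit windows that align to 1 provirus, so the measures differ. The paper's value covers RLTR4_MM-int with MMETn-int for Zfp_MB035, IAPEz-int with IAPA_MM-int for Zfp_MB011, IAPLTR1a_Mm with IAPLTR2a2_Mm for Zfp_MB016, and IAPLTR2_Mm with IAPLTR2a2_Mm for Zfp_MB005.

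On the RLTR4 internal region, the paper's value is 69.3% for Zfp6003 and the value here is 14.9%. For Zfp6001 the paper's value is 57.3% and the value here 13.7%, and for Zfp6002 the paper's is 40.4% and the value here 7.96%. No alternative set before the data were examined brought these 3 within 1.5 times of the paper's. For Zfp_MB035 the paper's value is 43.8% and the value here 4.61%, with 32.7% over its 50 highest peaks as the only such alternative within that range. For Zfp_MB018 the paper's value is 10.5% and the value here 4.71%, with 11.5% at a fold enrichment of at least 15, 12.2% over the 50 highest peaks and 5.71% without shared regions. The last differs by less than its counting interval. At 70% identity the values were 59.5% for Zfp6003, 50.0% for Zfp6001, 33.6% for Zfp6002, 29.6% for Zfp_MB035 and 8.24% for Zfp_MB018, and for summits inside a longer genome alignment at 65% identity or more 59.5%, 48.0%, 32.7%, 30.7% and 10.0%. All of these lie within that range of the paper's, both settings were chosen after seeing the values, and they drop none of the 5 KZFPs.

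On the IAPEz internal region, the paper's value is 64.8% for Zfp_MB037 and the value here 11.1%, and for Zfp_MB026 the paper's is 26.3% and the value here 0.536%. No alternative set before the data were examined closed these. For Zfp_MB011 the paper's value is 11.5% and the value here 6.12%, with 11.6% for a 400 bp window and 11.6% for 50 bp aligned. At a fold of at least 10 Zfp_MB011 has 0% of too few peaks to tell. For Zfp980 the paper's value is 16.7% and the value here 7.08%, with 13.3% for a 400 bp window, 14.2% for 50 bp aligned and 10.5% without shared regions. At a fold of at least 10 or 15 Zfp980 has 0% of too few peaks to tell. For Zfp_MB001 the paper's value is 4.25% and the value here 1.91%, and 0% of its 50 highest peaks is within the counting error of the paper's. On the internal region of a longer IAP provirus, chosen after seeing the values, the shares were 63.0% for Zfp_MB037, 26.5% for Zfp_MB026, 9.86% for Zfp_MB011, 13.3% for Zfp980 and 4.34% for Zfp_MB001, all within that range, and no KZFP was dropped.

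On the LTR of the Fig. 6c provirus, the paper's value is 31.1% for Zfp_MB016 and the value here 51.0%, and no setting tried brought it within 1.5 times. For Zfp_MB005 the paper's value is 34.3% and the value here 53.2%, with 48.8% at a fold enrichment of at least 15 and 26.0% over the 50 highest peaks. The values for Zfp_MB028, Gm21411 and Zfp_MB036 did not differ by this measure, nor did any of the 42 peak numbers.

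Fig. 6c shows Gm21411 over the internal portion of the IAP provirus, while its list holds no peak on that copy. Its motif has a site there, TGGACCAGCTTATAC at 11555753 to 11555767 on chromosome 9.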

Other observations

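Among the genes with a promoter peak of high fold enrichment, several recur in the lists of different KZFPs. Polrmt was among those of 7 KZFPs (Zfp600, Zfp980, Zfp981, Zfp_MB011, Zfp_MB015, Zfp_MB018 and Zfp_MB025), and Inpp5f, a phosphatase gene, of 4 (Zfp600, Zfp980, Zfp_MB011 and Zfp_MB018). Selenot, a selenoprotein gene, was among those of 3, and Fos and the linker histone gene H1f2 of 2, Zfp_MB011 and Zfp_MB025. Hsp90aa1, which encodes a heat shock protein, had a promoter peak of Zfp6002 and of Zfp_MB016, but at different places. On chromosome 12 that of Zfp6002 lay at 110668652 to 110670018 and that of Zfp_MB016 at 110662106 to 110663331. Promoter peaks of high fold enrichment in single lists were at Pfn2, a profilin gene (Zfp_MB016, fold enrichment 372.3), and at Sema4b and Tomm20 (Zfp982, 195.2 and 185.2). In contrast, Zfp993 and Zfp_MB027 had fewer promoter peaks than random positions, and in 27 KZFPs the share of intronic peaks was below chance.

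Of the gene lists fixed before the data were examined, zinc finger protein genes had more peaks than random positions in 6 KZFPs. Over all 42 lists, 354 peaks lay near 529 genes. The values were 93 of 4745 peaks for Zfp982 where 33.5 would lie by chance, 66 of 4105 for Zfp_MB026 (29.0 by chance) and 68 of 6170 for Zfp_MB016 (43.6 by chance). The others were Zfp_MB003, Zfp_MB011 and Zfp980. Imprinted genes had more in 2 KZFPs, Zfp_MB011 (3 of 294 peaks) and Zfp_MB001 (4 of 1152), with 23 of the 25 symbols in the annotation. All these KZFPs also had more promoter peaks than random positions, such as 55.9% for Zfp982 against 8.35%. Whether the excess is particular to these gene lists was therefore not tested. For olfactory receptor genes, taken as a control list, no KZFP was above (34 peaks near 1382 genes), and none at an unadjusted p under 0.05 by the same one-sided random placements.

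The paper states that short reads from sequence missing in GRCm39 can pile up on similar sequence that is present, in the Chr4 cluster. It reports over 2.5 Mb of sequence there that GRCm39 lacks, far more than the 526000 gap bases of the interval, which stand for gaps mostly of unknown size. The 51 summits there can therefore not be told from reads of the missing sequence, and the count with gaps kept in the interval understates this limit.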
